# Anti-Cancer Activity of Verteporfin in Cholangiocarcinoma

**DOI:** 10.3390/cancers15092454

**Published:** 2023-04-25

**Authors:** Jihye L. Golino, Xin Wang, Jing Bian, Benjamin Ruf, Michael Kelly, Baktiar O. Karim, Maggie C. Cam, Changqing Xie

**Keywords:** cholangiocarcinoma, verteporfin, cancer stem cells, YAP

## Abstract

**Simple Summary:**

Cholangiocarcinoma (CCA) is a highly lethal malignancy, and its prognosis is poor. There are unmet needs to develop effective therapies. The overexpression of Hippo/YAP pathway and the association of Hippo/YAP pathway with an immunosuppressive microenvironment is indicated with bulk RNA sequencing data. In this study, we investigated the antitumoral effect of verteporfin in CCA YAP/AKT murine models. We found that verteporfin reduced liver weight and tumor formation in CCA YAP/AKT mice. Our results also showed the change in immune cell composition in liver/tumors with the treatment of verteporfin as well as the inhibition of cancer stemness. Our data suggest the potential application of verteporfin in patients with an overexpression of Hippo/YAP pathway.

**Abstract:**

Cholangiocarcinoma (CCA) is a heterogenous malignancy that arises from the biliary epithelium and has a poor clinical prognosis. The Hippo/yes-associated protein (YAP) pathway has been reported to affect various aspects of tumorigenesis, with high expression of YAP1 being negatively associated with survival in CCA patients. Thus, we investigated the antitumoral effect of verteporfin, a YAP1 pathway inhibitor, in YAP1/AKT hydrodynamic tail vein injected murine models. We also used flow cytometry and single-cell RNA sequencing (scRNA-seq) to analyze the change in the immune cell profile and malignant cell stemness following verteporfin treatment. Our results demonstrated reduced liver weight and tumor formation in verteporfin-treated groups compared to that of a vehicle-treated group. Immune cell profiling through flow cytometry showed that relative to the vehicle, verteporfin induced a higher ratio of tumor-associated macrophage (TAM) M1/M2 and increased the percentage of activated CD8 T cell population (CD8+CD25+ and CD8+CD69+). scRNA-seq analysis showed significantly increased TAM M1 populations following verteporfin treatment and decreased proportions of stem-like cells within the malignant cell population. In summary, this study indicates that in CCA YAP/AKT murine models, verteporfin reduces tumorigenesis by polarizing anti-tumoral TAM and activating CD8 T cells and decreasing stem-like malignant cell proportions in the tumor microenvironment.

## 1. Background

Cholangiocarcinoma (CCA) is a heterogeneous malignancy originating from the biliary epithelium in the biliary tree system that has become one of the leading causes of liver cancer-related deaths worldwide. The occurrence of CCA has consistently increased across sex/race/ethnic populations [1,2] and is often diagnosed too late due to nonspecific symptoms. For these reasons, CCA has a poor prognosis with a low five-year survival rate [3] despite the recent advances in chemotherapy [4,5,6], targeted therapies [7,8,9] and the combination of immunotherapy and chemotherapy [10,11]. This underscores the demand for the development of novel effective treatment strategies for CCA patients, especially at its advanced stage.

Yes-associated protein (YAP) is a downstream transcriptional regulator of the Hippo signaling pathway, which activates multiple oncogenic pathways/target genes and interacts with other oncogenic proteins/signaling pathways in numerous types of cancers. Signal transducer and activator of transcription 3 (STAT3)-YAP/TAZ (transcriptional coactivator with PDZ-binding motif) signaling also promotes angiogenesis [12] and is associated with poor survival in breast cancer [13]. In non-small cell lung cancer, the overexpression of YAP induces proliferation, while depletion of YAP causes growth arrest [14]. Moreover, YAP/TAZ promotes hepatocyte proliferation and tumor growth upon Myc-β-catenin in hepatocellular carcinoma (HCC) [15] and mediates sorafenib resistance in HCC [16]. In CCA, YAP maintains cancer stemness and its expression is negatively correlated with survival in iCCA patents [17,18]. In mice models, the overexpression of YAP1 along with AKT triggers CCA formation [19], which suggests that YAP1 pathway is a potential target to control CCA.

Verteporfin is a drug that was originally developed and used as a photosensitizer for photodynamic reaction. Verteporfin inhibits the overgrowth of the liver induced by YAP overexpression [20] and upregulation of cancer stemness markers [18]. We recently showed that verteporfin reduces CCA cell growth but enhances cell apoptosis in a dose-dependent manner. Nevertheless, verteporfin was shown to inhibit stemness in vitro and synergize the anti-tumoral efficacy of anti-PD-1 in a xenograft subcutaneous CCA murine model [21]. In this study, we tested the efficacy of verteporfin in a YAP/AKT CCA mouse model, established through the hydrodynamic tail vein injection of plasmids of YAP1 and AKT. We investigated immune cell/cancer stemness changes induced by verteporfin treatment using flow cytometry and single-cell RNA sequence (scRNA-seq) analysis.

## 2. Methods

### 2.1. YAP/AKT CCA Mice Model and Tissue Process

Six- to eight-week-old C57BL/6 mice were purchased from Charles River Laboratory (Wilmington, MA, USA). The mice underwent hydrodynamic tail vein injections with the plasmid mixture as previously described [22], consisting of 30 µg of YAP1, 20 µg of AKT, and 2 µg of HSB2 plasmids. The mixture was dissolved in a total volume of 1600 µL of PBS. The plasmids were prepared by growing in E. coli cultures and isolated using a Plasmid DNA Maxiprep Kit (MACHEREY-NAGEL, Düren, Germany). Plasmid concentrations were measured using a NanoDrop Spectrophotometer^TM^ (Thermo Fisher Scientific, Frederick, MD, USA). Mice were euthanized at 8 weeks after the plasmid injection and 5 weeks after the treatment. Sections of the mouse liver samples were collected and fixed in a formaldehyde solution. The fixed liver samples were trimmed, paraffin blocks and slides were made, and hematoxylin and eosin stain (H&E) staining was performed by Histoserv (Germantown, MD, USA). Quantification of the stained area was observed under Halo software in the Molecular Histopathology Laboratory (MHL) of the National Cancer Institute (NCI) (Frederick, MD, USA). Hematoxylin and eosin-stained sections were scanned at 20× objective magnification (0.5 μm/pixel) using an Aperio AT2 digital whole-slide scanner (Leica Biosystems, Deer Park, IL, USA). The presence of CCA and extent of tissue infiltration were confirmed by an experienced murine histopathologist. The remaining liver samples were processed for flow cytometry and scRNA-seq analysis as mentioned below. All experiments were conducted according to the local institution guidelines and approved by the Animal Care and Use Committee of the National Institutes of Health (Bethesda, MD, USA).

### 2.2. Verteporfin In Vivo Treatment

Three weeks after the tail vein injection, mice were randomly split into two groups treated with either vehicle (DMSO, containing PBS solution) or verteporfin (in PBS, 100 mg/kg) (Millipore Sigma, St. Louis, MO, USA) every three days for 5 weeks, respectively (Supplemental Figure S1). Eight weeks after the plasmid injection and 5 weeks after the initial treatment, all mice were euthanized using carbon dioxide asphyxiation. Mouse livers were removed and washed. The weight of the livers was measured and compared between the groups as the indication of tumorigenesis.

### 2.3. Flow Cytometry

Livers were removed immediately after the mice were sacrificed. After homogenization, debris was removed by nylon mesh filtering. Immune cells were isolated by isotonic Percoll centrifugation (850× *g*, 25 min, with full acceleration and without deceleration). The cells were incubated with indicated antibodies for 30 min at 4 °C for surface marker staining after red blood cells were lysed with ammonium-chloride-potassium lysing buffer. Dead cells were excluded by using a Zombie UV™ Fixable Viability Kit (Biolegend, San Diego, CA, USA). The following mouse antibodies were used for flow cytometry analysis: (1) for immunoprofiling: anti-Ly-6G-Alexa Fluor (AF) 700 (clone 1A8; Biolegend), anti-CD4-Brilliant Violet (BV) 605 (clone GK1.5; Biolegend), anti-mouse-Ly-6C-APC/Cyanine7 (clone HK1.4; Biolegend), anti-CD3-PE (clone 17A2; Biolegend), anti-CD19-PerCP/Cyanine5.5 (clone 1D3/CD19; Biolegend), anti-F4/80-FITC (clone BM8; Biolegend), anti-CD11b-Pacific Blue (PB) (clone M1/70; Biolegend), anti-I-A/I-E (MHC-II)-BV510 (clone M5/114.15.2; Biolegend), anti-CD8-BV786 (clone 53-6.7; BD Biosciences, Franklin Lakes, NJ, USA), anti-mouse CD11c (clone N418; Biolegend) (2) T cells activation/exhaustion: anti-CD45R/B220-AF700 (clone RA3-6B2; Biolegend), anti-F4/80-AF700 (clone BM8; Biolegend), anti-CD11b-AF700 (clone M1/70; Biolegend), anti-CD3-AF594 (clone 17A2; Biolegend), anti-CD4-BV605 (clone GK1.5; Biolegend), anti-CD8-BV786 (clone 53-6.7; BD Biosciences), anti-CD25-PerCP/Cyanine5.5 (clone 3C7; Biolegend), anti-CD279 (PD-1)-FITC (clone 29F.1A12; Biolegend), anti-CD39-PE/Cyanine7 (clone Duha59; Biolegend) anti-CD69-BV650 (clone H1.2F3; Biolegend) (3) myeloid cells: anti-F4/80-FITC (clone BM8; Biolegend), anti-Ly6C-AF700 (clone HK1.4; Biolegend), anti-CD86-APC/Cyanine7 (clone GL-1; Biolegend), anti-CD80-PE (clone 16-10A1; Biolegend), anti-CD206-BV605 (clone C068C2; Biolegend), anti-CD11b-PB (clone M1/70; Biolegend), anti-CD163-PE/Cyanine7 (clone S15049I; Biolegend), anti-mouse CD11c (clone N418; Biolegend). The frequency of each immune cells was calculated by the percentage of the total of each parent cell as indicated by the y-axis of each graph. All stained cells were analyzed using CytoFLEX LX platforms, and the results were analyzed using FlowJo software version 10.8 (BD).

### 2.4. Single Cell RNA Sequencing

Liver samples were processed using a mouse Tumor Dissociation Kit from Miltenyi Biotec (Bergisch Gladbach, North Rhine-Westphalia, Germany) following the manufacturer’s instructions. Liver tissues were cut into 2–4 mm pieces and transferred into a gentleMACS C Tube (Miltenyi #130-093-237), dissociated by gentleMACS Octo Dissociator (Miltenyi Biotec), and incubated at 37 °C for 40 min (200 rpm). After incubation, tissues were dissociated using a gentleMACS Octo Dissociator (Miltenyi Biotec) and filtered using 70 μm of MACS SmartStrainers (Miltenyi Biotec #130-098-462). Red blood cells and debris were removed by Red Blood Cell Lysis solution (Miltenyi Biotec #130-094-183) and Debris Removal Solution (Miltenyi Biotec #130-109-398), respectively. Cells were submitted to the CCR Single Cell Analysis Facility at NCI (Bethesda, MD, USA).

### 2.5. Library Preparation and Sequencing for Mouse Sample

Single-cell sequencing was performed using 10x Genomics scRNA-Seq 3′ v3.1 according to the manufacturer’s instructions. Cell suspensions were assessed and counted with acridine orange and propidium iodine fluorescence dye on an automated cell counter (LunaFL, Logos Biosystems) (Annandale, VA, USA) and adjusted for single-cell partitioning to target approximately 6000 datapoints per sample when possible. For single-cell library preparation, as defined in the 10x Genomics user guide, following cell partitioning with barcoded gel beads, the cells are lysed, and poly-adenylated transcripts are reverse-transcribed with the inclusion of a cell-specific barcode and a unique molecular identifier. Partitioning droplets are broken, and barcoded cDNA is amplified for 14 cycles before Illumina-based sequencing libraries are prepared by fragmenting cDNA and adding necessary sequencing adapters along with a sample-specific index barcode. For sample preparation on the 10x Genomics platform, the Chromium Next GEM Single Cell 3′ Kit v3.1 (PN-1000268), Chromium Next GEM Chip G (PN-1000120) and Dual Index Kit TT Set A (PN-1000215) were used. The molarity of each library was calculated based on the concentration and library size measured using a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Libraries were pooled and normalized to a final loading concentration. The sequencing run was set up as recommended with 28 cycles + 10 cycles + 10 cycles + 90 cycles. Demultiplexing was performed using the cellranger mkfastq pipeline, which allows for one mismatch in the sample index barcodes. Raw reads were aligned to the mm10 reference genome (refdata-gex-mm10-2020A) to generate a per-cell gene expression count matrix with cellranger count (cellranger v6.1.2, 10x Genomics). A per-cell mean sequencing depth of 50,000 reads/cell was targeted for each sample. Libraries were sequenced on an Illumina NextSeq 2000.

### 2.6. Murine CCA scRNA-Seq Data Analysis

Filtered feature-barcode matrix.h5 files from cellranger output for all samples were merged into a Seurat Object using the Seurat workflow [23]. Cells were preprocessed using Unique Molecular Identifier (UMI) counts, the number of expressed genes, and mitochondrial content; cells with low UMI counts (>500) or low complexity (<0.5 genes/UMI) were filtered from the data, along with cells whose gene or mitochondrial content exceeded 3 absolute deviations above the respective medians. The gene expression data were then normalized using the Seurat SCTransform function [23]. Downstream analyses involving differential gene expression (DEG) and gene set enrichment analyses (GSEA) were performed within the NIH Integrated Analysis Portal (NIDAP) using R programs developed on the Palantir Foundry platform (Palantir Technologies, Washington, DC, USA). All scRNA-seq data were submitted to the Gene Expression Omnibus (GEO) public database at the NCBI. The code used for the analysis was deposited in GitHub (https://github.com/NIDAP-Community/Anti-cancer-activity-of-verteporfin-in-cholangiocarcinoma, accessed on 20 February 2023). Raw data were deposited in GEO (GSE229855).

Highly variable genes were outlined by principal component analysis (PCA) and the first 15 principal components were further projected as Uniform Manifold Approximation and Projection (UMAP) plots [24]. The number of principal components to be used was calculated using the Elbow method. Unsupervised clustering was achieved using the Seurat FindClusters function [23]. Cell clusters were illustrated according to the DEG and canonical marker genes. Sub-clustering analysis was conducted by re-running FindClusters on filtered subsets.

### 2.7. Cell Identification

For each individual cell, the average expression of immune cell markers in previously published literature [25] was calculated using the Seurat AddModuleScore function. Cells were then defined based on the marker set with the highest average. The copy number variation (CNV) across epithelial cells was calculated using inferCNV [26]. A cutoff of 0.1 was used to screen cells possessing low gene counts and an sd_amplifier value of 2 was applied to account for background noise. A copy number score (CNS) was arranged for each cell as the formula below:

$$CNS=\Sigma {\left(CNV_{gene}-mean\left(CNV\right)\right)}^{2}$$

Epithelial cells with a CNV in the top 25 percentile were further classified as malignant cells. The remaining epithelial cells were defined as cholangiocytes.

### 2.8. Differential Expression Analysis and Gene Set Variation Analysis (GSVA)

Differential gene expression analysis was performed on log-normalized data using the limma function and according to the pseudobulk approach outlined in [23]. GSEA using the fgsea (version 1.8.0) R package was then run on the ranked list of differentially expressed genes. Pathways coinciding with important gene sets were referred from the H:Hallmark, CP:KEGG, and CP:Reactome collections within the Molecular Signature Database (MSigDB) (v2022.1.Mm). Pathways characterizing similar biological functions were eliminated from the visualization.

### 2.9. Human Bulk Transcriptomic Analysis of CCA Samples

TIMER2.0 was used to compare the expression level of the YAP signaling gene signature between non-tumor and tumor tissues and analyze the correlation between YAP1 signaling expression and stemness marker gene expression and infiltrating immune cells (http://timer.comp-genomics.org/, accessed on 20 February 2023) [27].

### 2.10. Statistical Analysis

Statistical analysis was performed with GraphPad Prism 8 (GraphPad Software). The significance of the difference between groups was calculated by Student’s unpaired *t* test. *p* < 0.05 was considered statistically significant.

## 3. Result

### 3.1. YAP1 Pathway Correlated with Cancer Stemness and Stromal Cells in CCA

To compare the expression levels of YAP1 signaling pathway genes between tumor and normal tissue samples, we used the TIMER2.0 platform to evaluate the expression profiles based on the cholangiocarcinoma cohort (CHOL) obtained from TCGA (The Cancer Genome Atlas) database [27]. As shown in Figure 1A and Supplemental Figure S2A, we found that the expression levels of YAP1, Transcriptional enhanced the associated domain (TEAD) family and YAP signaling signature in tumor tissues of CCA and were significantly higher than the corresponding normal tissues. There is a positive correlation of the expression level between the YAP1 pathway gene signature and key stemness transcription factor SOX9 (Figure 1B and Supplemental Figure S2B). Moreover, the expression of the YAP1 pathway gene signature was significantly and positively associated with the infiltrating levels of immunosuppressive stromal cells, including cancer-associated fibroblasts, macrophage and Tregs, but negatively associated with antitumoral CD4 Th1 (Figure 1C and Supplemental Figure S2C). These results indicate that the YAP1 pathway plays profound roles related with CCA stemness and immunosuppressive tumor microenvironment (TME).

### 3.2. Antitumoral Efficacy of Verteporfin in YAP/AKT Mouse Model

Since the liver weight represents the overall tumor growth or formation in this model, the liver weight was measured and compared between DMSO (vehicle-treated group) and verteporfin-treated groups (Figure 2A,B). As a result, the liver weights of verteporfin-treated mice were significantly reduced (21%) compared to the liver weights of vehicle-treated mice (Figure 2A, *p* = 0.0375). The tumor area was quantified using H&E staining (Figure 2C). The stained tumor area was calculated based on the whole liver area as a percentage (%). The tumor areas of verteporfin-treated mice were significantly lower in comparison to the vehicle-treated group (Figure 2D, *p* = 0.0097). Therefore, verteporfin reduced tumorigenesis in the YAP/AKT mouse model.

### 3.3. Verteporfin Treatment Modulates Immune Cell Landscape of CCA in YAP/AKT Mouse Model

To investigate whether verteporfin modulates the TME that leads to the control of CCA growth in the YAP/AKT mouse CCA model, immune cells from whole liver tissues were isolated and analyzed using flow cytometry as described in the Materials and Methods section. B cells, CD4 and CD8 T cells, CD11b+ myeloid cells, macrophages and dendritic cells were identified (Supplementary Figure S3A,B). Gating strategies were shown in Supplemental Figure S4. Although there was no significant change in the percentage of CD8 T cells between the vehicle and verteporfin treatment groups (Supplementary Figure S3A), the proportion of activated CD8 T cells (CD25+CD8+) were significantly increased along with a decreased proportion of memory CD8 T cells (CD69+CD8+) (Figure 3A). While the proportion of individual exhausted CD8 T cells [CD39+CD8+ and programmed cell death protein-1 (PD-1)+CD8+] showed no change, PD-1+CD39+ cells from CD8 T cells were significantly reduced in verteporfin treated group (Figure 3B), which suggests that verteporfin may inhibit complete/terminal exhaustion of CD8 T cells. In addition, verteporfin increased the percentage of activated CD4 T cells (CD25+CD4+) and decreased the percentage of memory CD4 T cells (CD69+CD4+) (Figure 3C) but had no effect on the overall percentages of the CD4 T cell population and exhausted CD4 T cells (Figure 3D).

Macrophages play a critical role in tumorigenesis. To study this, we tested the changes in TAM-M1 and TAM-M2 macrophages (CD80 and CD86 for TAM-M1 and CD163 and CD206 for TAM-M2, respectively). The proportion of CD163+ macrophages was significantly reduced in the verteporfin-treated group (*p* < 0.0001), whereas there was a decrease in the proportions of CD86- and CD80-positive cell populations (Figure 4A). However, when looking at the relative proportions of TAM-M1 and TAM-M2 macrophages as measured by CD80/CD163 or CD86/CD163 ratios, verteporfin treatment was noted to significantly increase the TAM M1/M2 ratio (Figure 4B). Although there was an increased trend of proportions of B cells and dendritic cells observed (Supplemental Figure S3A,B) in the verteporfin-treated group, the changes were not significant.

To further illustrate how verteporfin affects TME dynamics in the YAP/AKT CCA mouse model, a total of 33,769 isolated single cells was obtained from mouse normal livers or tumors, which covered various tumorigenic stages of CCA. In addition, we performed scRNA-seq on livers or tumors from a YAP/AKT mouse model treated either with a vehicle or verteporfin. 

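The 6 libraries analysed here come from livers with tumors of the YAP/AKT model, 1 library per mouse, from 3 vehicle-treated and 3 verteporfin-treated mice. In this model, plasmids carrying YAP and AKT are delivered to the liver and biliary tumors grow from the cells that take them up. Verteporfin, a porphyrin drug that keeps YAP from its TEAD partners, was given at 100 mg/kg every 3 days for 5 weeks, and the livers were taken 8 weeks after the plasmids. No library of normal liver was analysed.

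The deposited values are the authors' raw counts of unique molecular identifiers (UMIs, 1 per RNA molecule captured) per gene and cell barcode. The files hold 43815 barcodes. Total UMIs were 35876510, 55663617 and 52472648 in vehicle mice 1, 2 and 3, and 66944978, 77682319 and 61719549 in verteporfin mice 1, 2 and 3. The filters that the paper names were applied with its complexity limit read on the log scale, and 36942 cells were kept: 4815, 5310 and 4713 from the vehicle mice and 6685, 7909 and 7510 from the verteporfin mice. The limit on mitochondrial RNA was exceeded by 6005 barcodes and the upper limit on genes by 897. Cells kept had medians of 4578, 6301 and 5877 UMIs in the vehicle mice and 5547, 5903 and 5465 in the verteporfin mice.

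Counts of cells, and counts of UMIs summed over the cells of a class, were compared between mice. The p of a class, gene or share thus rests on the spread among 3 mice per group. Gene lists were tested with camera, which sets the genes of a list against the other genes tested, so its p does not measure that spread. With 3 against 3 mice, a two-sided exact permutation test cannot give a p below 0.1. Vehicle mouse 3 stood apart from the other vehicle mice: 16.0% of its cells were macrophage-like, against 1.77% and 1.53% in vehicle mice 1 and 2, and 3.27% were endothelial-like, against 19.5% and 30.0%.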

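A liver that carries bile duct tumors holds tumor and duct epithelium, hepatocytes, the cells that line vessels, and immune cells that live there or arrive from blood. Graph clustering of the cells kept gave 36 clusters at a resolution of 0.8. Halving the resolution gave 26 clusters and doubling it gave 47. With 2028 cells called doublets left out, 30 clusters were found.

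B cell-like cells, the lymphocytes that become antibody makers, formed the largest cluster with 5669 cells, and 1097 of the 1415 cells of another B cell-like cluster came from vehicle mouse 2. Endothelial-like cells, which line the sinusoids and vessels, led a cluster of 3128 cells. Neutrophil-like cells, the short-lived granulocytes of blood, made up clusters of 2583, 2358 and 873 cells. Erythroid-like cells, marked by haemoglobin genes, formed a cluster of 2776 cells, although the paper's preparation includes a lysis step for red cells. Kupffer cell-like cells, the resident macrophages of liver, and macrophage-like cells with Ms4a7 and Trem2 lay in separate clusters of 1707 and 2366 cells. Epithelial-like cells, which hold the tumor and duct cells, were a cluster of 259 cells. A cluster of 632 cells with the proliferation genes Top2a, Mki67 and Stmn1 mixed several cell types and was left unnamed.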

A total of 14 clearly separated cell clusters were identified (Figure 5A,B, Supplemental Figure S5). Based on the expression of known markers, we identified endothelial cells, hepatocytes, epithelial cells, immune cells, and fibroblasts (Figure 5A, Supplemental Table S1). 

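Endothelial-like cells line the vessels of the liver, hepatocytes carry out its metabolism, and fibroblast- or stellate-like cells lay down collagen. Epithelial-like cells, with the keratin genes Krt8 and Krt18, hold tumor and bile duct cells. Erythroid-like cells were a large class as well, and they are not among the cell types that the paper lists.

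Erythroid-like cells rose from 0.312 ± 0.188% of cells (mean and SD) in vehicle mice to 12.3 ± 3.76% in verteporfin mice (log2 fold change 4.87, SE 0.56, edgeR adjusted p 5.1e-05; two-sided exact permutation p 0.1). Vehicle mouse 1, with 5 of these cells, was left out of the edgeR fit by the minimum of 10 cells; with every mouse kept, the log2 fold change was 5.28. Lysis of red cells and removal of debris, both part of the paper's preparation, can set the share of this class. Fibroblast- or stellate-like cells were 0.181 ± 0.0227% and 0.928 ± 0.231%, with every verteporfin mouse above every vehicle mouse. The fit kept only vehicle mouse 2 by the same minimum, so its log2 fold change of 2.15 (SE 0.60, edgeR adjusted p 0.0027) rests on 1 vehicle mouse; with all mice kept, an alternative chosen after seeing the data, it was 2.34 with an edgeR adjusted p of 0.0019. The cluster also carries markers of mesothelium, the lining of the liver surface.

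Endothelial-like cells were 17.6 ± 13.5% of cells in vehicle mice and 8.10 ± 1.70% in verteporfin mice (log2 -1.12, SE 0.64, edgeR adjusted p 0.186). Without vehicle mouse 3, whose share was the lowest, the log2 fold change was -1.61 with an edgeR adjusted p of 4.6e-04, and without vehicle mouse 2 it was -0.49. Hepatocyte-like cells were 1.19 ± 0.689% and 0.458 ± 0.0619% (log2 -1.37, SE 0.51, edgeR adjusted p 0.0608). For them, leaving out vehicle mouse 1 gave -1.76 with an edgeR adjusted p of 0.0103, leaving out vehicle mouse 3 gave -1.32 with 0.0104, and leaving out vehicle mouse 2 gave -0.92 with 0.197. Epithelial-like cells were 0.552 ± 0.318% and 0.807 ± 0.367% (log2 0.55, SE 0.53, edgeR adjusted p 0.399); without vehicle mouse 3 the edgeR adjusted p was 0.0458 at a log2 fold change of 1.11. Platelet- or megakaryocyte-like cells, the source of clotting fragments, were 0.301 ± 0.0776% and 0.693 ± 0.221% (log2 1.19, SE 0.44, edgeR adjusted p 0.0608), with every verteporfin mouse above every vehicle mouse.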

The immune cells were comprised of CD4, CD8 and Treg, NK cells, B cells and myeloid cells including dendritic cells, TAM-M1 and TAM-M2 (Figure 5A,B, Supplemental Figure S5A,B).

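Neutrophil-like cells, which carry Csf3r and Cxcr2 and reach inflamed tissue within hours, had the largest mean share of the myeloid classes in verteporfin mice. In verteporfin mouse 1 macrophage-like cells were slightly more, at 1175 against 1144 cells. Kupffer cell-like, macrophage-like and monocyte-like cells made up the rest of the phagocytes. T cell-, NK cell- and plasma cell-like cells and 2 kinds of dendritic cells were found in all mice.

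Neutrophil-like cells were 7.67 ± 4.48% of cells in vehicle mice and 21.0 ± 3.48% in verteporfin mice (log2 fold change 1.46, SE 0.46, edgeR adjusted p 0.0552; two-sided exact permutation p 0.1). The shares were 5.44, 4.75 and 12.8% in vehicle mice 1, 2 and 3 and 17.1, 23.7 and 22.3% in verteporfin mice 1, 2 and 3. As a share of immune cells the values were 9.54% and 28.6% with an edgeR adjusted p of 0.0278, and without vehicle mouse 3 the log2 fold change was 2.05 with an edgeR adjusted p of 8.8e-05. Read with the literal limit of 0.5 genes per UMI, which leaves 2981 cells, the log2 fold change was -0.83.

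Macrophage-like cells were 6.44 ± 8.31% and 12.7 ± 5.34% (log2 0.97, SE 0.81, edgeR adjusted p 0.392), and vehicle mouse 3 alone held 756 of the vehicle cells; without it the log2 fold change was 2.94. Monocyte-like cells, the blood precursors of macrophages, were 5.97% and 4.50% (edgeR adjusted p 0.399). Kupffer cell-like cells were 8.85% and 7.48% (edgeR adjusted p 0.638). T cell-like cells were 13.7 ± 2.88% and 8.04 ± 0.592% (log2 -0.77, SE 0.37, edgeR adjusted p 0.126), and within them CD4 T cell-like cells, the helper cells, were 3.02% and 2.02% (edgeR adjusted p 0.199). Regulatory T cell-like cells, which dampen immunity through Foxp3, were 0.521% and 0.684% (edgeR adjusted p 0.642). NK cell-like cells, which kill without prior priming, were 2.31% and 1.75%. Plasma cell-like cells, which secrete antibody, were 0.371 ± 0.141% and 0.740 ± 0.0874% (log2 0.99, SE 0.42, edgeR adjusted p 0.0964). Plasmacytoid dendritic cell-like cells, makers of type I interferon, were 1.53% and 0.847% (edgeR adjusted p 0.186; 0.0221 without vehicle mouse 3, at a log2 fold change of -1.11). Conventional dendritic cell-like cells, which present antigen to T cells, were 2.28% and 2.50%.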

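Cd80 encodes a ligand that co-stimulates T cells and is used to mark inflammatory macrophages, and Cd163 encodes a scavenger receptor for haemoglobin that marks resident and repair macrophages. Here TAM-M1 means cells of macrophage, monocyte, Kupffer or neutrophil clusters with a UMI of Cd80 and none of Cd163, and TAM-M2 means those with a UMI of Cd163. Most cells called TAM-M1 by these markers were neutrophil-like.

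TAM-M1 made up 2.24, 2.15 and 9.17% of cells in vehicle mice 1, 2 and 3 and 9.72, 10.3 and 8.07% in verteporfin mice 1, 2 and 3. The mean share was 4.52 ± 4.03% against 9.36 ± 1.15%, a ratio of 2.07 (log2 fold change 1.05, SE 0.57, edgeR adjusted p 0.186; two-sided exact permutation p 0.2). Without vehicle mouse 3 the log2 fold change was 2.09 with an edgeR adjusted p of 3.6e-05. Of the 2069 TAM-M1 cells of verteporfin mice, 72.0% were neutrophil-like, 16.4% macrophage-like, 8.70% monocyte-like and 2.90% Kupffer cell-like. In vehicle mice 55.7% of the 654 TAM-M1 cells were neutrophil-like. Counted without the neutrophil-like clusters, TAM-M1 was 2.00% against 2.64%, a ratio of 1.32 (log2 0.40, edgeR adjusted p 0.619; two-sided exact permutation p 0.7).

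TAM-M2 made up 6.23 ± 2.99% against 5.01 ± 1.56% (log2 -0.31, SE 0.45, edgeR adjusted p 0.598; two-sided exact permutation p 0.6). Vehicle mouse 2 had the highest TAM-M2 share, 9.64%, and without it the log2 fold change was 0.15. With all cells thinned to 1000 UMIs, TAM-M1 was 1.35% and 2.74%. Under the literal limit of 0.5 genes per UMI the log2 fold change of TAM-M1 was -0.45.

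**Figure D1:**
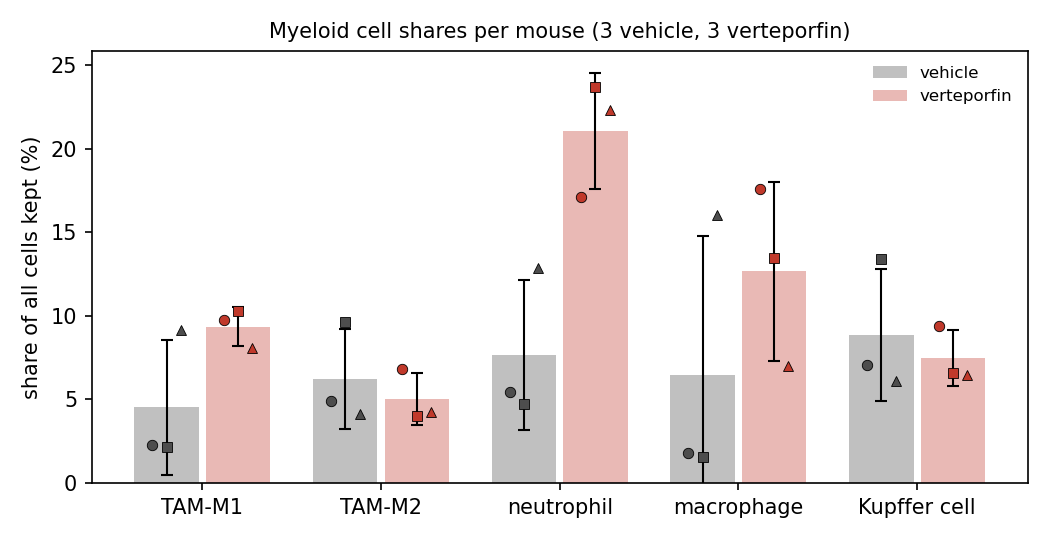
Shares of myeloid cells in vehicle (grey) and verteporfin (red) mice. Bars give the mean share of all cells kept, error bars the SD, and points single mice (circle mouse 1, square mouse 2, triangle mouse 3). Vehicle mouse 3 lies among the verteporfin mice for TAM-M1 and macrophage-like cells, while every verteporfin mouse lies above every vehicle mouse for neutrophil-like cells.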

Remarkably, the proportion of TAM-M1 cells, which function as pro-inflammatory/anti-tumorigenic immune cells, was greatly induced (fivefold) by verteporfin treatment, while TAM-M2 did not show a significant difference (Figure 5B and Supplemental Figure S5C). 

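B cell-like cells carry the antigen receptor genes Cd79a and Cd79b, and CD8 T cell-like cells are the killer lymphocytes marked by Cd8a and Cd8b1. Their shares were lower in each verteporfin mouse than in any vehicle mouse, and neither difference passed the threshold.

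B cell-like cells were 27.7 ± 4.48% of cells in vehicle mice and 13.6 ± 2.57% in verteporfin mice (log2 fold change -1.02, SE 0.37, edgeR adjusted p 0.0608; two-sided exact permutation p 0.1). The shares were 32.9, 24.7 and 25.5% in vehicle mice 1, 2 and 3 and 11.1, 13.6 and 16.2% in verteporfin mice 1, 2 and 3. Without vehicle mouse 3 the edgeR adjusted p was 0.0188. CD8 T cell-like cells were 5.98 ± 1.42% and 3.22 ± 0.141% (log2 -0.89, SE 0.35, edgeR adjusted p 0.0756; two-sided exact permutation p 0.1). For these, the edgeR adjusted p was 0.0290 without vehicle mouse 2. Taken as a share of immune cells alone, CD8 T cell-like cells had a log2 fold change of -0.83 with an edgeR adjusted p of 0.0467, and B cell-like cells -0.97 with 0.0725. Erythroid-like and neutrophil-like cells take up a larger part of the verteporfin libraries, and shares of all cells are measured against that larger whole.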

The proportions of B cells and CD8 T cells decreased in the verteporfin-treated group, though these were insignificant changes (Supplemental Figure S5D,E). We further analyzed the subset of CD8, CD4 and TAMs (TAM-M1+TAM-M2) cell population based on the results from flow cytometry (Figure 3, Figure 4 and Figure 5). As shown in Supplemental Figure S6A–C, only the change in the percentage of CD80+ TAMs (TAM-M1) among TAMs significantly increased after verteporfin treatment. 

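Cd80 and Cd86 encode the ligands through which macrophages and dendritic cells co-stimulate T cells, while Cd163 and Mrc1 encode receptors of resident and repair macrophages. Over all myeloid cells pooled, more cells of verteporfin mice carried Cd80 and fewer carried Cd86, Cd163 or Mrc1, and none of these differences passed an exact test. The pooled classes differ in proportion between the groups. The compared cells are 4255 macrophage-, monocyte-, Kupffer cell- and neutrophil-like cells of vehicle mice and 10074 of verteporfin mice.

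Cd80 was found in 19.5 ± 3.94% of myeloid cells in vehicle mice and 22.6 ± 1.24% in verteporfin mice (two-sided exact permutation p 0.3), at median depths of 4319, 7477 and 9356.5 UMIs in vehicle mice 1, 2 and 3 and 4925, 5283 and 5029.5 in verteporfin mice 1, 2 and 3. B cell-like cells carried it in 1.03% and 2.07%. Thinned to 1000 UMIs, which keeps 4078 vehicle and 9195 verteporfin cells and leaves out the shallower ones, the shares were 4.44% and 6.098%. Of these 4 classes neutrophil-like cells were the richest in Cd80, with 24.8, 24.2 and 40.2% positive in vehicle mice and 39.0, 31.1 and 28.7% in verteporfin mice, against 11.8, 19.8 and 14.9% and 11.0, 14.9 and 13.4% of macrophage-like cells. With the neutrophil-like clusters left out, the shares were 15.6% and 14.2%, a difference of -1.35 points (two-sided exact permutation p 0.7).

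Cd86 was found in 39.4 ± 10.0% and 29.6 ± 3.89% of myeloid cells (two-sided exact permutation p 0.3; thinned 8.65% and 7.21%), and in 24.5% and 35.5% of B cell-like cells, whose own use of the gene makes it a poor background. With the neutrophil-like clusters left out it was found in 51.4% and 49.3%, a difference of -2.01 points (two-sided exact permutation p 0.9). In monocyte-like cells it was found in 27.7, 34.3 and 37.4% in vehicle mice and 47.9, 47.5 and 45.6% in verteporfin mice (thinned 5.68, 5.22 and 4.19% and 7.51, 6.16 and 6.20%), at median depths of 6887, 8706 and 10112 UMIs and 12426, 12023 and 10595 UMIs; in CPM it was 65.0, 58.8 and 61.3 and 68.5, 69.2 and 66.3. The clusters of monocyte-like cells differ in proportion as well. In neutrophil-like cells it was found in 5.34, 3.17 and 5.45% and 7.52, 7.73 and 6.62% (thinned 1.55, 0.797 and 1.70% and 1.25, 2.18 and 1.79%). Cd163 was found in 24.9 ± 15.3% and 10.9 ± 2.73% (two-sided exact permutation p 0.3; thinned 12.1% and 4.73%; B cell-like 1.64% and 1.31%). Mrc1, the mannose receptor, was found in 41.7 ± 15.3% and 23.6 ± 3.26% (two-sided exact permutation p 0.2; thinned 23.3% and 10.3%; B cell-like 11.6% and 5.78%). Within Kupffer cell-like cells alone, Cd163 was found in 67.4, 69.5 and 57.1% in vehicle mice and 57.2, 54.2 and 58.1% in verteporfin mice, and Mrc1 in 85.3, 86.1 and 91.3% and 73.2, 72.9 and 78.1%. Thinned, Mrc1 was found there in 67.7, 62.0 and 48.2% and 46.4, 42.6 and 55.3%, so verteporfin mouse 3 lies above vehicle mouse 3. Leaving out vehicle mouse 3 moved the Cd80 difference to 5.05 points and leaving out vehicle mouse 1 to 1.10. Without vehicle mouse 2 the differences were -6.33 points for Cd163 and -10.3 for Mrc1, without vehicle mouse 3 they were -21.6 and -25.6, and Cd86 was -15.6 without vehicle mouse 1.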

Other changes showed a similar, although not significant, tendency to the flow results, for example, CD25+CD8+ and PD1+CD39+CD8+ cell populations.

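Il2ra encodes CD25, the receptor chain that T cells raise when activated, and Cd69 encodes an early activation marker. Pdcd1 and Entpd1 encode PD-1 and CD39, which mark T cells worn by long contact with antigen. In CD8 T cell-like cells Il2ra was found more often and Pdcd1 with Entpd1 less often in verteporfin mice, and none of the differences passed.

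The 880 vehicle and 711 verteporfin CD8 T cell-like cells differ in depth, with medians of 5110, 7701 and 6924 UMIs in vehicle mice 1, 2 and 3 and 9501, 9054.5 and 8561.5 in verteporfin mice 1, 2 and 3. Il2ra was found in 1.75 ± 1.51% and 3.07 ± 1.16% of them (two-sided exact permutation p 0.2, adjusted 0.5). Thinned to 1000 UMIs, with 875 and 707 cells left, the shares were 0.323% and 0.722%, and B cell-like cells carried it in 0.436% and 0.903%. The difference of 1.32 points in Il2ra was 0.656 points without vehicle mouse 2 and 2.14 points without vehicle mouse 3; that of Cd69 was 2.76 points without vehicle mouse 1 and 2.48 without verteporfin mouse 3, and that of Entpd1 was -4.75 points without verteporfin mouse 3. Cd69 was found in 60.8% and 68.1% (two-sided exact permutation p 0.5; thinned 22.0% and 22.3%; B cell-like 68.7% and 77.3%). Pdcd1 was found in 29.4 ± 5.40% and 16.4 ± 7.09% (two-sided exact permutation p 0.1, adjusted 0.5; thinned 12.4% and 4.56%; B cell-like 0.284% and 0.179%). Entpd1 was found in 22.3 ± 3.97% and 14.2 ± 7.18% (two-sided exact permutation p 0.2; thinned 5.15% and 3.62%; B cell-like 5.76% and 5.45%). Pdcd1 and Entpd1 in the same cell were found in 12.7 ± 2.99% and 5.64 ± 5.18% (two-sided exact permutation p 0.3, adjusted 0.6; thinned 1.68% and 0.536%; B cell-like 0.0531% and 0%).

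CD4 T cell-like cells, 447 and 444 of them, had Il2ra in 10.4 ± 3.42% and 17.0 ± 4.69% (two-sided exact permutation p 0.2, adjusted 0.5; thinned 3.42% and 4.81%). In the same cells Pdcd1 was found in 18.0% and 20.1% (two-sided exact permutation p 0.5; thinned 8.12% and 8.01%). Summed over all T cell-like cells, Entpd1 fell (log2 fold change -0.92, edgeR adjusted p 0.0248), while Pdcd1 (-0.68, edgeR adjusted p 0.0538) and Il2ra (0.60, edgeR adjusted p 0.0516) did not pass.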

### 3.4. Verteporfin Reduced Expression of Cancer Stemness Genes in Malignant Cells

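The Hippo cascade restrains organ growth: the kinases Lats1 and Lats2, helped by Nf2 and the angiomotins, keep YAP and its partner Wwtr1 (TAZ) out of the nucleus. Verteporfin blocks the binding of YAP to TEAD factors, so YAP target genes and the cascade itself were both read in the RNA of all cells. Most Hippo genes were lower in verteporfin mice by small amounts, and the YAP targets leaned upward. Sums over all cells do not separate RNA levels within a class from the make-up of a library, which differs between the groups. Endothelial-like cells gave 25.1, 34.5 and 4.62% of UMIs in vehicle mice 1, 2 and 3 and 9.77, 7.83 and 5.60% in verteporfin mice 1, 2 and 3. With equal weight of 15 classes the Hippo list did not pass.

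Of 27 Hippo signalling components tested, 22 were lower and 5 higher, with a median log2 fold change of -0.27; the adjusted camera p was 0.0621 with a preset correlation and 0.719 with the estimated one. edgeR called 0 of them changed, and 0 passed adjusted over the list alone. The members with the smallest p were Vgll4, which competes with YAP for TEAD (log2 0.37, edgeR adjusted p 0.118), Nf2 (-0.51, edgeR adjusted p 0.126), Lats2 (-0.48, edgeR adjusted p 0.135) and Amot (-1.48, edgeR adjusted p 0.135). Yap1 itself went from 12.4 to 9.50 CPM, which are counts scaled to a common library size (log2 -0.39, SE 0.42, edgeR adjusted p 0.549). Whether RNA from the YAP plasmid is counted under it was not tested. The adjusted camera p of the Hippo list was 0.0020 without vehicle mouse 3 and 0.0470 without verteporfin mouse 2. With a block for replicate number the list passed as well. With fgsea the adjusted p was 0.170. In epithelial-like cells alone, 15 of 16 Hippo genes were lower (median log2 -0.32, adjusted camera p 0.0565), and without vehicle mouse 2 the adjusted camera p was 0.0210.

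YAP target genes had a median log2 fold change of 0.29 over 20 genes in all cells (12 higher, 8 lower; adjusted camera p 0.121), and 5 were higher adjusted over the list alone, among them Gadd45a, Tgfb2, F3 and Dock5. Leaving out vehicle mouse 2 gave these targets an adjusted camera p of 0.0440, and leaving out verteporfin mouse 3 gave 0.0260. In epithelial-like cells the median of 10 targets was -0.21 (adjusted camera p 0.144).

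Over all genes, 96 rose and 50 fell of 16152 tested by edgeR, and every verteporfin mouse lay on 1 side of every vehicle mouse for all 146. Among all genes tested 33.1% are separate in this way, against 10% by chance. Without vehicle mouse 3, 3799 rose and 3308 fell, and leaving out any other mouse left at most 6. Scaled by library size only, 160 rose and 202 fell, and DESeq2 called 1560 higher and 918 lower. Among the highest in the main test were the erythroid genes Hbb-bs (log2 6.66, SE 0.70, edgeR adjusted p 0.0373) and the haem synthase Alas2 (4.92, SE 0.54, 0.0373). Genes of young neutrophils were among them too: the granule proteases Elane (9.03, SE 1.15, 0.0412), Prtn3 (5.88, SE 0.69, 0.0402) and Ctsg (5.83, SE 0.80, 0.0446), the neutrophil surface marker Ly6g (5.11, SE 0.43, 0.0361) and Lcn2 (4.32, SE 0.57, 0.0442). The remaining haemoglobin genes Hbb-bt (6.40), Hba-a1 (6.22) and Hba-a2 (6.13) rose too, and since their transcripts are near-identical copies the split among them is uncertain. A Ccl21a copy went from 0.00838 to 28.1 CPM and shares its sequence with its neighbours, so its level is uncertain as well. Among the lowest were the histone gene Hist1h4c (log2 -1.86, SE 0.20, edgeR adjusted p 0.0373), AC149090.1 (-0.96, SE 0.14, 0.0450), the phosphatase regulator Phactr4 (-0.90, SE 0.11, 0.0405), the translocon gene Sec61a1 (-0.86, SE 0.12, 0.0446) and Dip2b (-0.81, SE 0.11, 0.0442).

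Lists that passed the camera test with the preset correlation were the TNF and NF-kappa-B response (27 genes, median log2 0.97, adjusted p 2.1e-07), cell cycle (36 genes, 0.88, 2.1e-07), oxidative phosphorylation (37 genes, 0.23, 0.0094), NRF2 targets (20 genes, 0.49, 0.0098), immediate early genes (18 genes, 0.51, 0.0151), the interferon alpha response (33 genes, 0.48, 0.0172), hypoxia (18 genes, 0.68, 0.0201) and macrophage M1 genes (17 genes, 0.66, 0.0399) on the higher side. Lipoprotein metabolism (21 genes, -0.49, 0.0098) and sinusoidal endothelial genes (16 genes, -0.94, 0.0172) were lower. None passed with the estimated correlation, where the lowest adjusted p was 0.719. Without vehicle mouse 1 the adjusted camera p was 0.162 for oxidative phosphorylation and for the sinusoidal genes, 0.167 for interferon alpha, 0.182 for M1 genes and 0.0556 for hypoxia. The sinusoidal genes had 0.195 without vehicle mouse 2 and 0.0619 without verteporfin mouse 3, the lipoprotein genes 0.149 without vehicle mouse 3, and the immediate early genes 0.0577 without verteporfin mouse 3. Interferon alpha had 0.0504 without verteporfin mouse 1 and 0.0603 without verteporfin mouse 2, and M1 genes had 0.0504 without verteporfin mouse 1. Markers of other cell types moved with these lists: neutrophil markers had a median log2 of 2.68, erythroid markers 5.14, fibroblast markers 4.92, endothelial markers -0.80 and hepatocyte markers -0.87.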

Overall, verteporfin significantly suppressed the Hippo/Yap1 pathway as determined through GSEA (Figure 6A and Supplemental Table S2), indicating the effectiveness of treatment. To further investigate how verteporfin affects malignant cells, we compared the transcriptomic changes in the malignant cell population between the verteporfin treatment and vehicle control groups. 

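The compared cells are all epithelial-like cells, 81 from vehicle and 178 from verteporfin mice, a wider group than the 25% with the highest copy number score that the paper calls malignant. Genes of neutrophils and red cells rose in them, together with the adhesion receptor gene Cd44. The netrin gene Ntn4 fell, as did the mitochondrial gene mt-Nd3, which was lower in other cell classes too.

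Of 3889 genes tested, edgeR called 6 higher and 2 lower, and 775 had an unadjusted p under 0.05. DESeq2 called 17 higher and 9 lower, and limma-voom called 0, with 855 genes at an unadjusted p under 0.05. All 8 genes have every verteporfin mouse on 1 side of every vehicle mouse, as do 25.3% of the genes tested (10% by chance). Leaving out vehicle mouse 3 raised the calls to 302 higher and 222 lower, and leaving out vehicle mouse 1 or 2 left 0.

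Haemoglobin genes rose most: Hbb-bs (chr7 103826534 to 103828096) went from 30.9 ± 21.5 to 14384 ± 15761 CPM (log2 8.72, SE 1.00, edgeR adjusted p 0.0147) and Hba-a1 (chr11 32283511 to 32284465) from 14.0 to 6072 CPM (8.50, SE 1.23, 0.0318). Hba-a2, a near-identical copy of Hba-a1, had 3 counts in vehicle and 3159 in verteporfin mice. S100a9 (chr3 90692632 to 90695721), a partner in the calprotectin complex of neutrophils, rose from 55.7 ± 37.7 to 787 ± 539 CPM (log2 3.78, SE 0.58, edgeR adjusted p 0.0326). G0s2 (chr1 193272161 to 193273217), an inhibitor of fat breakdown that stands on both the TNF list and the neutrophil marker list, rose from 31.8 ± 16.0 to 202 ± 37.1 CPM (2.62, SE 0.39, 0.0326). Cd44, a hyaluronan receptor and stemness marker, rose by 3.12 log2 units. mt-Nd3 (chrM 9459 to 9806), part of respiratory complex I, fell from 795 ± 328 to 180 ± 43.8 CPM (-2.10, SE 0.35, 0.0485), and Ntn4 fell by 3.29 log2 units. In 5 of 6 other large classes mt-Nd3 was lower past the threshold as well (median log2 -1.23), and G0s2 was higher in 5 (1.95) and Hbb-bs (6.82) and Hba-a1 (6.78) in 6.

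Yap1 (chr9 7931999 to 8004596) went from 96.0 to 301 CPM without passing (log2 1.59, SE 0.67, edgeR adjusted p 0.232). Whether RNA from the plasmid is counted under this gene was not tested. The YAP target Ccn2 (-1.52) and the angiomotin gene Amotl2 (-1.01) leaned lower. Neutrophil markers had 2 of 4 genes past the threshold and erythroid markers 3 of 4, while macrophage markers (median log2 -0.27) and epithelial markers (-0.02) did not move.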

We found many significant changes in this population treated with verteporfin (Supplemental Figure S7, Supplemental Table S3, Supplemental Figure S6). GSEA analysis indicated upregulated interferon α and γ signaling pathways, inflammatory response, and adaptive/innate immune process with the treatment of verteporfin (Figure 6B, Supplemental Figure S8), which were consistent with the antitumoral outcome of verteporfin. 

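Interferon alpha and gamma switch on antiviral genes and the machinery that presents antigen, and TNF signals through NF-kappa-B to cytokine genes. In epithelial-like cells the TNF and NF-kappa-B genes and the interferon gamma genes leaned upward as lists, and few of their members passed alone.

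All 18 genes tested of the TNF and NF-kappa-B response were higher (median log2 fold change 1.84, adjusted camera p 8.7e-07; adjusted p with the estimated correlation 0.355), with 1 past the edgeR threshold and 6 adjusted over the list alone. Beside G0s2, the chemokine gene Cxcl2 (log2 3.27, SE 0.57, edgeR adjusted p 0.067), Il1b (2.89, SE 0.57, 0.098), Cebpb (1.93, SE 0.39, 0.098) and the NF-kappa-B inhibitor Nfkbia (1.78, SE 0.51, 0.144) led. G0s2 and Cxcl2 are also neutrophil markers, and the neutrophil gene S100a9 rose in the same cells.

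The 17 genes of interferon gamma and antigen presentation had a median log2 fold change of 0.98 (15 higher, 2 lower; adjusted camera p 0.0154; adjusted p with the estimated correlation 0.355), with 0 past the edgeR threshold. Psme2 of the immune proteasome (155 to 367 CPM, log2 1.23, SE 0.32, edgeR adjusted p 0.127), the invariant chain gene Cd74 (2.15), Psmb8 and Vcam1 had the smallest p. The 14 interferon alpha genes had a median of 0.59 (9 higher, 5 lower; adjusted camera p 0.118). Their adjusted camera p was 0.0172 without vehicle mouse 3 and 0.0112 without verteporfin mouse 3. The antiviral genes Isg15 (log2 1.55, SE 0.67, edgeR adjusted p 0.236), Irf7 (1.07, SE 0.57, 0.306) and Ifitm3 (0.81, SE 0.48, 0.351) leaned higher.

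Immediate early genes, which also answer to tissue dissociation, had 16 of 17 members higher (median log2 0.96, adjusted camera p 0.0069; adjusted p with the estimated correlation 0.58). Without vehicle mouse 1 the adjusted camera p of that list was 0.0686. Ribosomal protein genes passed as a list as well (35 genes, median 0.36, adjusted camera p 0.0097), with the shortest of them lower; with the estimated correlation the adjusted p was 0.582, and without verteporfin mouse 1 the adjusted camera p was 0.0566.

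Other cell classes of the same livers showed the TNF list higher: T cell-like (median log2 0.50, adjusted camera p 1.2e-06), endothelial-like (0.61, 7.1e-06), Kupffer cell-like (0.35, 6.7e-04), plasmacytoid dendritic cell-like (0.44, 0.0111), B cell-like (0.38, 0.0135), monocyte-like (0.34, 0.0301) and NK cell-like cells (0.29, 0.0344). With the estimated correlation it passed in none of them, with an adjusted p from 0.587 in T cell-like to 0.903 in Kupffer cell-like cells. Without vehicle mouse 2 it did not pass in plasmacytoid dendritic cell-like (0.0907), monocyte-like (0.0581) and NK cell-like cells (0.512), without verteporfin mouse 1 in monocyte-like cells (0.0767), and in NK cell-like cells without verteporfin mouse 2 (0.0531) or 3 (0.0502). Interferon alpha genes were higher in T cell-like (0.48, adjusted camera p 3.2e-04), endothelial-like (0.49, 0.0043), NK cell-like (0.29, 0.0070), monocyte-like (0.40, 0.0301) and plasma cell-like cells (0.39, 0.0378). With the estimated correlation this list passed in none of them either, with an adjusted p from 0.444 in plasma cell-like to 0.917 in monocyte-like cells. Without vehicle mouse 2 it did not pass in endothelial-like (0.128), NK cell-like (0.0643), monocyte-like (0.577) and plasma cell-like cells (0.155), without verteporfin mouse 2 in NK cell-like (0.0531), monocyte-like (0.158) and plasma cell-like cells (0.0709), and without vehicle mouse 1 in monocyte-like cells (0.211). T cell-, monocyte- and endothelial-like cells lie in clusters whose proportions differ between the groups; of endothelial-like cells, a cluster of low UMI counts holds 225, 327 and 27 in vehicle and 306, 264 and 184 in verteporfin mice, and the other 712, 1268 and 127 and 355, 361 and 305. Markers of other cell types moved with them: in B cell-like cells neutrophil markers rose by a median of 2.24 and erythroid markers by 3.68 log2 units, and G0s2 of the TNF list was higher past the threshold in 5 of 6 large classes, with a median of 1.95.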

Verteporfin treatment downregulated biosynthesis of steroids, lipoproteins, and cholesterol (Figure 6C). These results indicated that verteporfin treatment induced an immune response within tumors as well as altering the liver function.

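Cholesterol is built by a chain of enzymes that includes Sqle, and is carried in lipoproteins built on apolipoproteins such as Apob and Apoe. In epithelial-like cells both groups of genes were lower as lists, along with genes of cell junctions. The list tests took no account of transcript length. Over all genes tested in these cells the median log2 fold change was 0.41 at 500 to 1000 nt, -0.22 at 2500 to 5000 nt and -0.53 over 5000 nt. How much of the shift of a list goes with length was not tested.

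All 6 lipoprotein genes tested were lower (median log2 fold change -1.23, adjusted camera p 0.0154; adjusted p with the estimated correlation 0.355), with 0 past the edgeR threshold and 3 adjusted over the list alone. Apob, the core protein of VLDL, led (log2 -1.76, SE 0.44, edgeR adjusted p 0.122), followed by Apoc1 (-1.69) and Apoe (-0.99). Without vehicle mouse 2 the adjusted camera p of the lipoprotein list was 0.130, and without vehicle mouse 1 it was 0.0784. It was 0.108 without verteporfin mouse 1 and 0.0514 without verteporfin mouse 2. Cholesterol and steroid genes were lower in 13 of 15 cases (median -0.71, adjusted camera p 0.0491; adjusted p with the estimated correlation 0.582), again with 0 past the edgeR threshold. The sterol enzymes Msmo1 (log2 -1.89, edgeR adjusted p 0.144), Sqle (-1.39) and Sc5d (-1.18) led this list. Its adjusted camera p ranged from 6.1e-07 without vehicle mouse 3 to 0.620 without vehicle mouse 2, where the direction turned upward; leaving out vehicle mouse 1 gave 0.0686, verteporfin mouse 1 0.108 and verteporfin mouse 2 0.192. Hepatocyte marker RNA fell in these cells from 52.7 ± 35.6 to 19.2 ± 12.0 UMIs per epithelial-like cell.

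Junction genes, which seal epithelial cells to each other, were lower in 13 of 16 cases (median log2 -0.54, adjusted camera p 0.0078; adjusted p with the estimated correlation 0.355), with 4 adjusted over the list alone; the claudin gene Cldn7 (-1.19, SE 0.24, edgeR adjusted p 0.098) and the desmoglein gene Dsg2 (-1.35) led. Without vehicle mouse 1 their adjusted camera p was 0.0686. In all cells together the cholesterol list had a median of 0.15 (adjusted camera p 0.179), with 13 genes higher and 10 lower.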

We further questioned whether the proportion of cells with positive cancer stem cell markers was affected by verteporfin treatment (Figure 6D). Overall, most of the proportions of stemness gene-expressing cells were reduced by verteporfin treatment (Figure 6E). 

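Epcam encodes an adhesion protein of epithelium, Sox9 a factor of bile duct progenitors, Prom1 the stem cell antigen CD133, Cd24a a surface mucin and Aldh1a1 an aldehyde dehydrogenase. These are the 5 markers that the paper shows for the same samples. Prom1, Epcam and Sox9 were found in fewer epithelial-like cells of verteporfin mice. None of the differences in share passed the exact test. With 3 against 3 mice that test cannot give a p below 0.1, so its outcome decides nothing. In the 25% of cells with the highest copy number score, the differences of all these markers reversed, that of Sox9 only slightly. Whether this score picks out malignant cells was not tested. Its median was 5.51 and 4.15 in vehicle mice 1 and 2, whose cells were the deepest, below the 6.63 of the reference cells. In vehicle mouse 3 it was 10.9, and in verteporfin mice 1, 2 and 3 it was 13.1, 11.2 and 10.2. The vehicle cells there are 14 cells of vehicle mouse 3, so that comparison rests on a single vehicle mouse. From the lower shares of marker-positive cells, the paper proposes that verteporfin holds back tumor formation through lower stemness.

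Depth differed between the 81 vehicle and 178 verteporfin cells: the medians were 7574, 11860 and 2077 UMIs in vehicle mice 1, 2 and 3 and 2508, 4323 and 2061 in verteporfin mice 1, 2 and 3. Prom1 was found in 54.4 ± 35.7% and 13.5 ± 5.68% of cells (two-sided exact permutation p 0.2, adjusted 0.5), and thinned to 1000 UMIs, with 72 and 141 cells left, in 11.1% and 2.02%. Epcam was found in 76.1 ± 37.7% and 41.2 ± 8.81% (two-sided exact permutation p 0.3; thinned 49.3% and 21.8%), Sox9 in 69.0 ± 20.5% and 53.6 ± 10.7% (two-sided exact permutation p 0.3; thinned 45.9% and 25.5%), and Cd24a in 79.4 ± 22.4% and 70.9 ± 12.2% (two-sided exact permutation p 0.6; thinned 32.0% and 28.0%). Aldh1a1 was found in 61.0 ± 11.2% and 57.7 ± 3.52% (two-sided exact permutation p 0.9), and thinned in 12.4% and 33.6% (two-sided exact permutation p 0.1, adjusted 0.5). B cell-like cells, with medians of 3743, 4467.5 and 4253.5 UMIs in vehicle mice and 5767.5, 5382.5 and 5143 in verteporfin mice, carried Prom1 in 0.153% and 0.224%, Epcam in 2.63% and 5.36%, Sox9 in 0.134% and 0.482%, Aldh1a1 in 1.31% and 0.857% and Cd24a, which B cells express, in 52.7% and 54.9%.

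In counts summed per mouse, which take depth into account, Prom1 (chr5 43993620 to 44102032) went from 172 ± 77.9 to 70.5 ± 26.8 CPM (log2 fold change -1.35, SE 0.41, edgeR adjusted p 0.148), Sox9 (chr11 112782224 to 112787760) from 651 to 405 CPM (-0.67, SE 0.30, 0.246), Epcam (chr17 87635979 to 87651129) from 986 to 634 CPM (-0.64, SE 0.30, 0.264), Cd24a from 486 to 414 CPM (-0.25, SE 0.26, 0.596) and Aldh1a1 from 283 to 350 CPM (0.30, SE 0.36, 0.649). The CPM of Aldh1a1 went up while its unthinned share went down, so no order is read from its share. As a list, 4 of the 5 were lower (median log2 -0.58, adjusted camera p 0.118), and Prom1 alone passed adjusted over the list. Among 9 other stemness genes, Cd44 was the only one past the edgeR threshold, on the higher side, and the list had a median of -0.29 (adjusted camera p 0.671).

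Vehicle mouse 3 had the shallowest vehicle cells and the lowest vehicle shares of Prom1 (16.3%), Epcam (32.6%), Sox9 (46.5%) and Cd24a (53.5%). Without it the differences were -60.0 points for Prom1, -56.6 for Epcam, -26.7 for Sox9 and -21.4 for Cd24a. Without vehicle mouse 1 the differences were -22.9 points for Epcam, -6.63 for Sox9, -1.51 for Cd24a and -7.14 for Aldh1a1. Without vehicle mouse 2 they were -24.6 for Prom1, -2.53 for Cd24a and 3.15 for Aldh1a1, and without verteporfin mouse 1 they were -2.28 for Cd24a and -9.42 for Sox9.

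**Figure D2:**
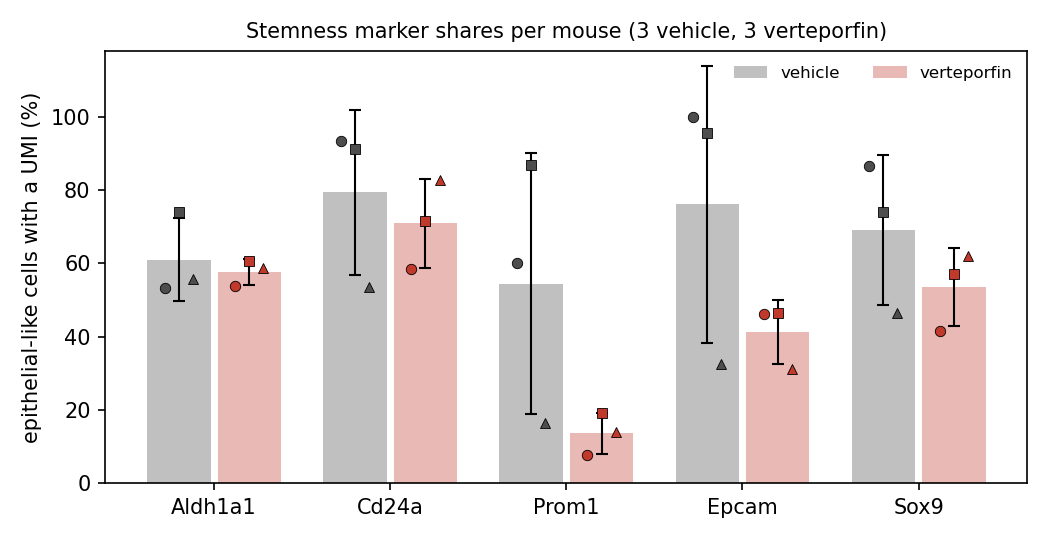
Share of epithelial-like cells with a UMI of each stemness marker in vehicle (grey) and verteporfin (red) mice. Bars give the mean over mice, error bars the SD, and points single mice (circle mouse 1, square mouse 2, triangle mouse 3). For Prom1, Epcam and Sox9 the vehicle mice spread widely, and vehicle mouse 3 (triangle) lies near the verteporfin mice.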

Based on the results, verteporfin might inhibit tumorigenesis in CCA via down-regulation of cancer stemness.

## 4. Discussion

In this study, we investigated the anti-tumoral effect of verteporfin in the YAP/AKT mouse CCA model and changes in malignant cells and immune cell compartment. Consistent with the results in a previous study [21], verteporfin treatment reduced the liver weight and tumor area while modulating immune cell profiles and suppressing cancer stemness.

To the best of our knowledge, the effect of YAP inhibition on immune cell modulation has not been widely reported. T cell activation is a pivotal event in the adaptive immune response, which leads to the production and release of proinflammatory cytokines. Eventually, activated T cells interact with the antigens on their target cells and then results in cytotoxicity, apoptosis and cell destruction [28]. Here, we showed that verteporfin treatment induced activation markers of CD25 in CD4 and CD8+ T cells according to our flow cytometry result, supporting that modulation of the immune response mediated by T cell activation might be one of factors in verteporfin causing tumor suppression in the YAP/AKT CCA mouse model.

Early and late dysfunctional tumor-specific T cells can be characterized by surface marker expression. PD1 and lymphocyte-activation gene 3 (LAG3) is expressed during both early and late stages of dysfunctional T cells, but late dysfunctional T cells express additional inhibitory receptors, such as CD38, CD39, CD101 and TIM3 (T-cell immunoglobulin and mucin-domain containing 3) [29]. Our results show that verteporfin treatment reduced the proportions of double-positive PD1+CD39+CD8+ T cells. At an early stage of tumor development, T cells undergo an anergy-like early dysfunctional state that allows cancer cells to grow. Constant stimulation by tumor antigens with cancer progression triggers a late dysfunctional state. T cell exhaustion mechanisms may regulate the loss of cytotoxic effector function, including cytokines and/or cytotoxic molecules, such as interferon-γ [30]. Therefore, reduced PD1+CD39+ in CD8+ T cell populations mean that the anti-tumor effect of verteporfin might result from the inhibition of terminal exhaustion/dysfunctional CD8+ T cells.

Differentiation of macrophages in the microenvironment is remarkably dynamic since macrophages can quickly transition from one phenotype to the other based on the microenvironment or stimulation [31]. M1/M2 macrophage balance polarization determines the inflammatory status and homeostasis; M1 is considered to be pro-inflammatory, while M2 macrophages suppress inflammation by secreting high amounts of interleukin 10 (IL-10) and transforming growth factor-beta (TGF-β) [32].

In our study, another major change in immune cells by verteporfin treatment is TAM-M1 and M2. Our flow cytometry data showed an increased M1/M2 ratio (CD80/CD163 and CD86/CD163), which was different from scRNA-seq data that showed a significantly increased TAM-M1 population with verteporfin treatment. Although there is a discrepancy between these two sets of data in terms of cell composition, our data showed an overall decrease in the tumor volume with verteporfin treatment, which matched either the increased overall ratio of M1/M2 by flow cytometry or increased the TAM-M1 population by scRNA-seq.

Verteporfin was reported previously to decrease the stem cell marker Oct4, protein expression of epithelial–mesenchymal transition marker N-cadherin and spheroid formation [18]. YAP upregulates cancer stemness properties and phenotypes via Sox9, and verteporfin inhibits those characteristics [33]. We tested verteporfin using the animal model derived by YAP/Akt transduction and investigated if verteporfin affects cancer stemness. Our single-cell analysis showed that malignant cells with the expression of cancer stemness genes were reduced in the verteporfin-treated group. This result suggests that verteporfin reduced tumorigenesis partially derived by the inhibition of cancer stemness.

Recent transcriptomics analysis of human CCA suggested that human iCCA can be classified into four different groups based on the stroma, immune and tumor microenvironment [34]. One of the groups, characterized as a hepatic stem-like group, presented with high TAM-M2 infiltration, enrichment of Hippo/YAP pathway and Notch pathways, indicating potential therapeutic targets of CCA. Our study suggests that targeting the YAP pathway may be a potential candidate for drug development in CCA with a stemness feature.

## 5. Conclusions

Our data suggested the anti-tumoral activity of verteporfin in a YAP/AKT CCA animal model. We demonstrated that verteporfin remodels the immune environment, which might mediate the antitumoral effect of verteporfin through the immune response. In addition, our single-cell analysis data showed that verteporfin reduced the cancer stemness gene expressing malignant cells, suggesting that the inhibition of cancer stemness might also mediate tumor suppressive effect of verteporfin.

## Figures and Tables

**Figure 1:**
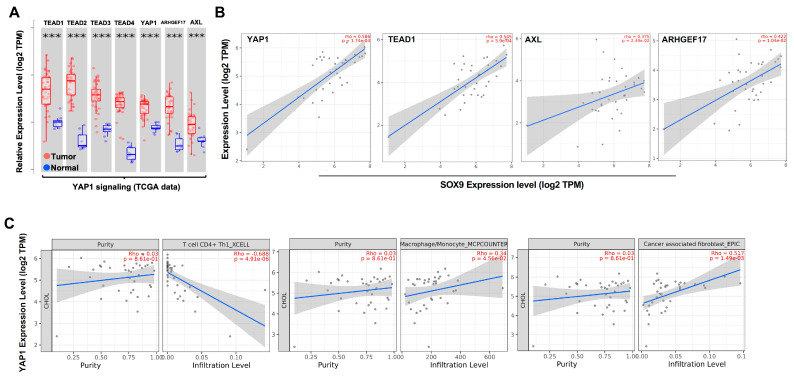
Analysis of correlation of expression levels of YAP signaling and stemness/immune cells in CCA using TCGA analysis. Each dot represents the informmation from a patient. (**A**) TIMER2.0 showed the expression of TEADs, YAP1 and target genes in the CCA cohort from the TCGA dataset and the corresponding normal tissues. (**B**) correlation between genes of YAP1 signaling and cancer stemness critical transcription factor SOX9. (**C**) Correlation between YAP1 expression with immune cell infiltration. ***: *p*-value < 0.001.

**Figure 2:**
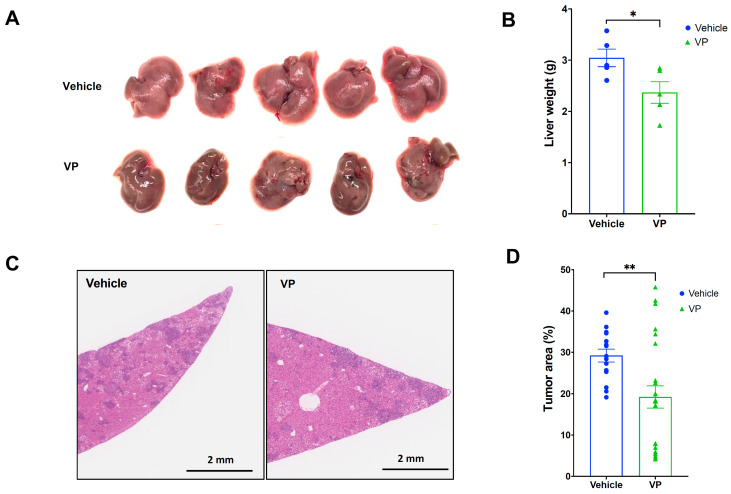
Verteporfin reduced liver weight and tumor area in YAP/AKT mouse CCA model. C57BL/6J mice were split into two groups (*n* = 5/each group), vehicle or verteporfin (VP), treated every three days starting at three weeks after YAP/Akt plasmid injection. (**A**) Images of livers. (**B**) Comparison of liver weight. (**C**) Representative images of H&E staining of livers. (**D**) Comparison of average tumor area of livers (three slides/samples). Values are means ± SD. * *p* < 0.05. ** *p* < 0.01. Veh, vehicle; VP, verteporfin.

**Figure 3:**
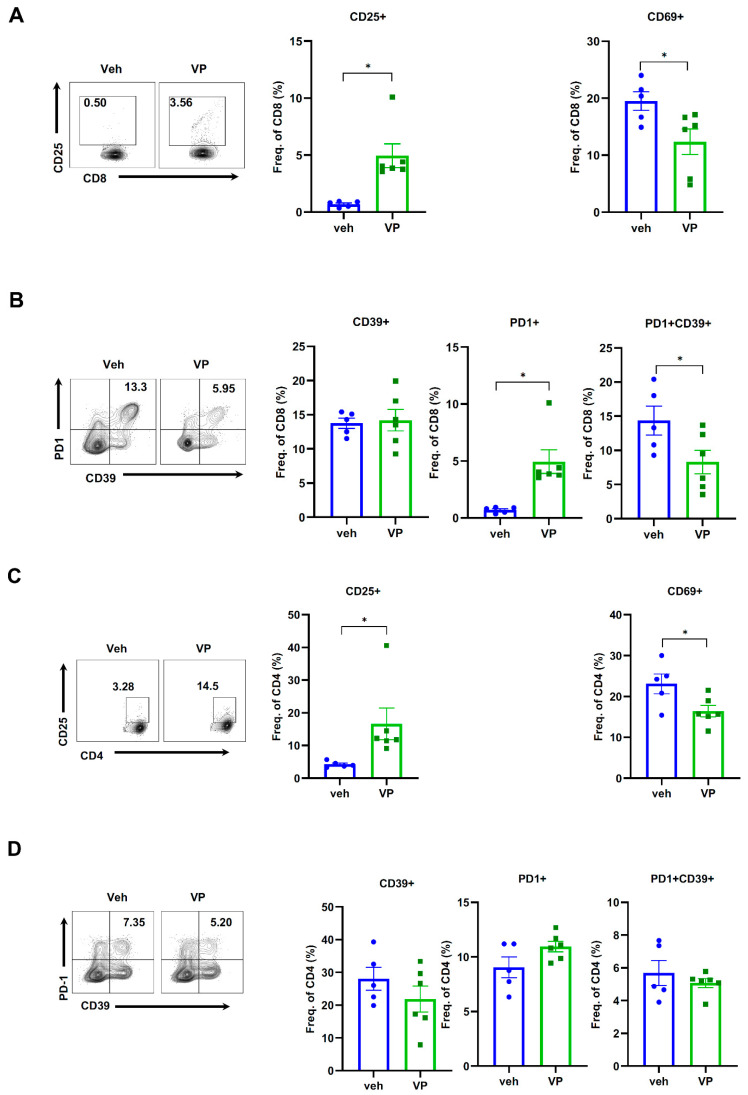
Verteporfin modulates T cell activation and exhaustion in YAP/AKT mouse CCA model. C57BL/6J mice were assigned into two groups (*n* = 6/each group), vehicle or verteporfin (VP), treated every three days three weeks after YAP/AKT plasmid injection. Liver samples were harvested and processed for flow cytometry analysis. (**A**) Frequency of activated CD8 T cells and (**B**) exhausted CD8 T cells among CD8 T cells. (**C**) Frequency of activated CD4 T cells and (**D**) exhausted CD4 T cells among CD4 T cells. Values are means ± SD. * *p* < 0.05. Veh, vehicle; VP, verteporfin.

**Figure 4:**
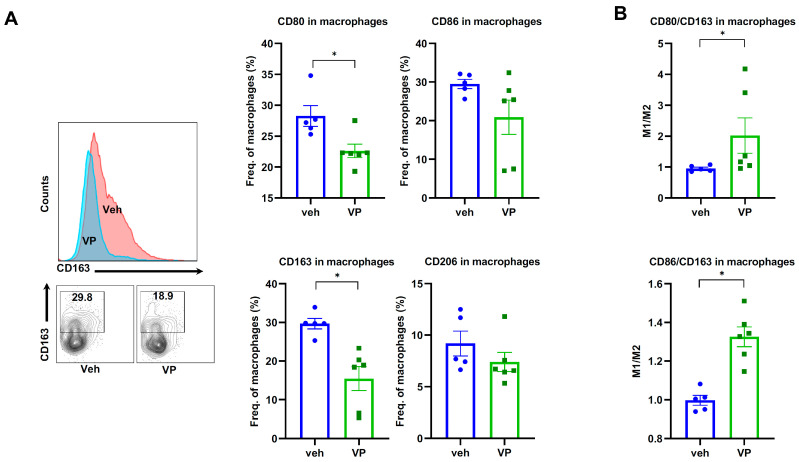
Verteporfin induces M2 to M1 macrophage transition in YAP/AKT mouse CCA model. C57BL/6J mice were split into two groups (*n* = 6/each group), vehicle or verteporfin (VP), treated every three days three weeks after YAP/AKT plasmid injection. Liver samples were harvested and processed for flow cytometry analysis of CD80, CD86, CD163 and ratio of M1/M2 (**A**) in CD11b-F4/80+ cells and (**B**) macrophages. Values are means ± SD. * *p* < 0.05. Veh, vehicle; VP, verteporfin.

**Figure 5:**
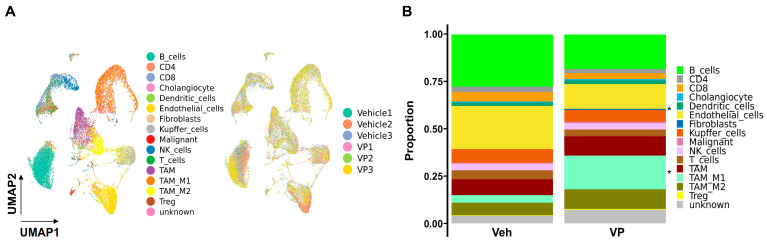
Single-cell-analysis-characterized immune cell population in YAP/AKT mouse model treated with verteporfin. C57BL/6J mice were split into two groups (*n* = 3 each group), vehicle or verteporfin (VP), treated every three days three weeks after YAP/AKT plasmid injection. A total of 33,769 cells were analyzed. (**A**) Scatter plot (UMAP) of scRNA-seq data with all cell types. (**B**) Bar plots of proportions of each cell type in vehicle and verteporfin treated group. * *p* < 0.05. Veh, vehicle; VP, verteporfin.

**Figure 6:**
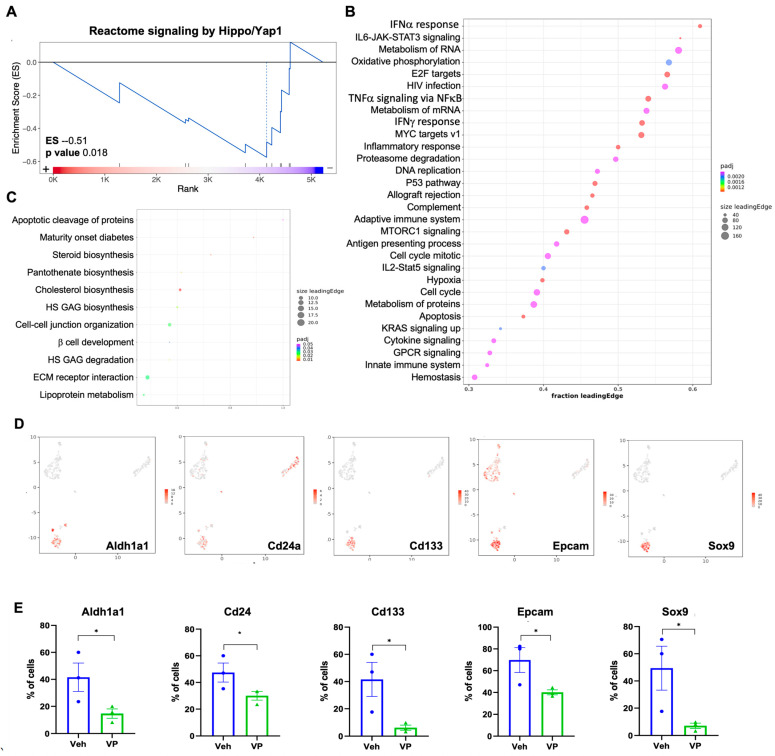
Single cell analysis showed that verteporfin modulates cancer stemness of YAP/AKT CCA model in malignant cells. C57BL/6J mice (*n* = 3 each group, for single cell analysis) were assigned into two groups, vehicle or verteporfin (VP) was treated every three days three weeks after YAP/Akt plasmids injection. Tumor/liver samples were dissociated and submitted for single-cell RNA sequencing. (**A**) GSEA analysis of all differentially expressed genes in all cells showed overall suppression of Hippo/YAP pathway with verteporfin treatment. (**B**) GSEA analysis of upregulated genes in malignant cells treated with verteporfin in comparison to the one treated with vehicle. (**C**) GSEA analysis of downregulated genes in malignant cells treated with verteporfin in comparison to the one treated with vehicle. (**D**) Markers for stemness cells and (**E**) changes in cancer stemness malignant cells by VP treatment in single cell analysis. * *p* < 0.05. Veh, vehicle; VP, verteporfin.

## Data Availability

The processed scRNA-seq dataset was deposited at the NCBI’s Gene expression omnibus (GEO) data repository. The remaining data are present in the article, Supplementary Materials, or available from the authors upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15092454/s1, Figure S1. Schema of treatment experiment plan. Figure S2. (A) The expression levels of YAP1 signaling downstream targets in cholangiocarcinoma cohort in TCGA cancers and the corresponding normal tissues. (B) correlation between representative genes of YAP1 signaling downstream targets with SOX9. (C) Correlation between the expression of representative individual of YAP1 signaling downstream targets with immune suppressive cell infiltration. Figure S3. Immune cell populations of YAP/AKT model. Figure S4. Flow cytometry gating strategy for (A) immune profiling, (B) T cell activation/exhaustion and (C) myeloids panels. Figure S5. Single-cell analysis of liver and CCA from YAP/AKT mice treated with vehicle and verteporfin, respectively. Figure S6. Single-cell analysis and comparison of subset of CD8 T cells (A), CD4 T cells (B), and TAMs (C) from YAP/AKT mice treated with verteporfin and vehicle. Figure S7. Volcano plot showed the differential expressed genes of malignant cells from YAP/AKT mice treated with verteporfin in comparison to vehicle. 

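The volcano plot prints the names of 30 genes. Several belong to erythroid cells, neutrophils or fibroblasts, and 12 were expressed well enough to be tested in epithelial-like cells here, with 0 past the threshold by edgeR. In other cell classes of the same livers, 23 of the 30 passed in at least 5 classes.

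Erh, a partner of RNA-processing complexes, was higher in epithelial-like cells (log2 fold change 1.42, SE 0.56, edgeR adjusted p 0.209) and rose in 9 of 13 other classes, as did the dynein light chain gene Dynlt1f (2.07 in epithelial-like cells, edgeR adjusted p 0.134; past in 8 of 10 other classes). Lower in epithelial-like cells were the translation inhibitor Pdcd4 (-1.51, SE 0.29, edgeR adjusted p 0.0973), AC149090.1 (-1.66, 0.139), Smim27 (-1.10, 0.168), Sec61a1 (edgeR adjusted p 0.144), the heterochromatin gene Cbx3 (-0.88, 0.155) and AY036118 (-0.96, 0.246). Sec61a1 passed in 9 of 14 other classes and Pdcd4 in 8. The small ribosomal protein genes Rps27 (-0.86, edgeR adjusted p 0.144), Rps29 (-0.80, 0.154) and Rps28 (-0.73, 0.182) each passed in 8 of 14 other classes, with many pseudogene copies that make their counts uncertain. Insyn2b passed on the lower side in 8 of 8 classes and the nephrin gene Nphs1 in 9 of 9. The red cell gene Alas2, the matrix genes Dcn and Col6a1 (log2 5.51 in all cells), and Ly6g and Prok2 of neutrophils were too low in epithelial-like cells to test. Of the 29 printed genes tested in another class, 28 had the same sign in every class in which they were tested, Lsm10 being the exception.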

Figure S8. GSEA analysis of upregulated pathway in malignant cells with verteporfin treatment. Table S1. Cell counts from single cell RNA sequencing. Table S2. GSEA analysis of all differential expressed genes in all cells between treated with verteporfin and vehicle. Table S3. GSEA analysis of all differential expressed genes in malignant cells between treated with verteporfin and vehicle.

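The paper's cell counts list no neutrophil, erythroid, monocyte, platelet or plasmacytoid dendritic class. From the printed counts, the mean TAM-M1 share rises 4.37-fold and the TAM-M1 cell number 5.45-fold. Cells printed as unknown make up 3.65, 2.72 and 6.01% of the vehicle and 5.76, 7.09 and 8.65% of the verteporfin libraries. In the naming used here, the unnamed clusters hold 2.68, 2.56 and 2.69% of cells in vehicle mice and 2.92, 3.16 and 3.30% in verteporfin mice.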

## Abbreviations

AKT, serine/theronine kinase 1; CCA, cholangiocarcinoma; CHOL, cholangiocarcinoma cohort; CNS, copy number score; CNV, copy number variation; DEG, differential gene expression; DMSO, dimethyl sulfoxide; GEO, gene expression omnibus; GSEA, gene set enrichment analyses; GSVA, gene set variation analysis; HCC, hepatocellular carcinoma; H&E, hematoxylin and eosin stain; IL-10, interleukin 10; LAG3, lymphocyte-activation gene 3; PBS, phosphate buffered saline; PCA, principal component analysis; PD-1, programmed cell death protein-1; scRNA-seq, single-cell RNA sequence; STAT3, signal transducer and activator of transcription 3; TAZ, transcriptional coactivator with PDZ-binding motif; TCGA, the cancer genome atlas; TEAD, transcriptional enhanced associate domain; TGFβ, Transforming growth factor-beta; TIM3, T-cell immunoglobulin and mucin-domain containing 3; UMAP, uniform manifold approximation and projection; UMI, unique molecular identifier; YAP, yes-associated protein.

## References

[1] Van Dyke A.L., Shiels M.S., Jones G.S., Pfeiffer R.M., Petrick J.L., Beebe-Dimmer J.L., Koshiol J. (2019). Biliary tract cancer incidence and trends in the United States by demographic group, 1999–2013. Cancer.

[2] Ouyang G., Liu Q., Wu Y., Liu Z., Lu W., Li S., Pan G., Chen X. (2021). The global, regional, and national burden of gallbladder and biliary tract cancer and its attributable risk factors in 195 countries and territories, 1990 to 2017: A systematic analysis for the Global Burden of Disease Study 2017. Cancer.

[3] Mavros M.N., Economopoulos K.P., Alexiou V.G., Pawlik T.M. (2014). Treatment and Prognosis for Patients With Intrahepatic Cholangiocarcinoma: Systematic Review and Meta-analysis. JAMA Surg..

[4] Valle J., Wasan H., Palmer D.H., Cunningham D., Anthoney A., Maraveyas A., Madhusudan S., Iveson T., Hughes S., Pereira S.P. (2010). Cisplatin plus gemcitabine versus gemcitabine for biliary tract cancer. N. Engl. J. Med..

[5] Park J.O., Oh D.Y., Hsu C., Chen J.S., Chen L.T., Orlando M., Kim J.S., Lim H.Y. (2015). Gemcitabine Plus Cisplatin for Advanced Biliary Tract Cancer: A Systematic Review. Cancer Res. Treat..

[6] Lamarca A., Palmer D.H., Wasan H.S., Ross P.J., Ma Y.T., Arora A., Falk S., Gillmore R., Wadsley J., Patel K. (2021). Second-line FOLFOX chemotherapy versus active symptom control for advanced biliary tract cancer (ABC-06): A phase 3, open-label, randomised, controlled trial. Lancet Oncol..

[7] Abou-Alfa G.K., Macarulla T., Javle M.M., Kelley R.K., Lubner S.J., Adeva J., Cleary J.M., Catenacci D.V., Borad M.J., Bridgewater J. (2020). Ivosidenib in IDH1-mutant, chemotherapy-refractory cholangiocarcinoma (ClarIDHy): A multicentre, randomised, double-blind, placebo-controlled, phase 3 study. Lancet Oncol..

[8] Abou-Alfa G.K., Sahai V., Hollebecque A., Vaccaro G., Melisi D., Al-Rajabi R., Paulson A.S., Borad M.J., Gallinson D., Murphy A.G. (2020). Pemigatinib for previously treated, locally advanced or metastatic cholangiocarcinoma: A multicentre, open-label, phase 2 study. Lancet Oncol..

[9] Goyal L., Meric-Bernstam F., Hollebecque A., Valle J.W., Morizane C., Karasic T.B., Abrams T.A., Furuse J., Kelley R.K., Cassier P.A. (2023). Futibatinib for FGFR2-Rearranged Intrahepatic Cholangiocarcinoma. N. Engl. J. Med..

[10] Oh D.-Y., He A.R., Qin S., Chen L.-T., Okusaka T., Vogel A., Kim J.W., Suksombooncharoen T., Lee M.A., Kitano M. (2022). Durvalumab plus Gemcitabine and Cisplatin in Advanced Biliary Tract Cancer. NEJM Evid..

[11] Oh D.Y., Lee K.H., Lee D.W., Yoon J., Kim T.Y., Bang J.H., Nam A.R., Oh K.S., Kim J.M., Lee Y. (2022). Gemcitabine and cisplatin plus durvalumab with or without tremelimumab in chemotherapy-naive patients with advanced biliary tract cancer: An open-label, single-centre, phase 2 study. Lancet Gastroenterol. Hepatol..

[12] Shen Y., Wang X., Liu Y., Singhal M., Gürkaşlar C., Valls A.F., Lei Y., Hu W., Schermann G., Adler H. (2021). STAT3-YAP/TAZ signaling in endothelial cells promotes tumor angiogenesis. Sci. Signal..

[13] He L., Pratt H., Gao M., Wei F., Weng Z., Struhl K. (2021). YAP and TAZ are transcriptional co-activators of AP-1 proteins and STAT3 during breast cellular transformation. eLife.

[14] Shreberk-Shaked M., Dassa B., Sinha S., Di Agostino S., Azuri I., Mukherjee S., Aylon Y., Blandino G., Ruppin E., Oren M. (2020). A Division of Labor between YAP and TAZ in Non-Small Cell Lung Cancer. Cancer Res..

[15] Bisso A., Filipuzzi M., Gamarra Figueroa G.P., Brumana G., Biagioni F., Doni M., Ceccotti G., Tanaskovic N., Morelli M.J., Pendino V. (2020). Cooperation Between MYC and β-Catenin in Liver Tumorigenesis Requires Yap/Taz. Hepatology.

[16] Gao R., Kalathur R.K.R., Coto-Llerena M., Ercan C., Buechel D., Shuang S., Piscuoglio S., Dill M.T., Camargo F.D., Christofori G. (2021). YAP/TAZ and ATF4 drive resistance to Sorafenib in hepatocellular carcinoma by preventing ferroptosis. EMBO Mol. Med..

[17] Kim G.J., Kim H., Park Y.N. (2013). Increased expression of Yes-associated protein 1 in hepatocellular carcinoma with stemness and combined hepatocellular-cholangiocarcinoma. PLoS ONE.

[18] Sugiura K., Mishima T., Takano S., Yoshitomi H., Furukawa K., Takayashiki T., Kuboki S., Takada M., Miyazaki M., Ohtsuka M. (2019). The Expression of Yes-Associated Protein (YAP) Maintains Putative Cancer Stemness and Is Associated with Poor Prognosis in Intrahepatic Cholangiocarcinoma. Am. J. Pathol..

[19] Yamada D., Rizvi S., Razumilava N., Bronk S.F., Davila J.I., Champion M.D., Borad M.J., Bezerra J.A., Chen X., Gores G.J. (2015). IL-33 facilitates oncogene-induced cholangiocarcinoma in mice by an interleukin-6-sensitive mechanism. Hepatology.

[20] Liu-Chittenden Y., Huang B., Shim J.S., Chen Q., Lee S.J., Anders R.A., Liu J.O., Pan D. (2012). Genetic and pharmacological disruption of the TEAD-YAP complex suppresses the oncogenic activity of YAP. Genes Dev..

[21] Fu J., McGrath N.A., Lee J., Wang X., Brar G., Xie C. (2022). Verteporfin synergizes the efficacy of anti-PD-1 in cholangiocarcinoma. Hepatobiliary Pancreat. Dis. Int..

[22] Yamamoto M., Xin B., Watanabe K., Ooshio T., Fujii K., Chen X., Okada Y., Abe H., Taguchi Y., Miyokawa N. (2017). Oncogenic Determination of a Broad Spectrum of Phenotypes of Hepatocyte-Derived Mouse Liver Tumors. Am. J. Pathol..

[23] Satija R., Farrell J.A., Gennert D., Schier A.F., Regev A. (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol..

[24] Becht E., McInnes L., Healy J., Dutertre C.A., Kwok I.W.H., Ng L.G., Ginhoux F., Newell E.W. (2019). Dimensionality reduction for visualizing single-cell data using UMAP. Nat. Biotechnol..

[25] Zhang M., Yang H., Wan L., Wang Z., Wang H., Ge C., Liu Y., Hao Y., Zhang D., Shi G. (2020). Single-cell transcriptomic architecture and intercellular crosstalk of human intrahepatic cholangiocarcinoma. J. Hepatol..

[26] Patel A.P., Tirosh I., Trombetta J.J., Shalek A.K., Gillespie S.M., Wakimoto H., Cahill D.P., Nahed B.V., Curry W.T., Martuza R.L. (2014). Single-cell RNA-seq highlights intratumoral heterogeneity in primary glioblastoma. Science.

[27] Li T., Fu J., Zeng Z., Cohen D., Li J., Chen Q., Li B., Liu X.S. (2020). TIMER2.0 for analysis of tumor-infiltrating immune cells. Nucleic Acids Res..

[28] Shipkova M., Wieland E. (2012). Surface markers of lymphocyte activation and markers of cell proliferation. Clin. Chim. Acta.

[29] Philip M., Fairchild L., Sun L., Horste E.L., Camara S., Shakiba M., Scott A.C., Viale A., Lauer P., Merghoub T. (2017). Chromatin states define tumour-specific T cell dysfunction and reprogramming. Nature.

[30] Philip M., Schietinger A. (2022). CD8(+) T cell differentiation and dysfunction in cancer. Nat. Rev. Immunol..

[31] Wang C., Ma C., Gong L., Guo Y., Fu K., Zhang Y., Zhou H., Li Y. (2021). Macrophage Polarization and Its Role in Liver Disease. Front. Immunol..

[32] Shapouri-Moghaddam A., Mohammadian S., Vazini H., Taghadosi M., Esmaeili S.A., Mardani F., Seifi B., Mohammadi A., Afshari J.T., Sahebkar A. (2018). Macrophage plasticity, polarization, and function in health and disease. J. Cell Physiol..

[33] Song S., Ajani J.A., Honjo S., Maru D.M., Chen Q., Scott A.W., Heallen T.R., Xiao L., Hofstetter W.L., Weston B. (2014). Hippo coactivator YAP1 upregulates SOX9 and endows esophageal cancer cells with stem-like properties. Cancer Res..

[34] Martin-Serrano M.A., Kepecs B., Torres-Martin M., Bramel E.R., Haber P.K., Merritt E., Rialdi A., Param N.J., Maeda M., Lindblad K.E. (2023). Novel microenvironment-based classification of intrahepatic cholangiocarcinoma with therapeutic implications. Gut.

# Supplementary material for: Anti-Cancer Activity of Verteporfin in Cholangiocarcinoma
**Source:** Cancers (Basel). 2023 Apr 25;15(9):2454. doi: 10.3390/cancers15092454
**Supplement:** Supplementary file 1

### **Supplement figure S1. Schema of treatment experiment plan**

**Supplement figure S2.** (S2A) The expression levels of YAP1 signaling downstream targets in cholangiocarcinoma cohort in TCGA cancers and the corresponding normal tissues. (S2B) correlation between representative genes of YAP1 signaling downstream targets with SOX9. (S2C) Correlation between the expression of representative individual of YAP1 signaling downstream targets with immune suppressive cell infiltration. \*p-value < 0.05; \*\*: p-value <0.01; \*\*\*: p-value <0.001.

### **Supplement Figure S3. Immune cell populations of YAP/AKT model**

C57BL/6J mice were assigned into two groups (n =6/each group), vehicle or verteporfin (VP) was treated every three days three weeks after YAP/AKT plasmids injection. Liver samples were harvested and processed for flow cytometry (S3A) frequency (%) of B cells, dendritic cells (DC), CD4, CD8 and macrophages. (S3B) frequency (%) of mMDSCs and DC in F4/80- frequency (%) = proportion (%) of each parent cells as indicated Y axis. Values are means  $\pm$  SD.

**Supplement Figure S4. Flow cytometry gating strategy** for (S4A) immune profiling, (S4B) T cell activation/exhaustion and (S4C) myeloids panels.

**Supplement Figure S5. Single-cell analysis of liver and CCA from YAP/AKT mice treated with vehicle and verteporfin, respectively.** (S5A) Violin plot showed specific gene expression of cell type-specific markers. (S5B) The individual gene UMAP plots showing the expression levels and distribution of representative markers of known cell types from the liver tissue/tumors from YAP/AKT CCA mice. (S5C-S5E) Comparison of proportion of TAM-M2, B and CD8 T cells between vehicle and verteporfin treatment group.

**Supplement Figure S6.** Single-cell analysis and comparison of subset of CD8 T cells (A), CD4 T cells (B), and TAMs (C) from YAP/AKT mice treated with verteporfin and vehicle.

**Supplement Figure S7. Volcano plot showed the differential expressed genes of malignant cells from YAP/AKT mice treated with verteporfin in comparison to vehicle.**

**Supplement Figure S8.** GSEA analysis of upregulated pathway in malignant cells with verteporfin treatment.

**Supplemental Table S1. Cell counts from single cell RNA sequencing.**

**Supplemental Table S2. GSEA analysis of all differential expressed genes in all cells between treated with verteporfin and vehicle.**

**Supplemental Table S3. GSEA analysis of all differential expressed genes in malignant cells between treated with verteporfin and vehicle.**

# Supplementary material for: Anti-Cancer Activity of Verteporfin in Cholangiocarcinoma
**Source:** Cancers (Basel). 2023 Apr 25;15(9):2454. doi: 10.3390/cancers15092454

Supplemental Figure S1

YAP/Akt Plasmid  
hydrodynamic  
injection

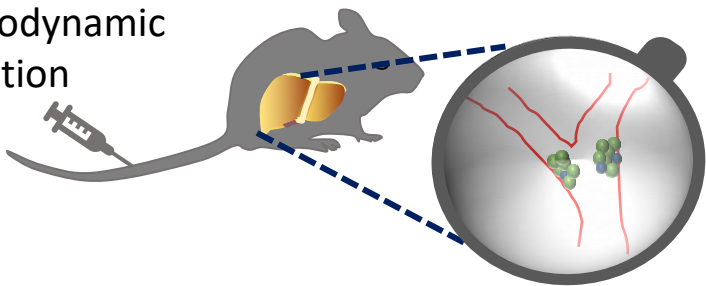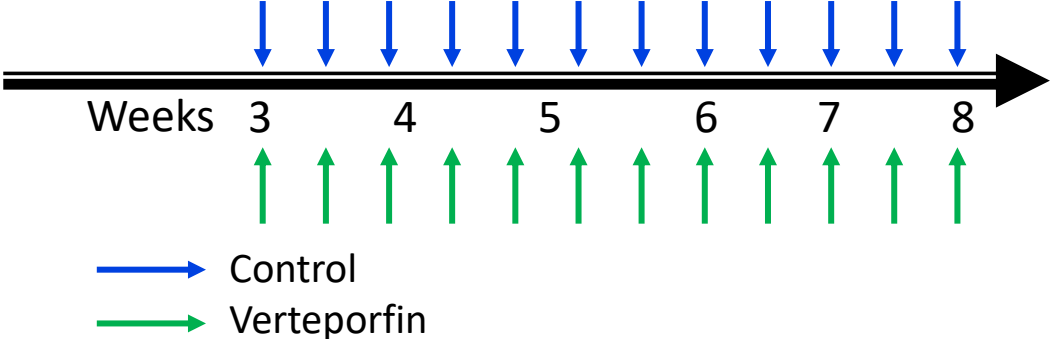

Supplemental Figure S2

S2A

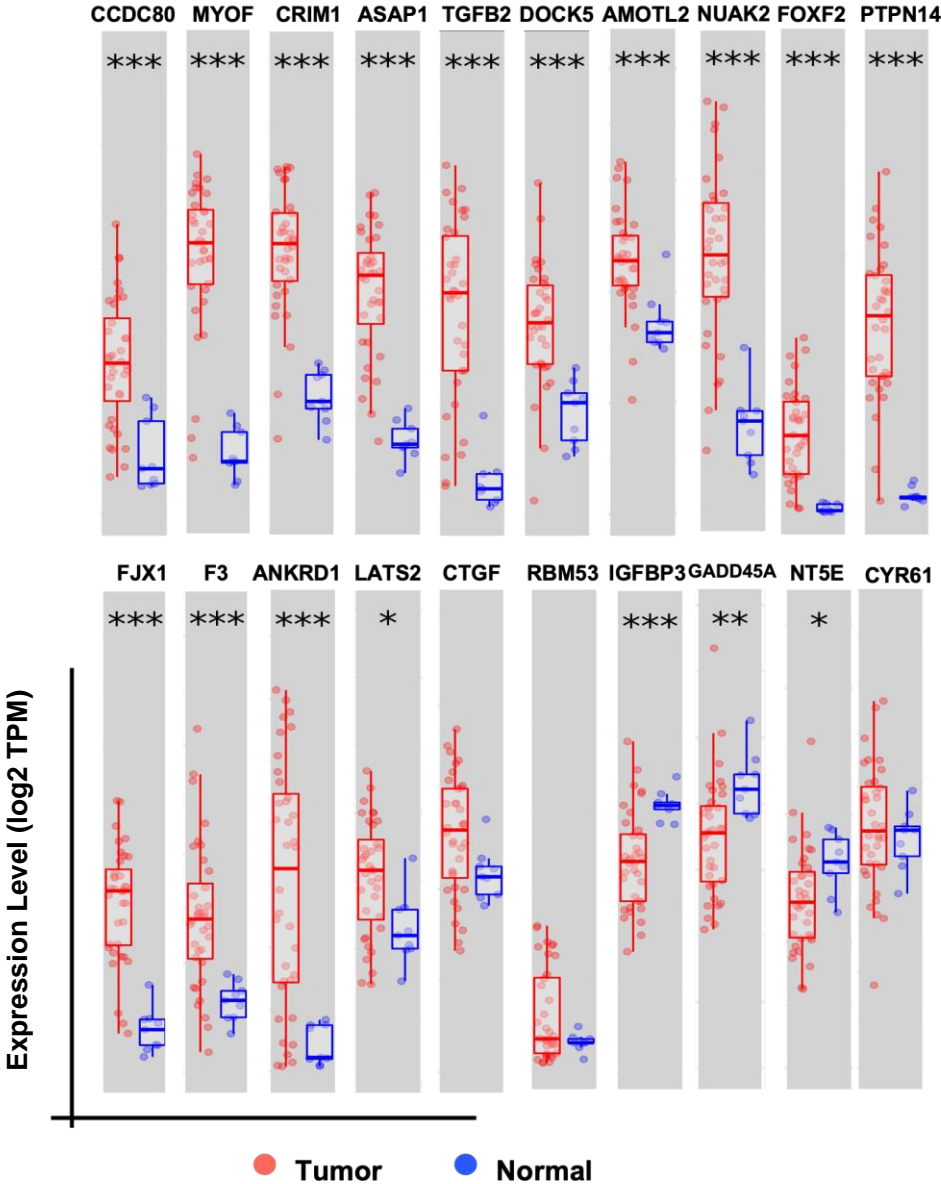

Supplemental Figure S2

S2B

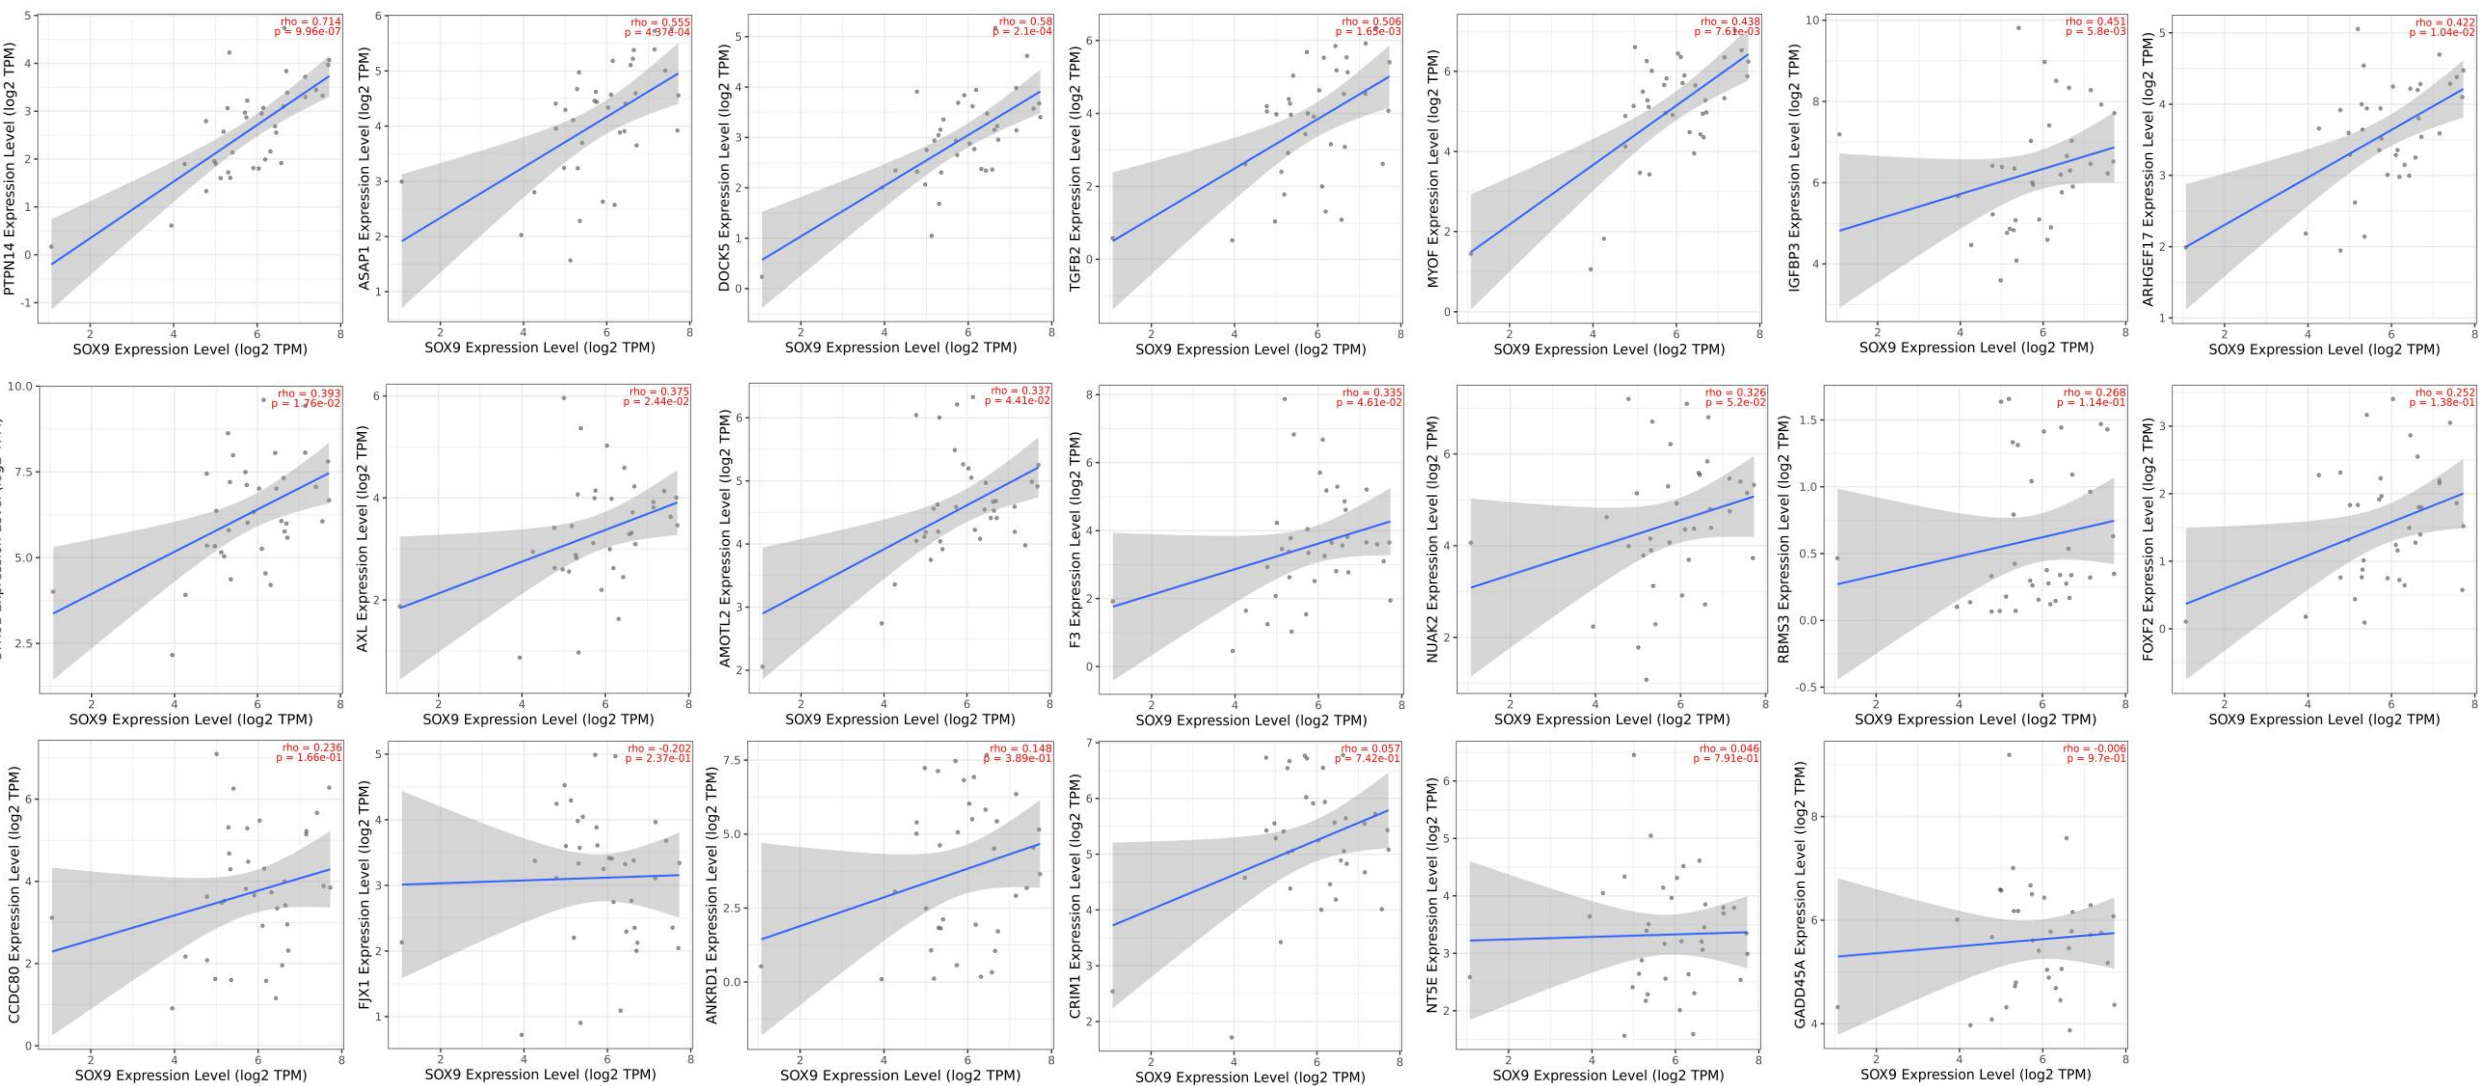

Supplemental Figure S2

S2C

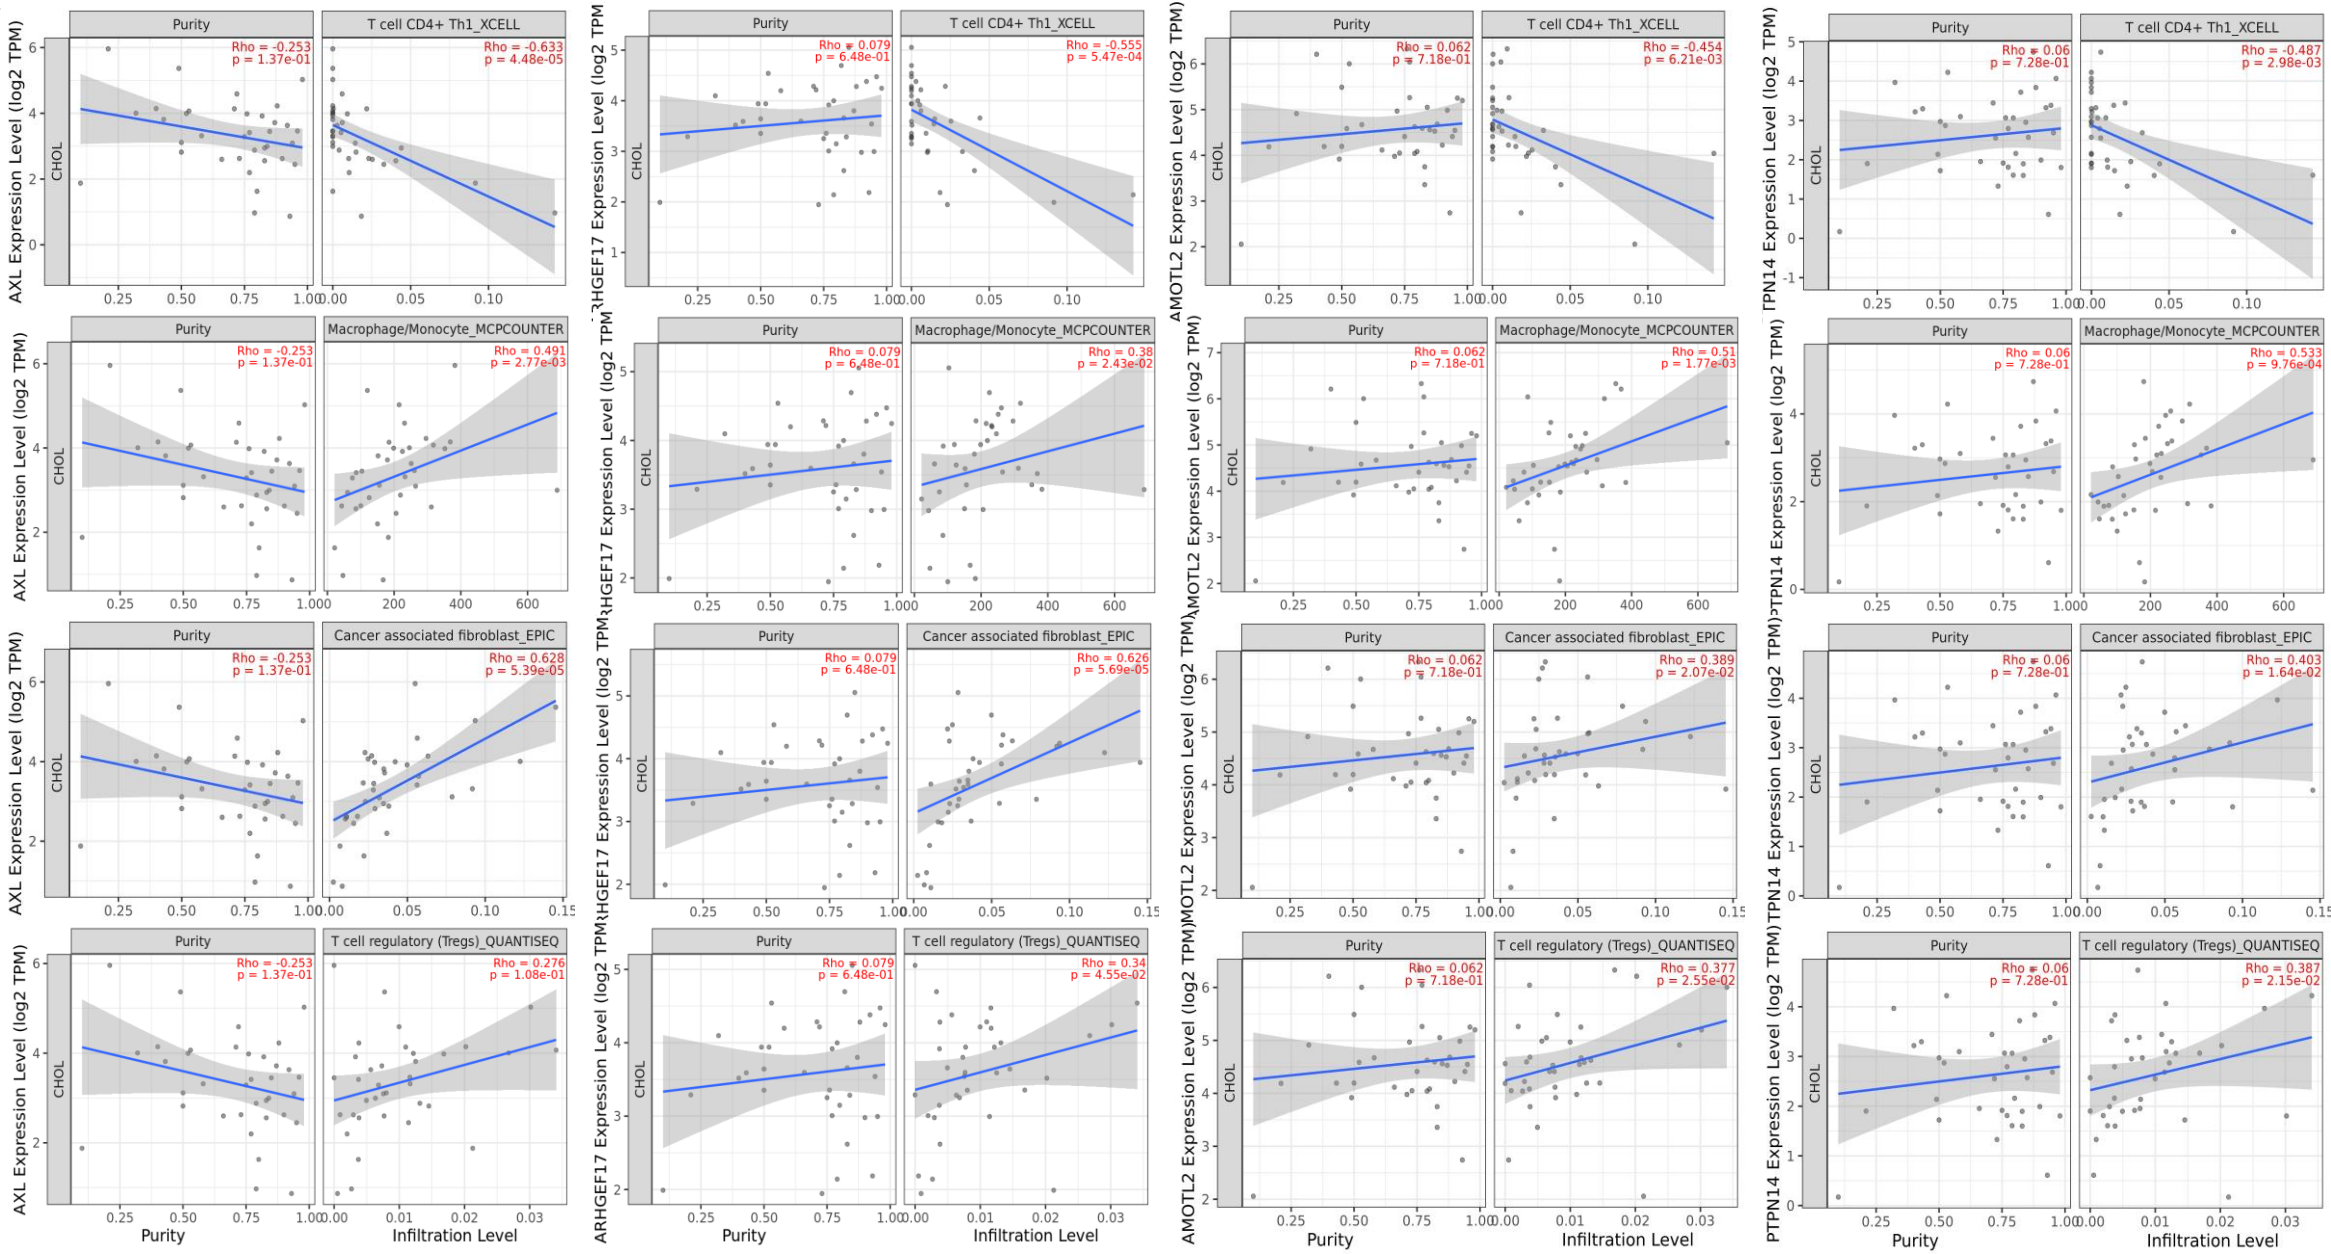

Supplemental Figure S3

S3A

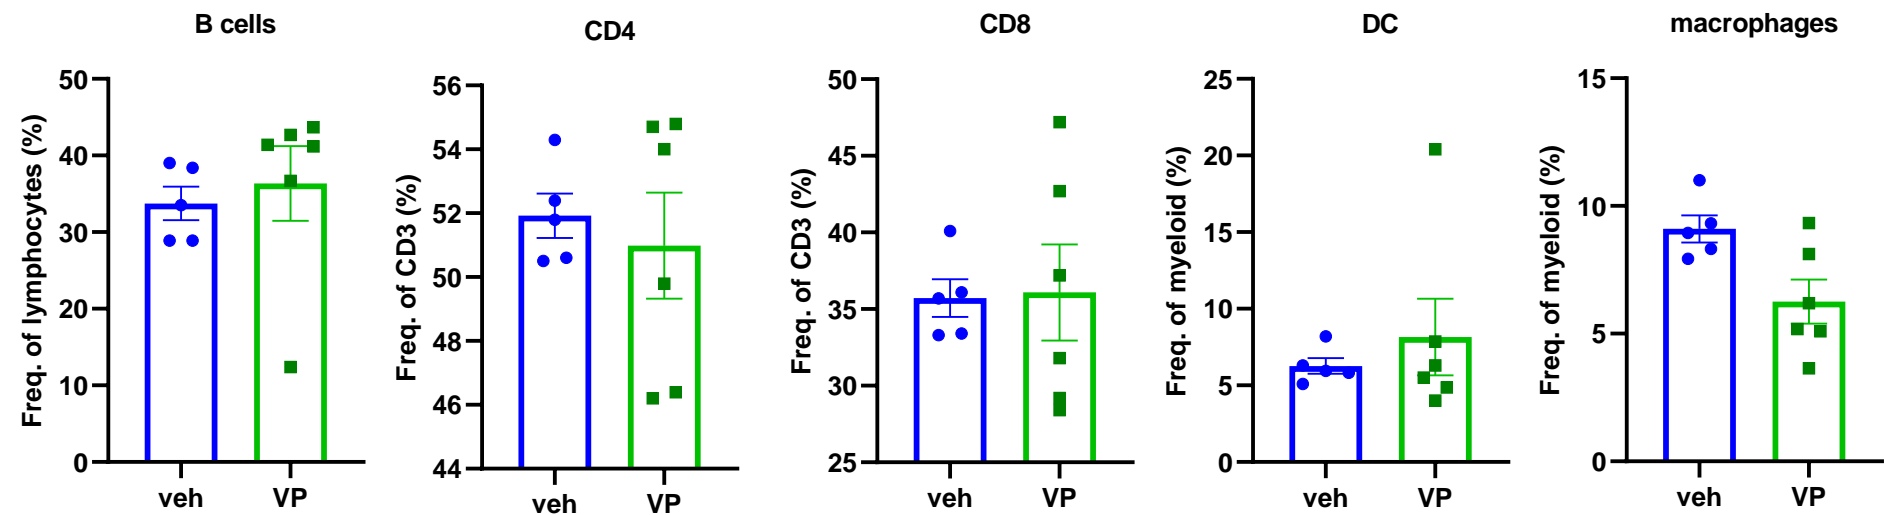

S3B

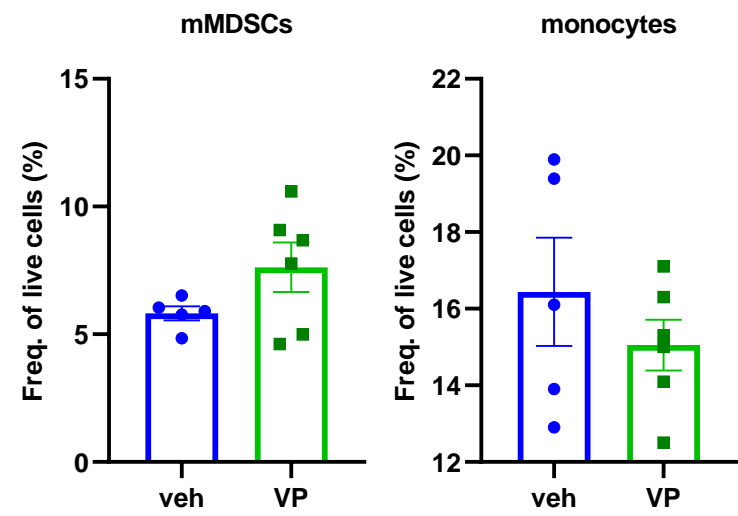

# Supplemental Figure S4

## S4A

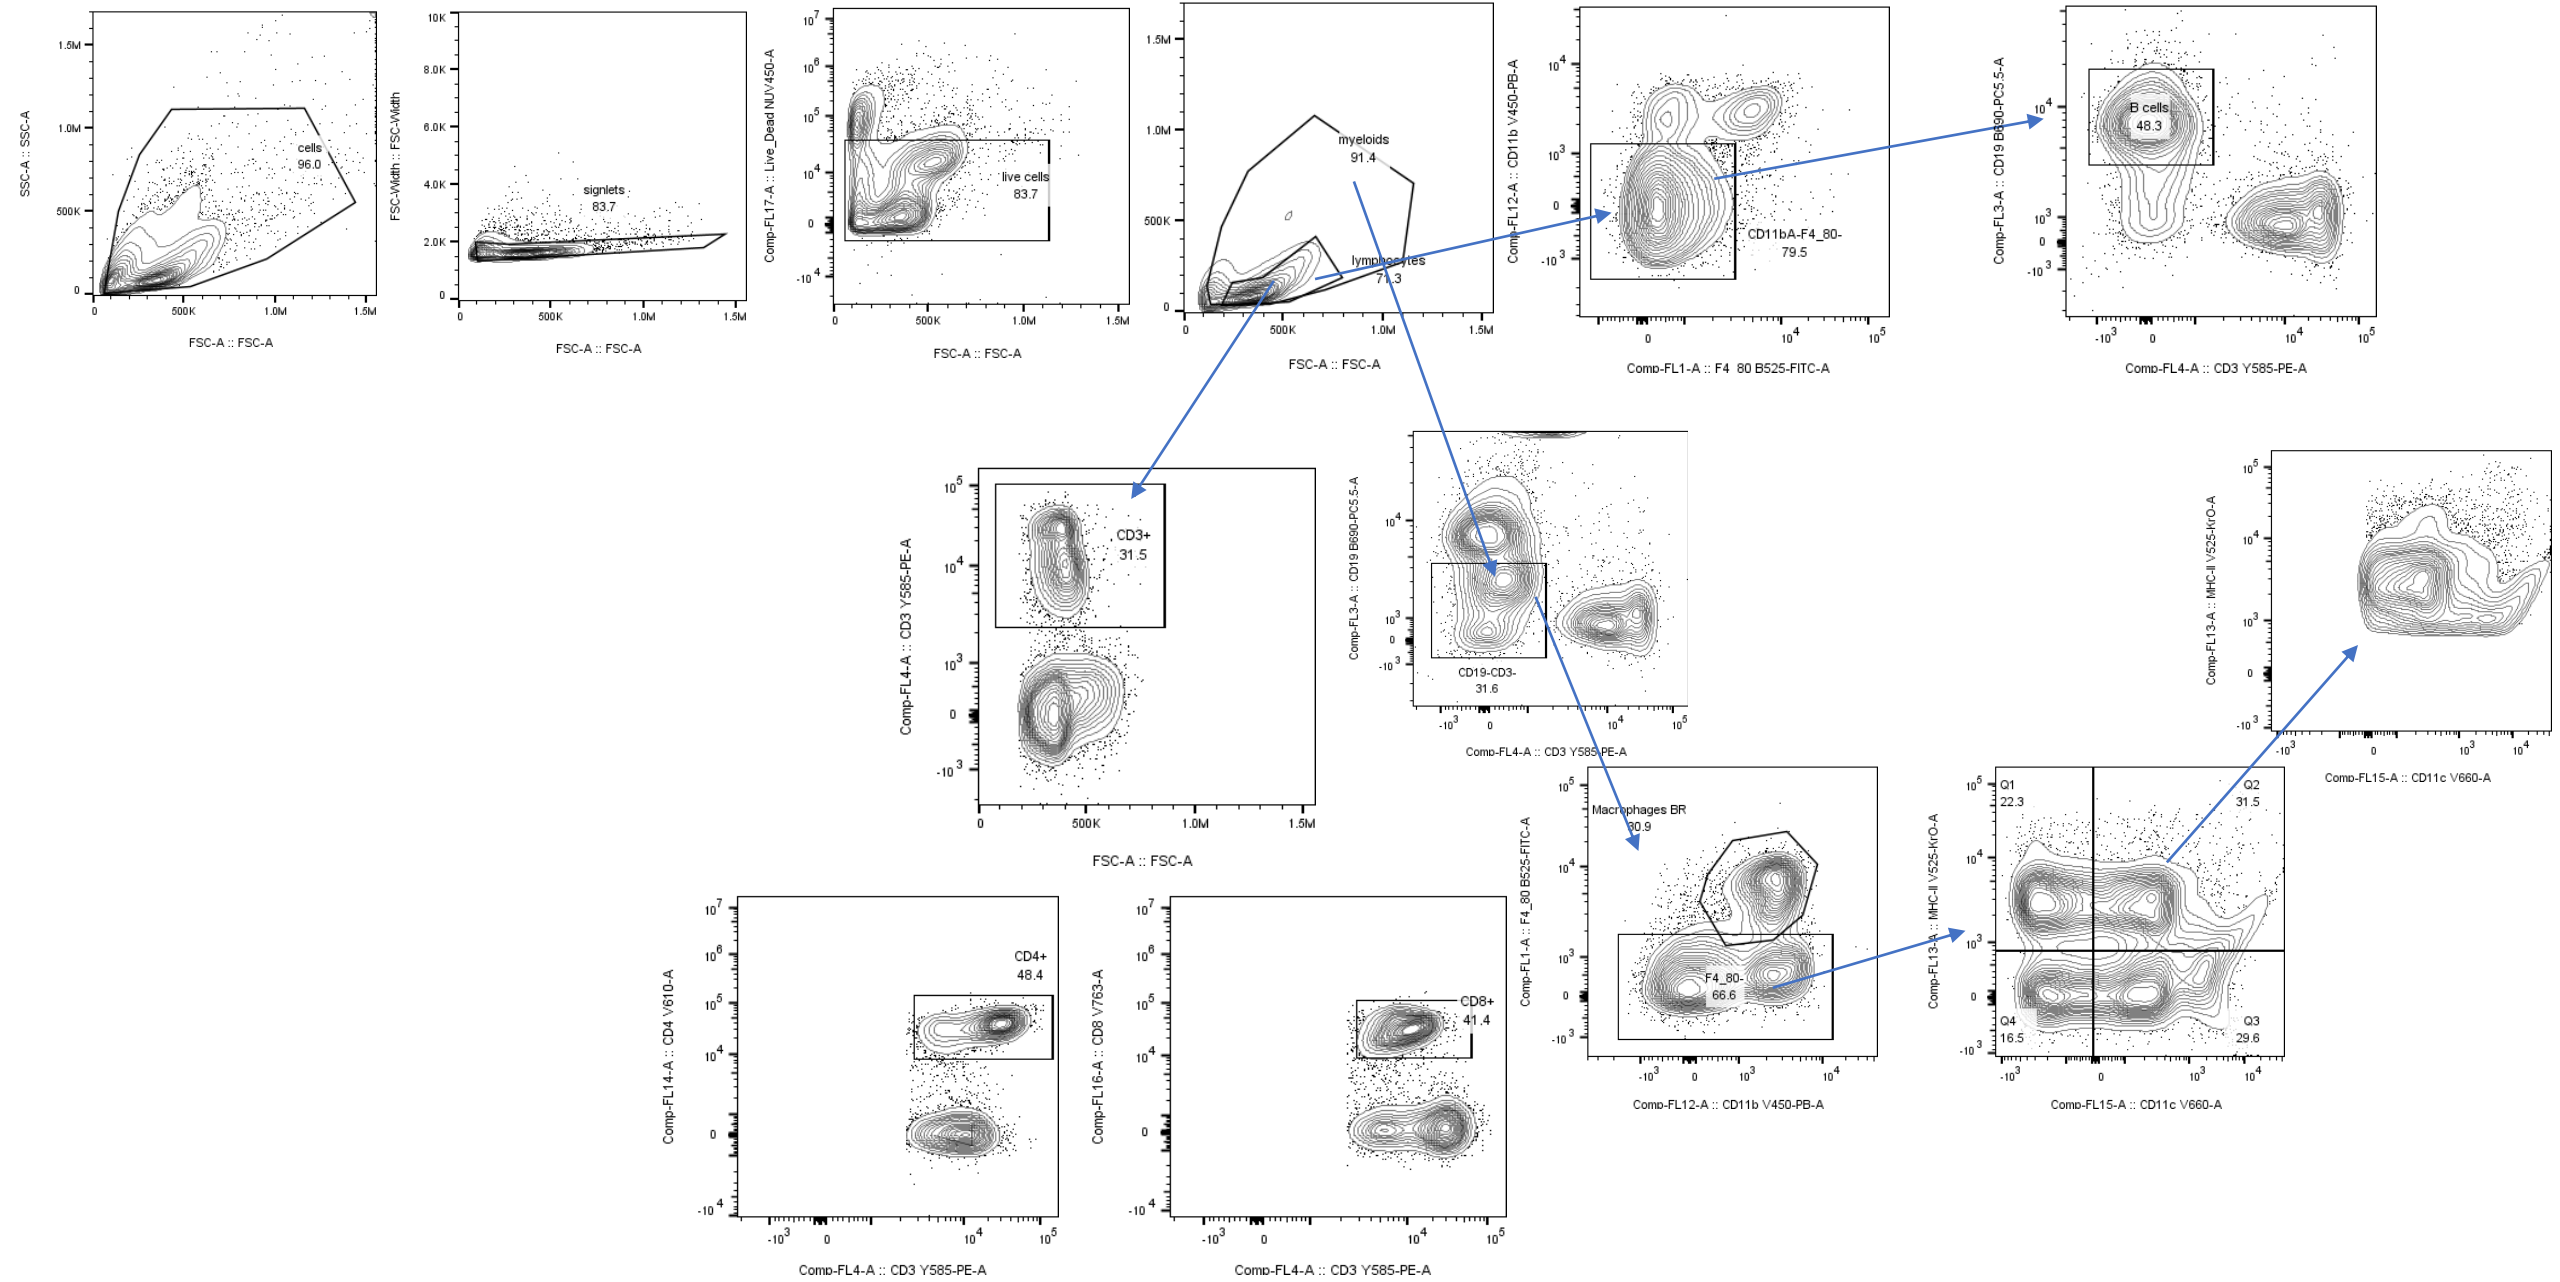

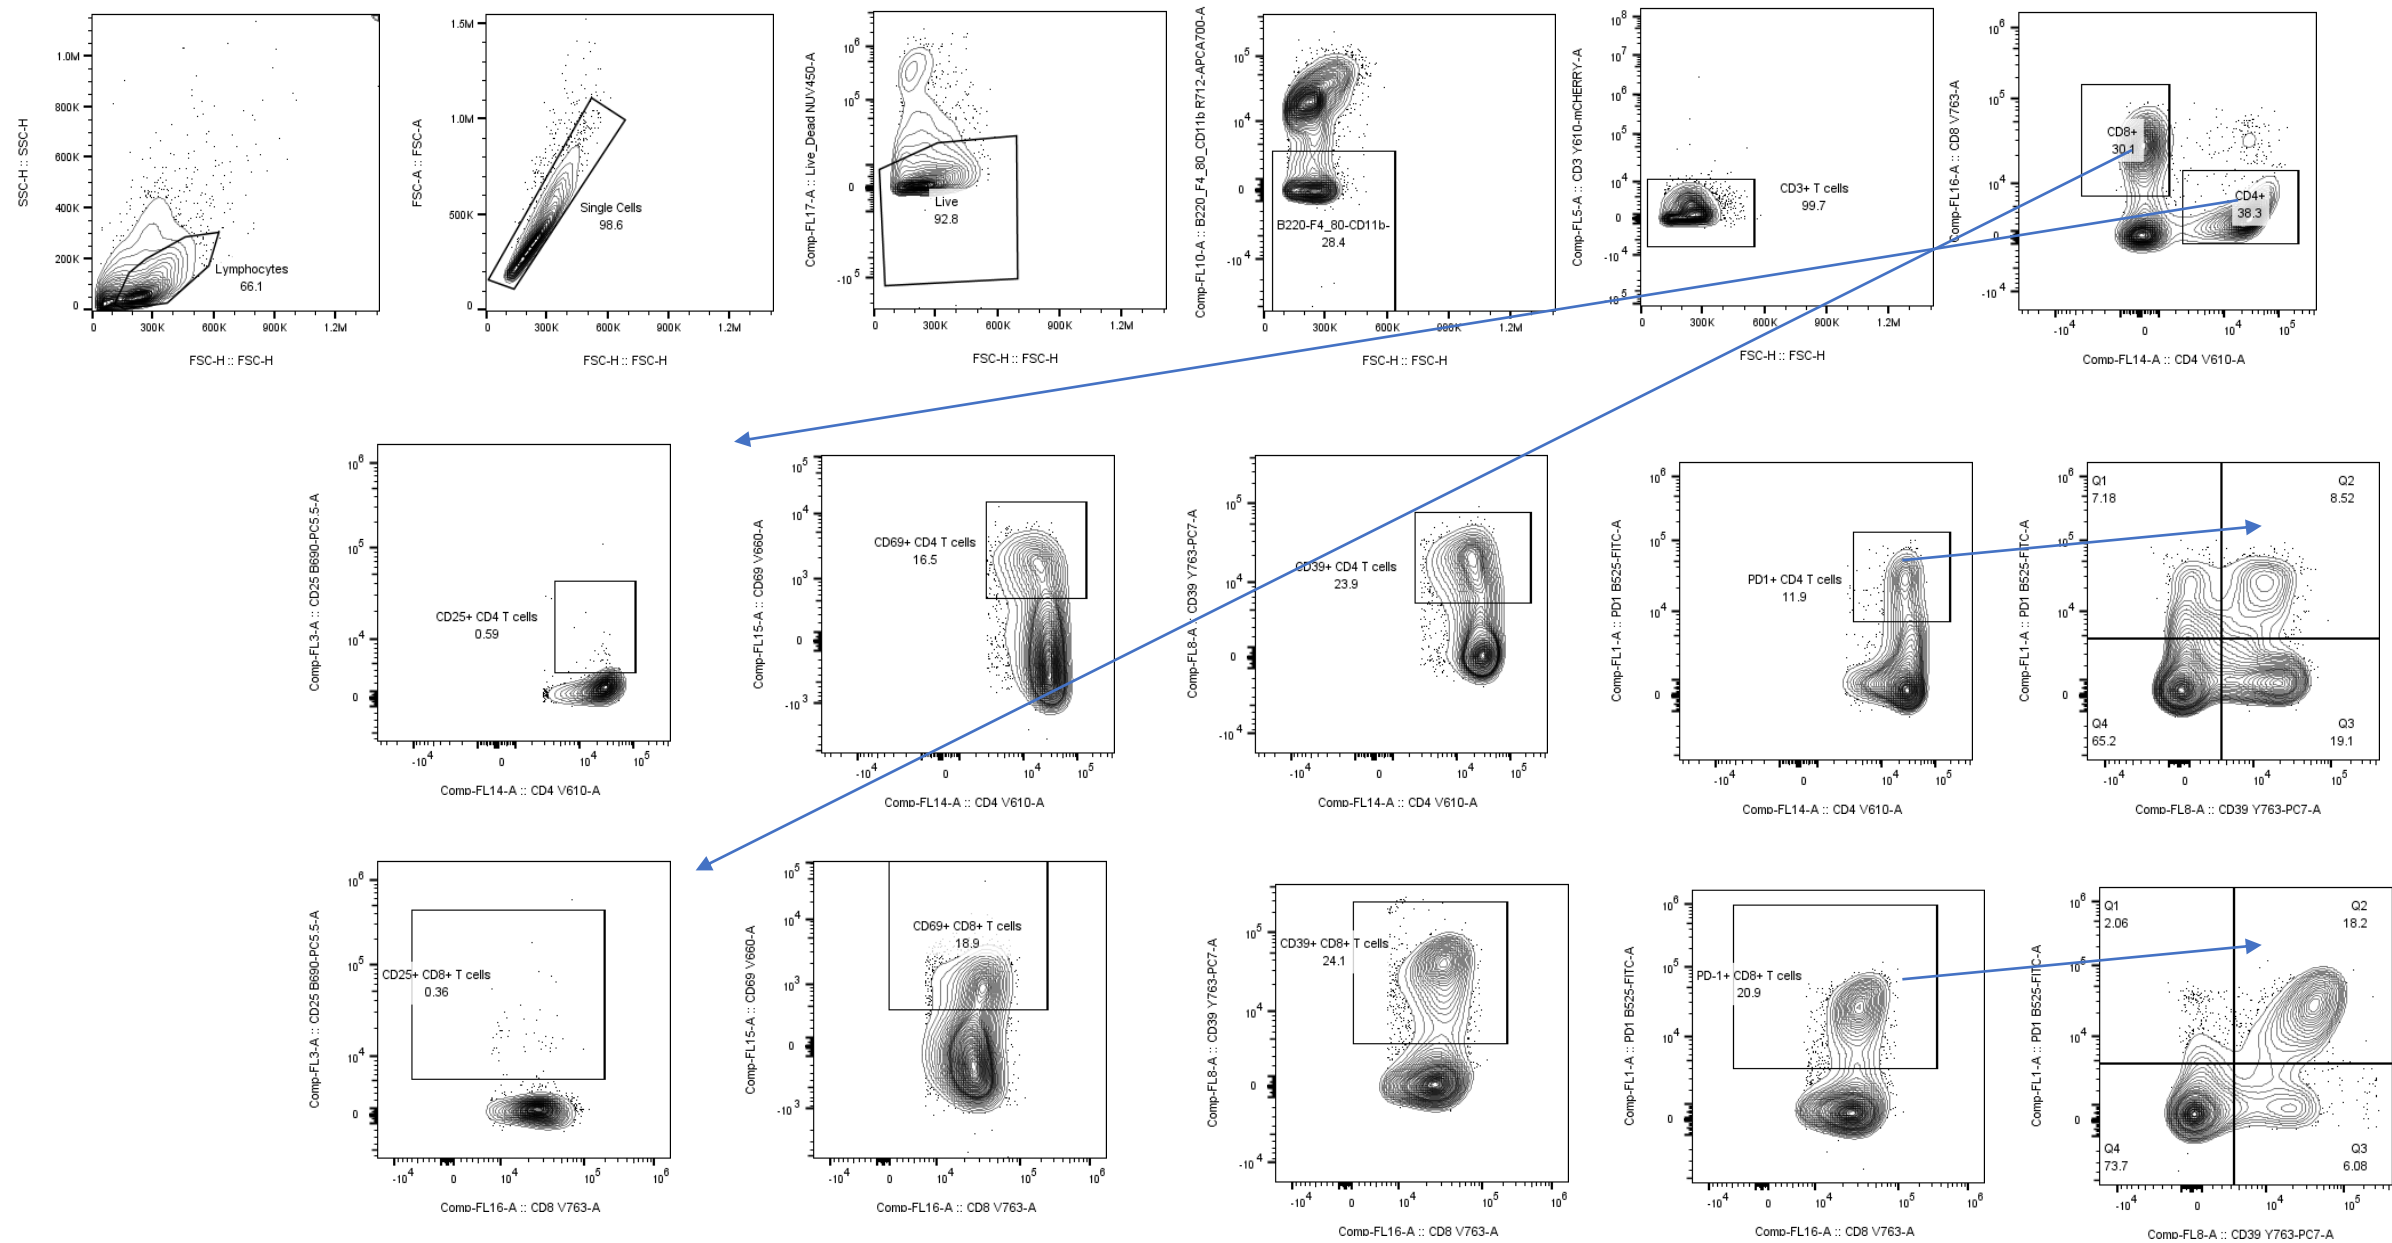

S4C

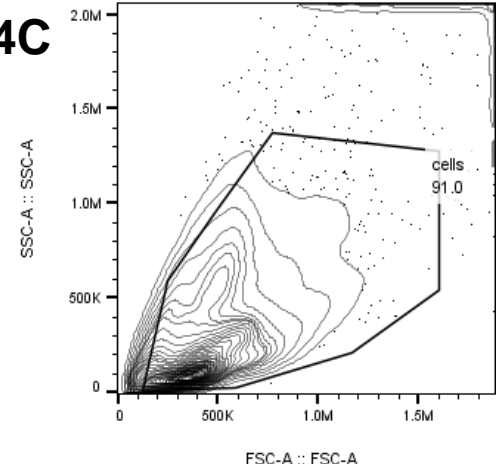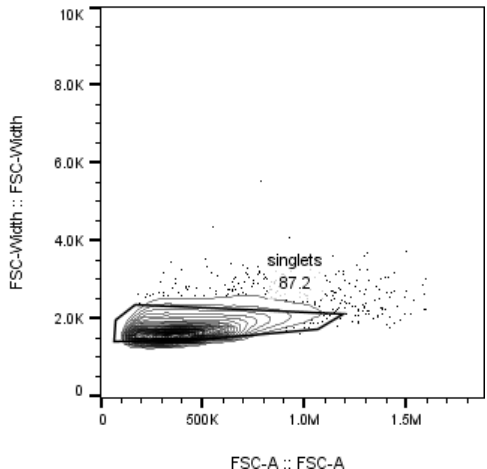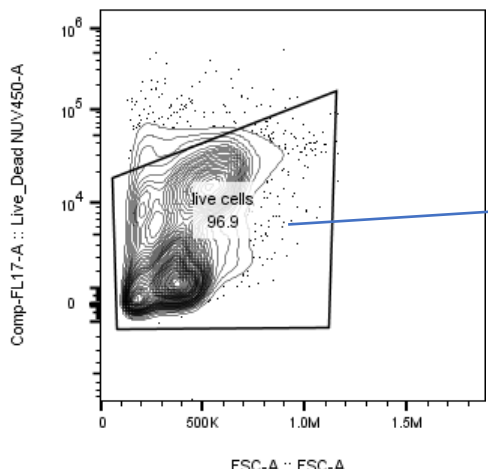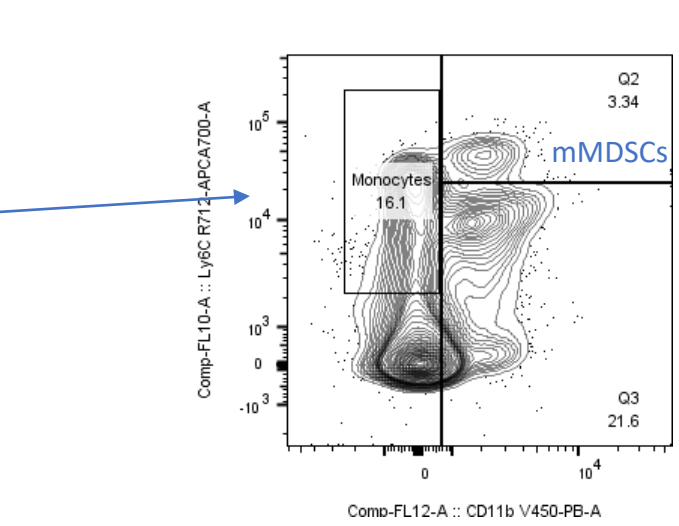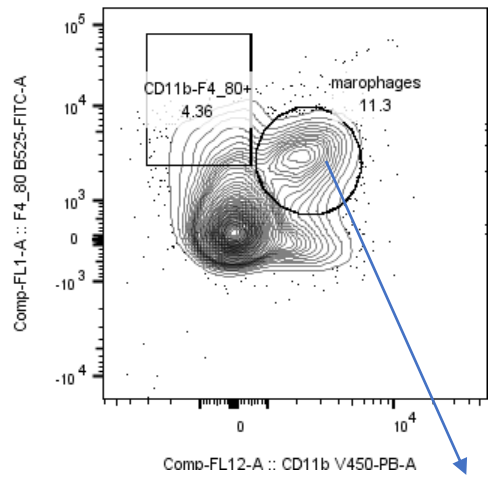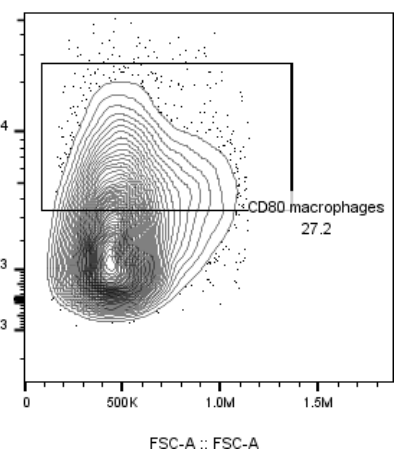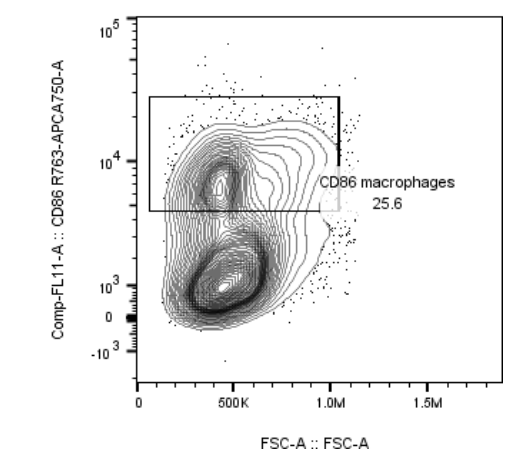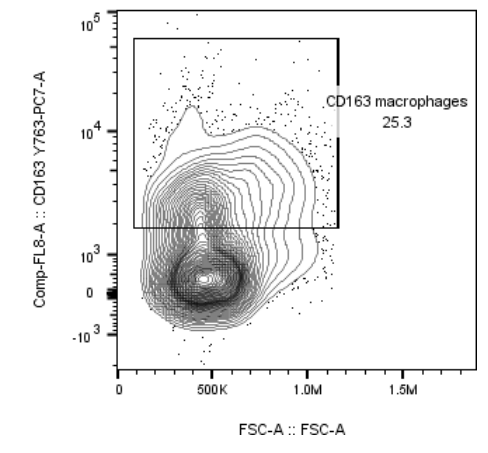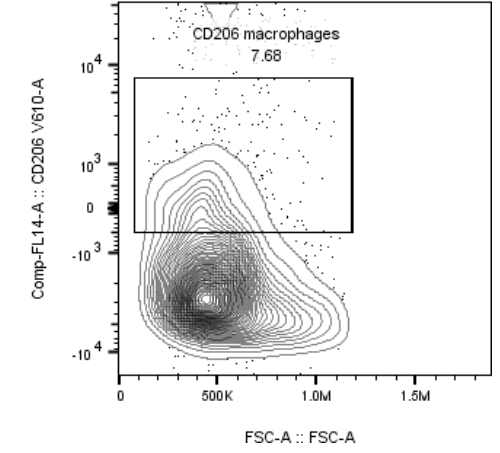

Supplemental Figure S5  
S5A

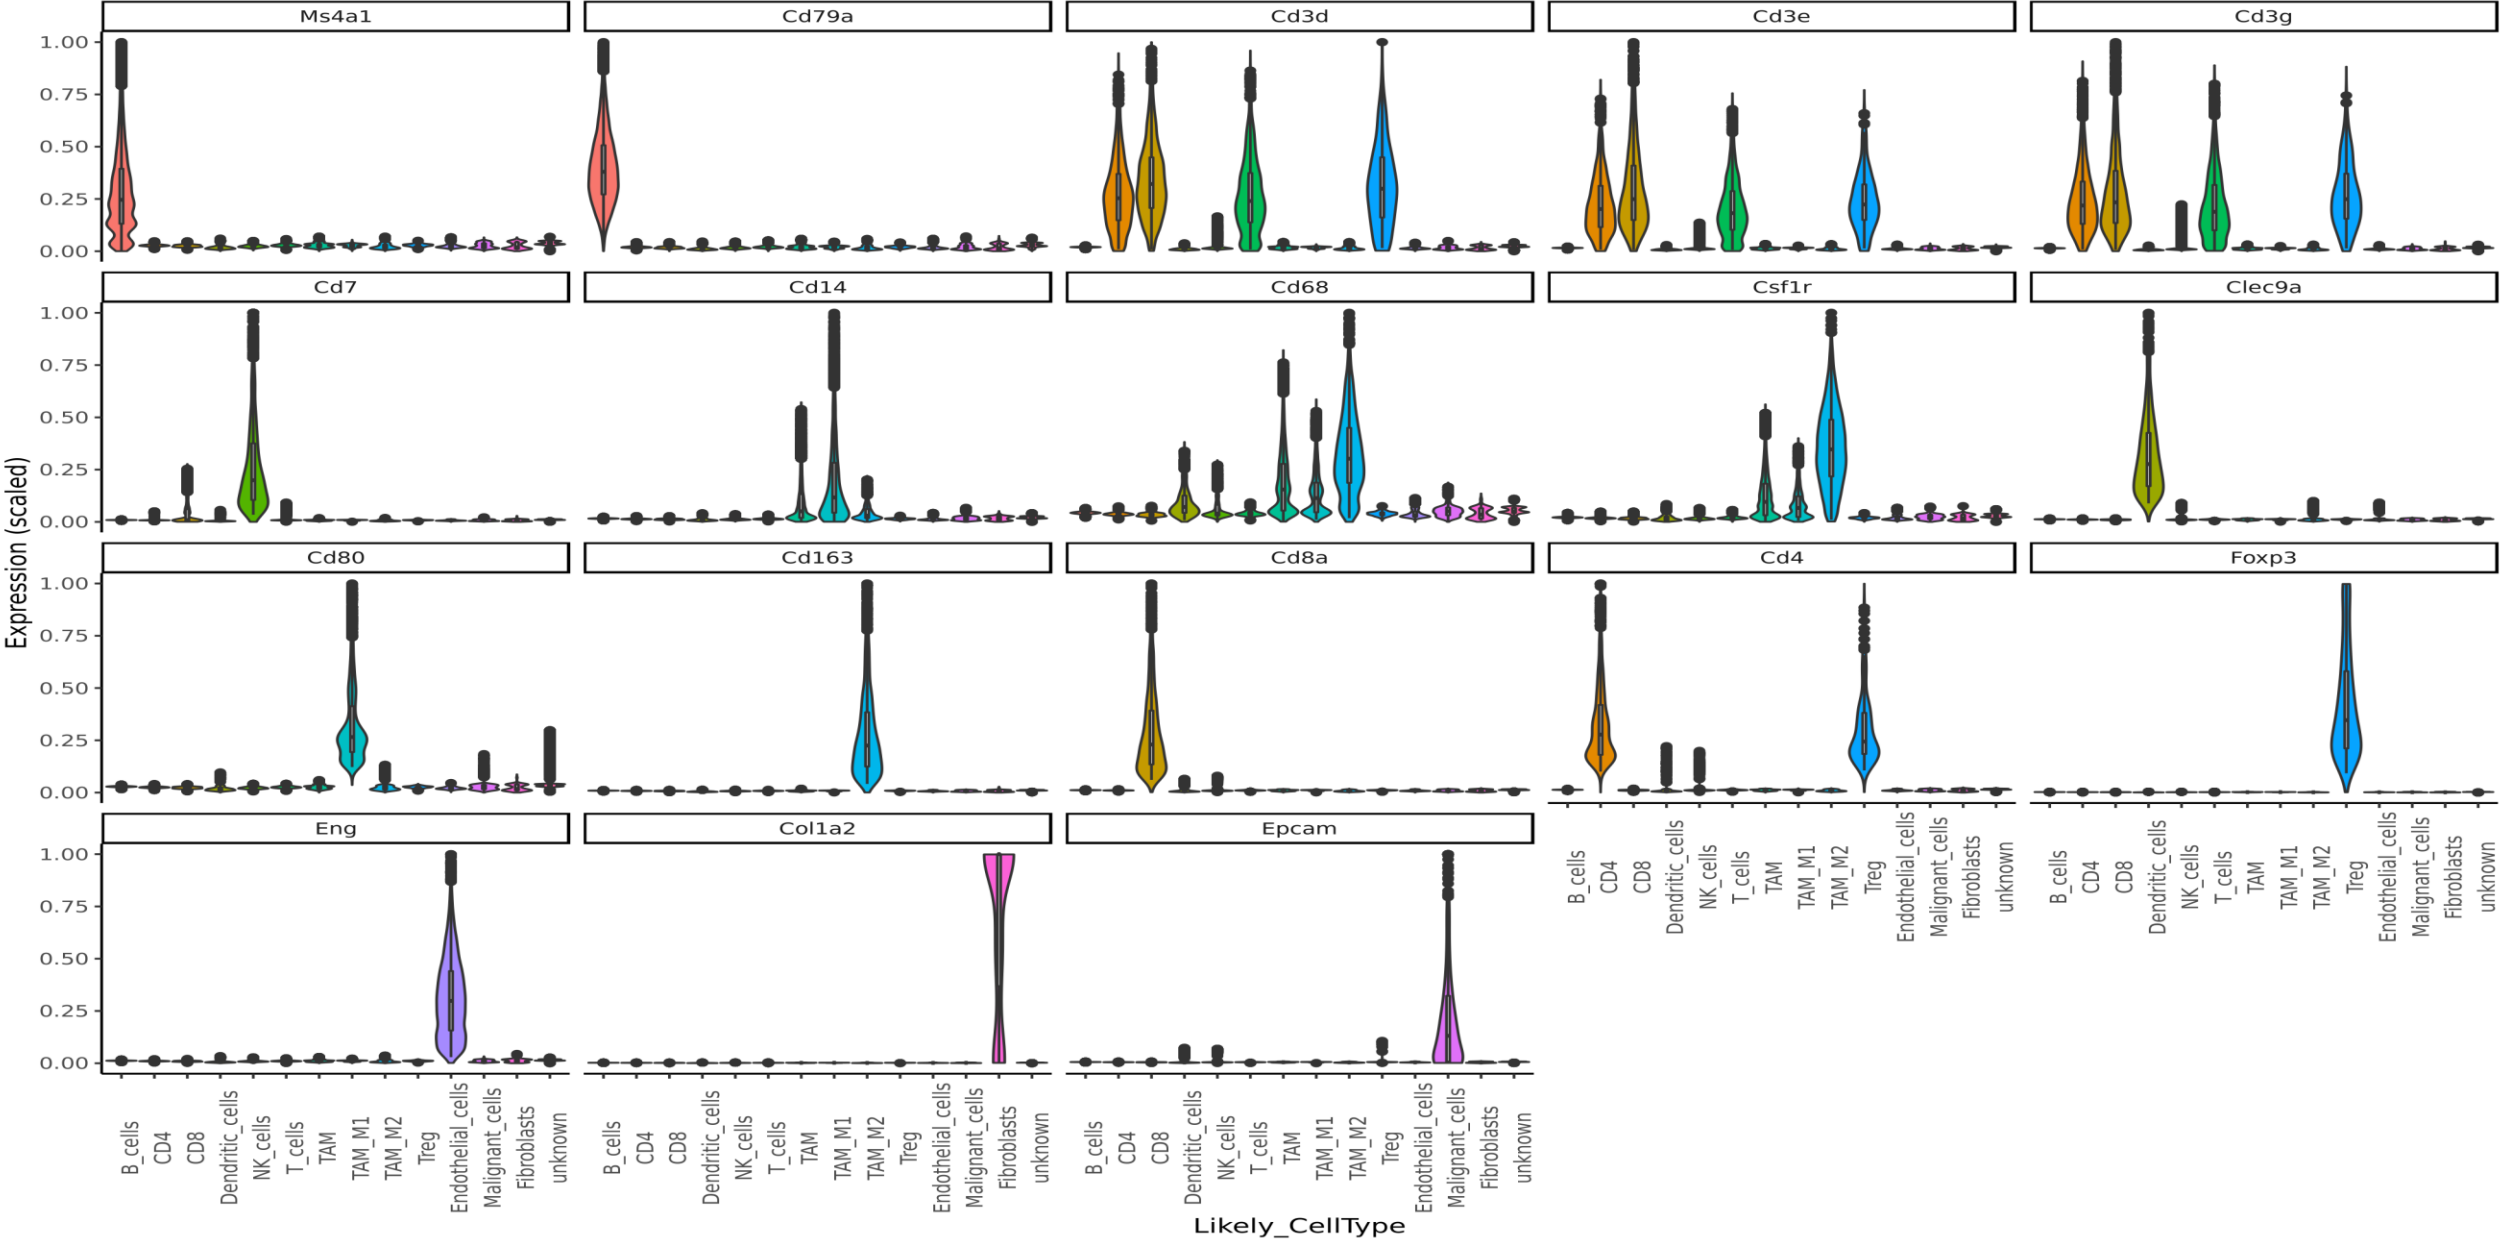

Supplemental Figure S5

S5B

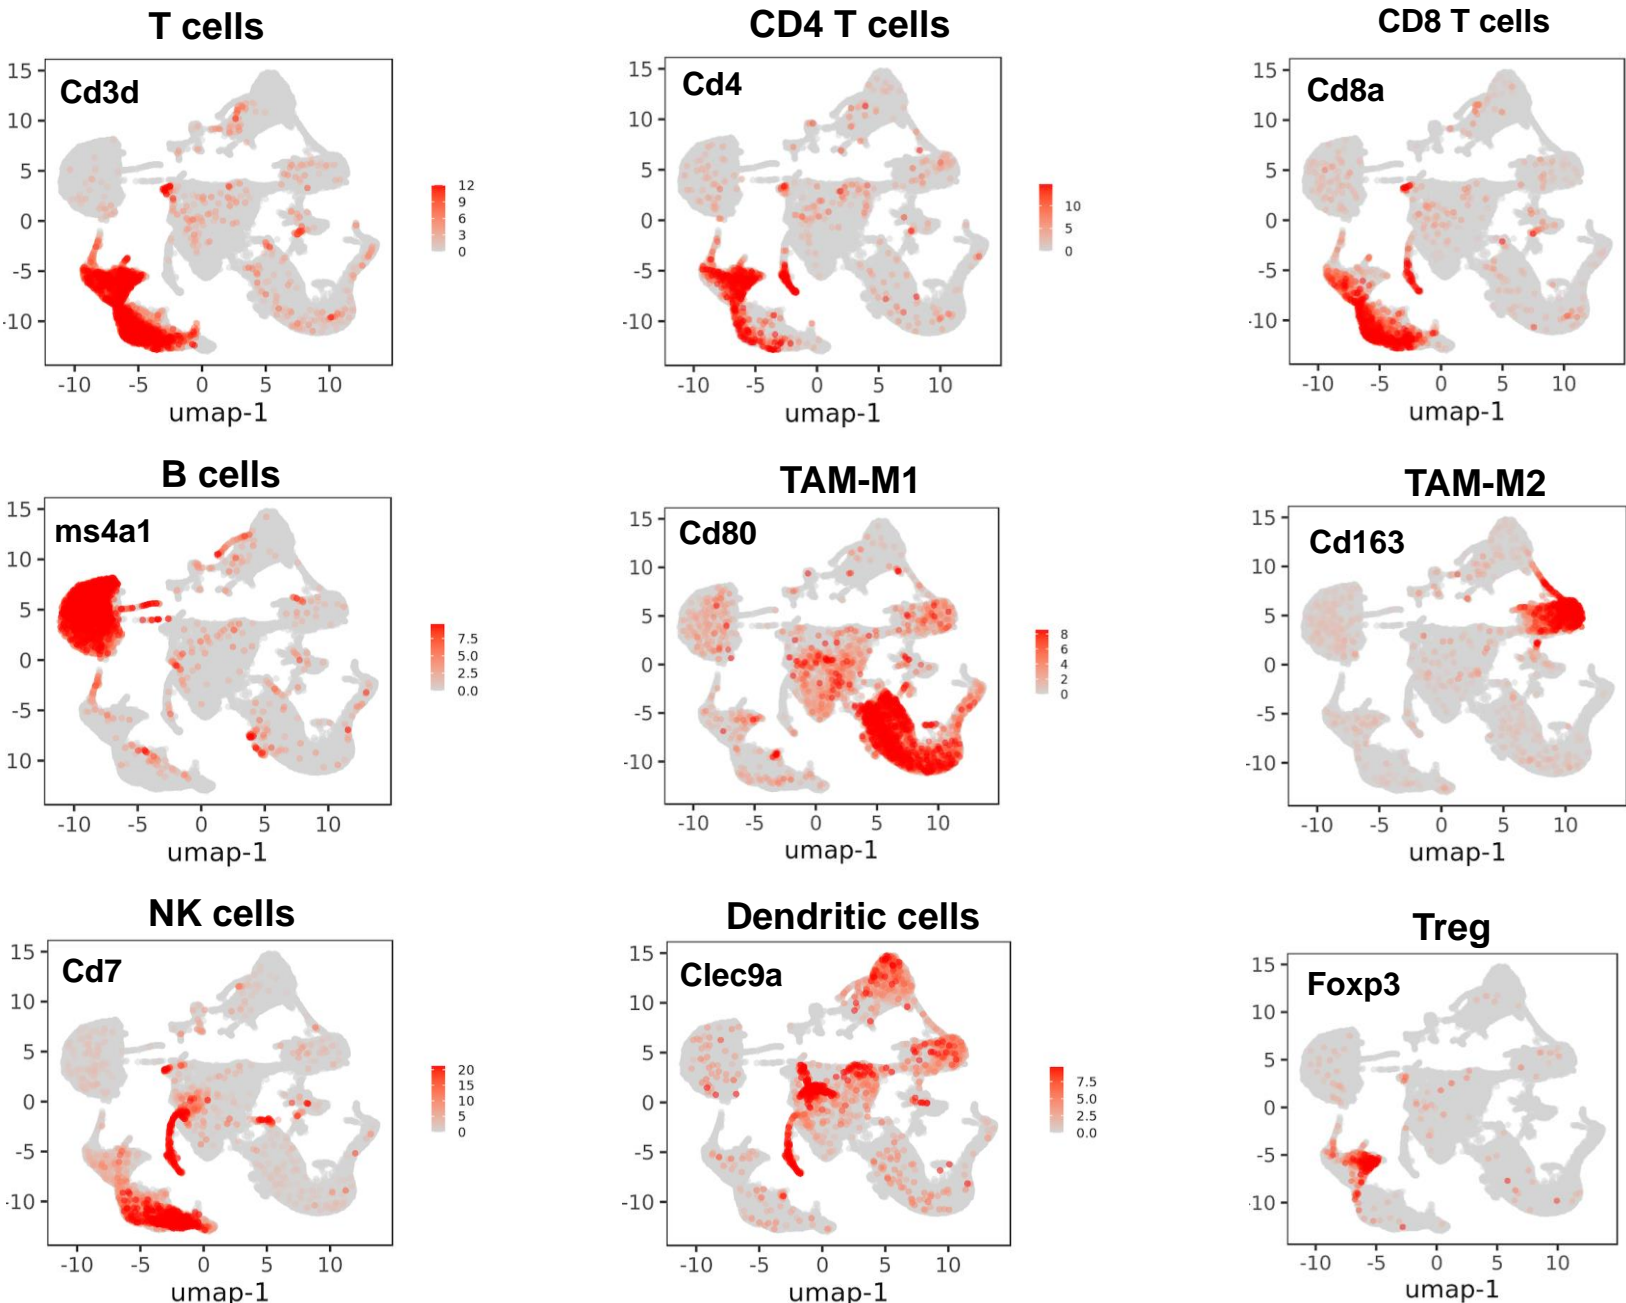

Supplemental Figure S5

S5C

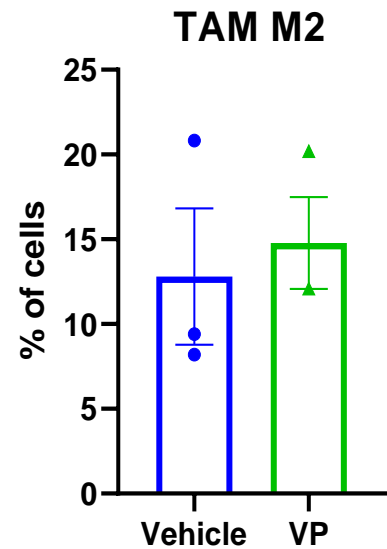

S5D

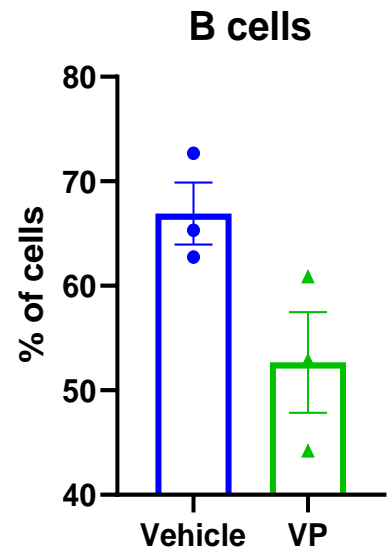

S5E

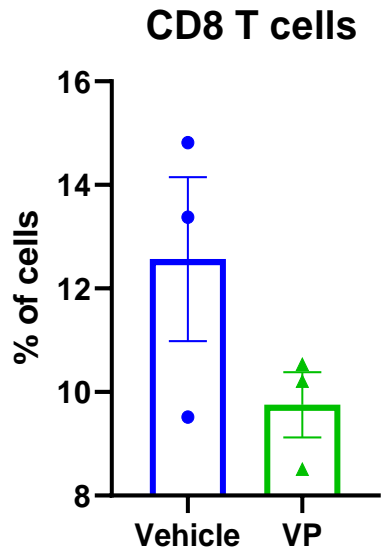

Supplemental Figure S6

S6A

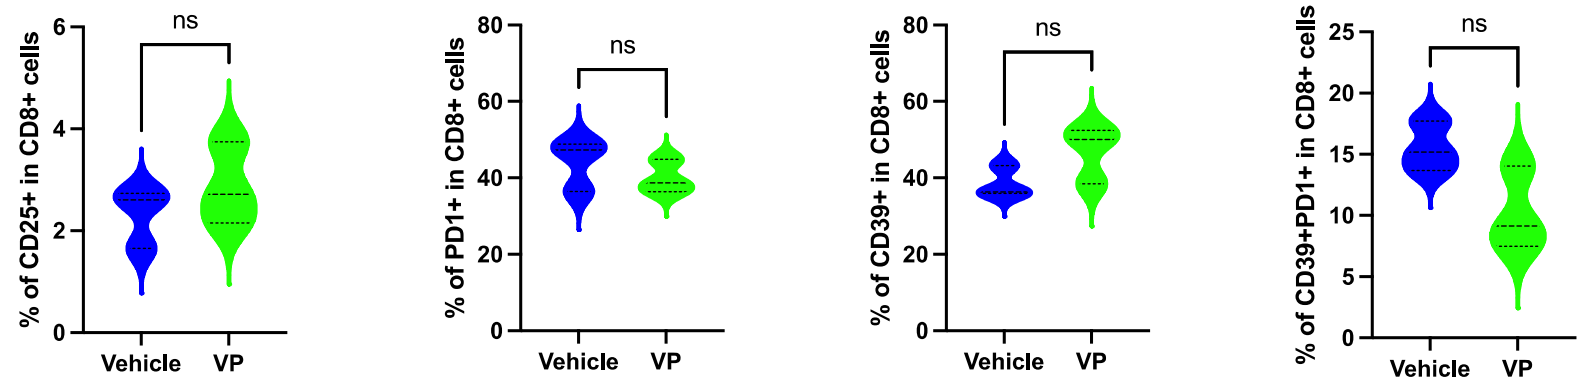

S6B

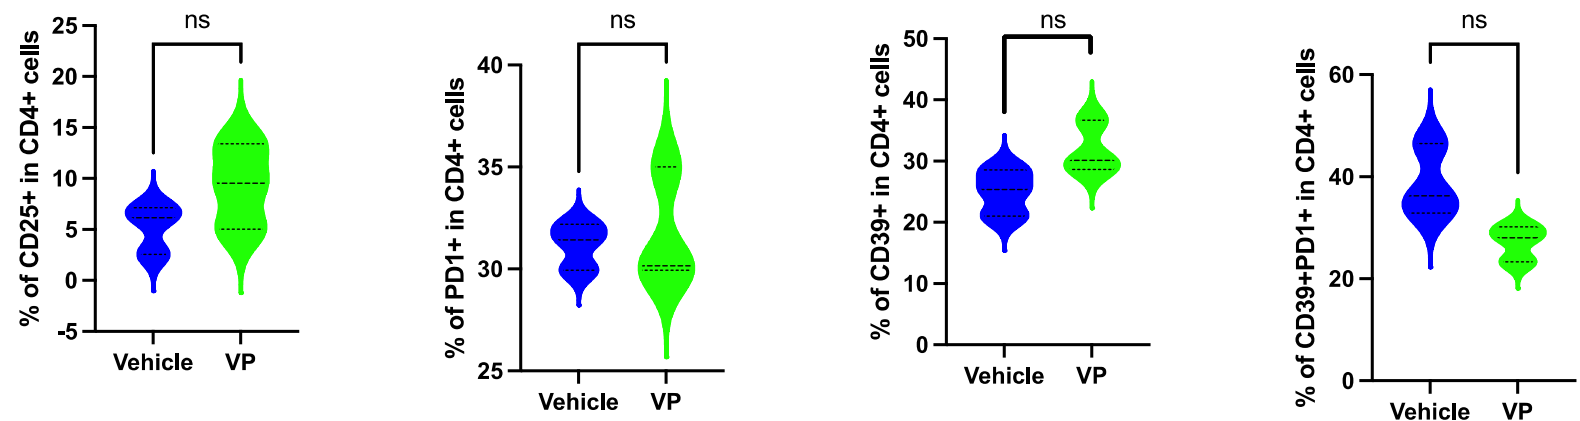

S6C

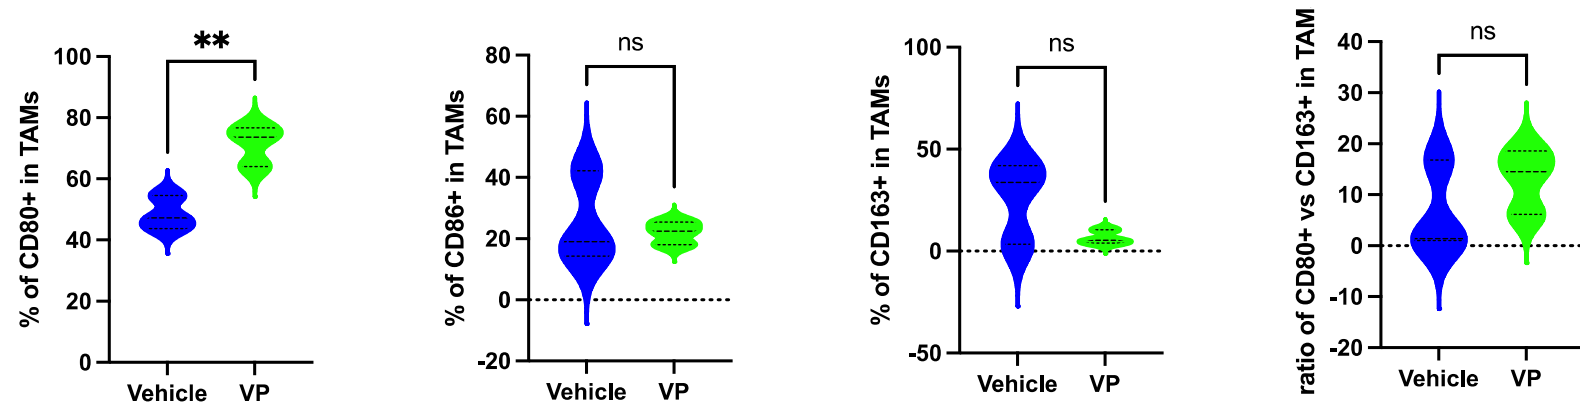

Supplemental Figure S7

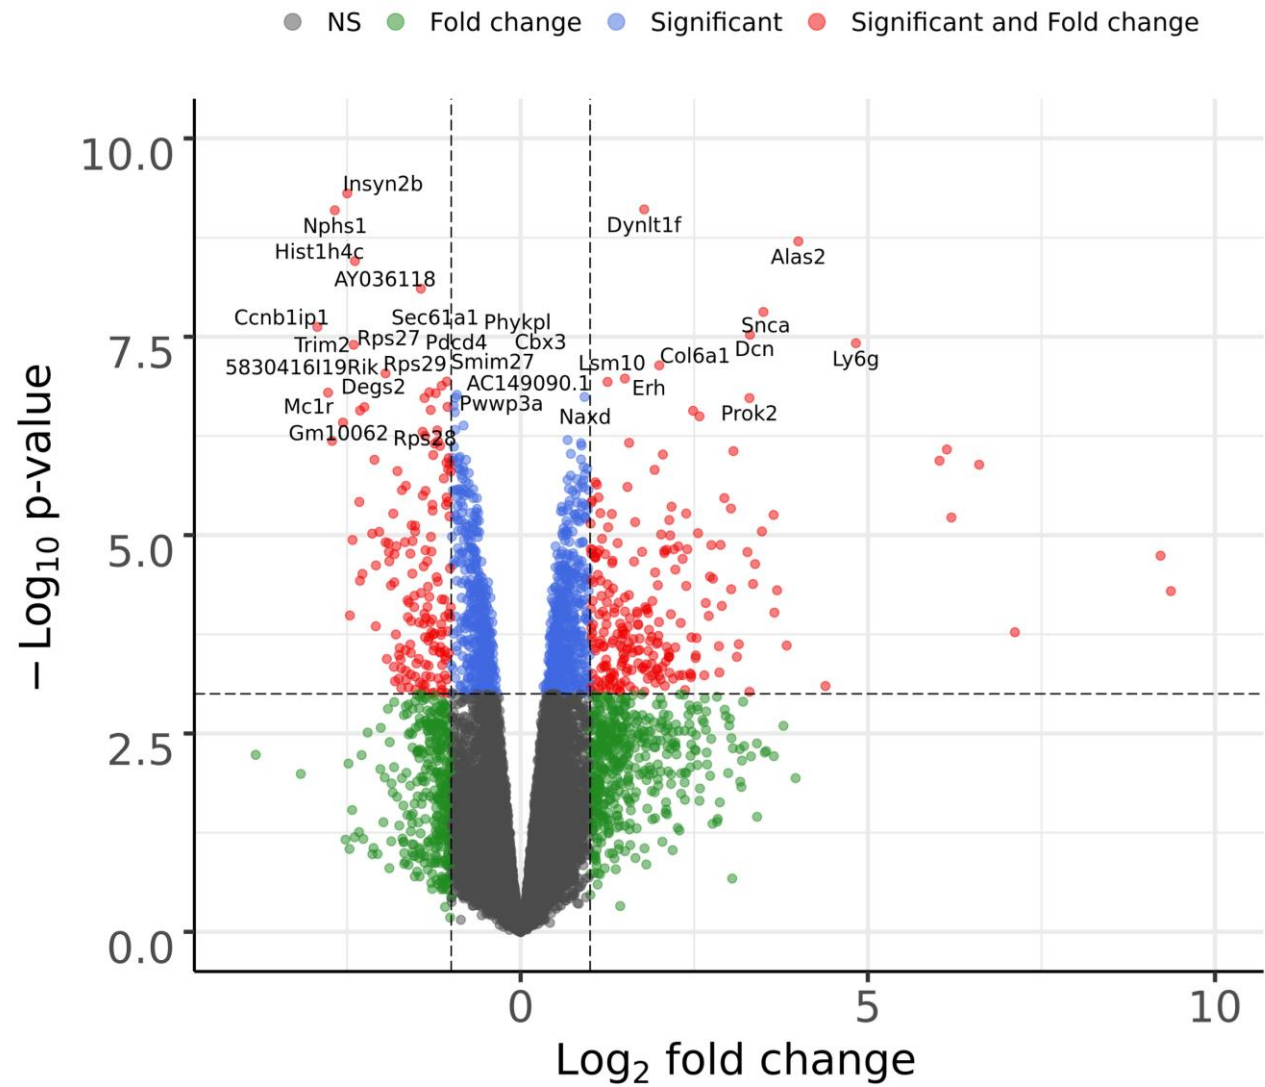

# Supplemental Figure S8

HALLMARK\_INTERFERON\_ALPHA\_RESPONSE  
groupvp\_lgG-groupveh\_lgG, ES=0.67, NES=2.45, pval=0.00022, padj=0.00088

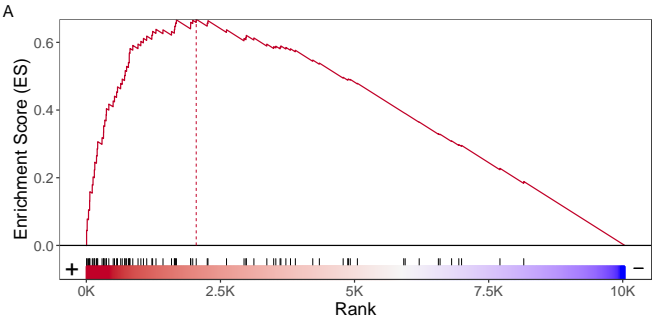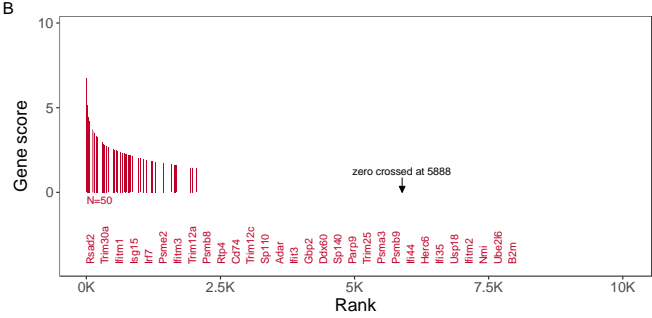

HALLMARK\_INTERFERON\_GAMMA\_RESPONSE  
groupvp\_lgG-groupveh\_lgG, ES=0.6, NES=2.34, pval=0.00021, padj=0.00088

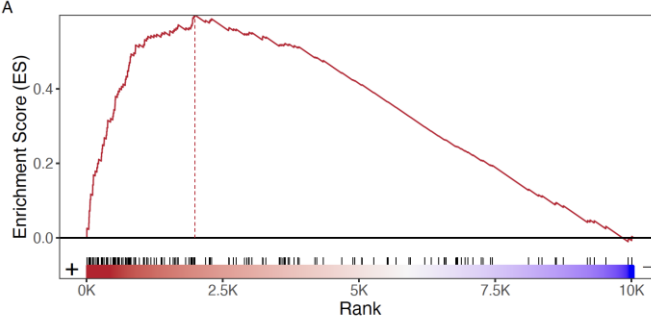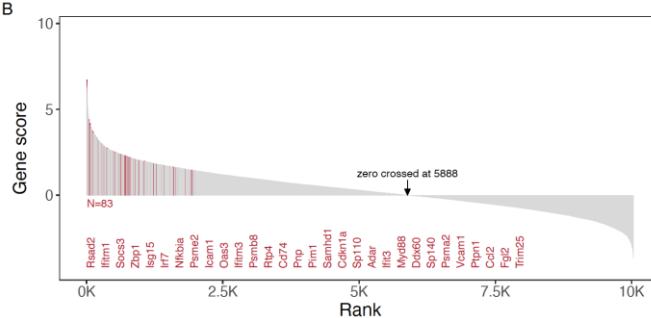

HALLMARK\_TNFA\_SIGNALING\_VIA\_NFKB  
groupvp\_lgG-groupveh\_lgG, ES=0.66, NES=2.57, pval=0.00021, padj=0.00088

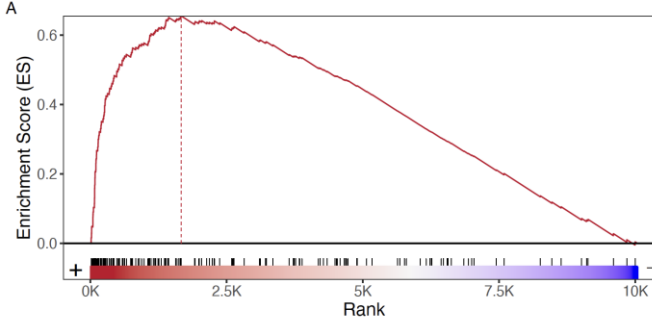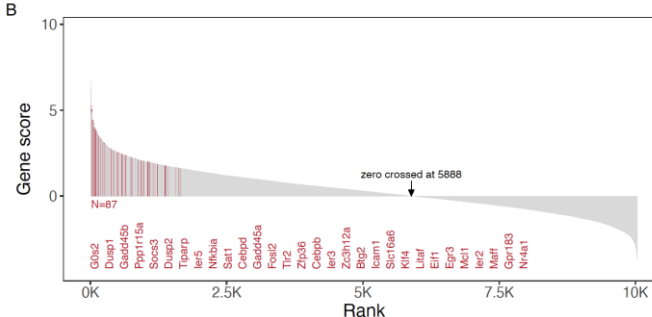

HALLMARK\_INTERFERON\_ALPHA\_RESPONSE  
groupvpvp\_lgG-groupveh\_lgG, ES=0.67, NES=2.45, pval=0.00022, padj=0.00088

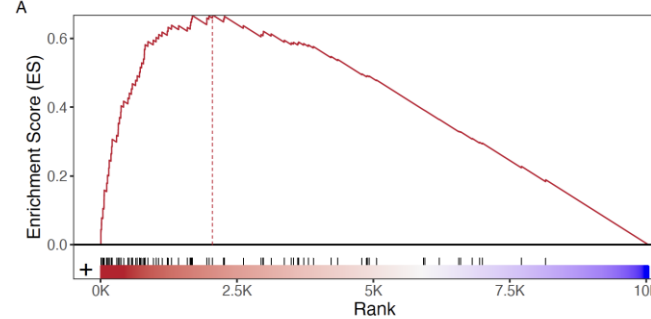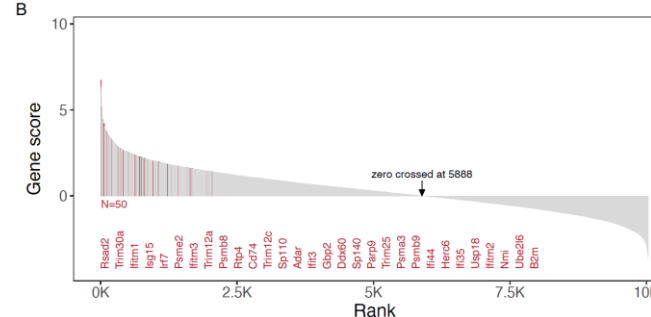

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

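The deposited files hold raw UMI counts per gene and barcode, made by the authors with Cell Ranger 6.1.2, bcl2fastq 2.20.0 and STAR 2.7.2a on the mm10 mouse genome. The authors deposited 6 libraries for this experiment, 3 vehicle and 3 verteporfin, and all were used. Their labels also name an IgG in both groups, which the text of the paper does not describe. Of the 32285 genes in the files, 32235 (99.85%) match GENCODE M21 by identifier, and 31502 carry the same symbol there. Positions are 1-based on GRCm38.

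Barcodes were kept with at least 500 UMIs, a ratio of log10 genes to log10 UMIs of at least 0.5, and genes and mitochondrial share no more than 3 median absolute deviations above the median of the library. Counts were scaled to 10000 per cell and logged with scanpy 1.11.5, 2000 variable genes gave 15 principal components, and a graph of 20 neighbours was clustered with leidenalg 0.10.2 at a resolution of 0.8 with random seed 1. A cluster was named, with "-like" added, by the class with the highest mean log2 fold change of its markers against the other cells, or by a class with more markers among the cluster's 10 leading genes. A cluster stayed unnamed when no score reached 0.75, fewer than 3 markers were detected, genes of another class led it, another class reached 0.8 of the best score with a score of at least 1 (unless the best class alone had markers among the leading genes), or UMIs were low and no marker led. Those 2 limits were set after the clusters had been seen. Unnamed clusters hold 129, 136 and 127 cells of vehicle mice 1, 2 and 3 and 195, 250 and 248 cells of verteporfin mice 1, 2 and 3. A difference in share from the study may come from these rebuilt names. Doublets were kept. Scrublet with its automatic threshold marked only 0.0146 to 1.96% of barcodes per library, so the alternative without doublets took the highest scores at a rate of 0.8% per 1000 barcodes.

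Cells per class and mouse were tested with edgeR 4.0.16 (quasi-likelihood, offset log total cells) on R 4.3.3, a mouse with fewer than 10 cells of a class being left out of that class. Two-sided exact permutation tests over the 6 mice stand beside it. Counts summed per mouse and class were tested with edgeR (filterByExpr, TMM, Benjamini-Hochberg at 0.05). SE values of log2 fold changes come from the edgeR fit. Gene lists were tested with camera of limma 3.58.1 on voom values with a preset correlation of 0.01, and again with the correlation estimated from the data. Benjamini-Hochberg adjustment ran over the lists of a class. Shares of cells with a marker were compared with exact permutation tests. Thinned shares draw 1000 UMIs from each cell and leave out shallower cells.

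The copy number score was a moving average over gene position against immune and endothelial cells, since inferCNV was not installed. MSigDB was not at hand, so gene lists were written from general knowledge, together with marker lists of the cell types a liver could hold. All lists, tests and alternatives were fixed before the data were examined, apart from the additions named below.

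Genes are named by a fixed rule. It takes the 12 highest and 12 lowest log2 fold changes past the threshold in a comparison (5 and 5 in the other classes), with every verteporfin mouse on 1 side of every vehicle mouse and an average log2 CPM above the median of the genes tested. It adds up to 4 members of each list by smallest p, and every gene that the study names or prints and that a passage is about, whose values there were seen.

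Simulated counts checked each test, with a dispersion of 0.1, or 0.2 in epithelial-like cells. The common dispersion that edgeR measured for genes is smaller, at 0.0841 in all cells, 0.0808 in epithelial-like, 0.0405 in neutrophil-like and 0.0148 in B cell-like cells. The gene recoveries therefore hold for a larger spread than the measured one. In all cells, edgeR recovered 84% of genes changed 4-fold and 12% of those changed 2-fold, with 4% of its calls false. In epithelial-like cells it recovered 18% and 0% with 0 false calls. In neutrophil-like cells it recovered 77% and 11% with 4.35% false, and in B cell-like cells 92% and 11% with 2.83% false. The class test was checked in 200 simulations at a dispersion of 0.1, with only the neutrophil-like class raised 4-fold. It recovered that class in 97.5% and called 0.471% of unchanged classes. Shares of macrophage-, endothelial- and neutrophil-like cells spread more than this between vehicle mice, so the recovery may be lower for them. Camera found the changed list among 21 in each comparison and called 0 unchanged ones. The simulated genes vary independently, so this check cannot show false calls that come from genes moving together. In the data, other splits of the mice passed up to 16 lists in all cells, against 10 in the real split.

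Alternatives were DESeq2 1.42.0 and limma-voom as tests, no filter on low counts, library size alone, a block for replicate number, each mouse left out in turn, doublets removed, no upper limit on genes, the literal complexity limit, halved and doubled resolution (0.4 and 1.6), immune cells as denominator, the study's per-cell marker score, fgsea 1.28.0 and fry for lists, equal weight of 15 classes, at least 2 UMIs per marker, epithelial-like cells with no UMI of Ptprc, and the top 25% of the copy number score. Chosen after seeing the data were all cells without the erythroid-like ones, all mice whatever their number of cells, each of the larger neutrophil-like clusters alone, and macrophage-like cells without a cluster of low UMI counts. Further tools were numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.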

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

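The tests of neutrophil-like clusters 4 and 6 alone were chosen after the results were seen, and the other tests in this part were planned.

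Erythroid-like cells drew attention as a signal in data the paper did not analyse: their mean share in verteporfin mice was 12.3%, with every verteporfin mouse above every vehicle mouse. Neutrophil-like cells drew attention in the same way, with a mean share of 21.0% in verteporfin mice. Within them, the cluster led by the granule genes Camp, Ngp and Ltf, made by immature neutrophils, held 3.82% of cells in verteporfin mice against 0.0753% in vehicle mice. Plasma cell-like cells at 0.740% and platelet- or megakaryocyte-like cells at 0.693% were also above every vehicle mouse, and the paper analysed neither.

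Genes changed in classes for which the paper gives no comparison are likewise a signal in data the paper did not analyse. edgeR called 2020 genes in B cell-like cells, 1726 in monocyte-like cells, 1554 in T cell-like cells, 739 in endothelial-like cells, 604 in neutrophil-like cells, 588 in plasmacytoid dendritic cell-like cells, 436 in conventional dendritic cell-like cells, 322 in macrophage-like cells and 310 in NK cell-like cells. These counts depend on single mice: with each mouse left out in turn they ranged from 864 to 2562 in B cell-like, 644 to 2533 in monocyte-like, 565 to 2735 in T cell-like, 35 to 2712 in neutrophil-like, 210 to 635 in plasmacytoid dendritic cell-like, 24 to 952 in conventional dendritic cell-like, 29 to 1837 in macrophage-like and 36 to 887 in NK cell-like cells. In endothelial-like cells they ranged from 0, without vehicle mouse 2, to 3820, without vehicle mouse 3, and a block for replicate number left 9. Within B cell-like cells the vehicle mice differ in make-up, since vehicle mouse 2 holds mostly a cluster of its own. Tested alone, neutrophil-like cluster 6, which holds most neutrophil-like cells of vehicle mice 1 and 2, gave 567 genes. Cluster 4, the largest neutrophil-like cluster of the verteporfin mice and of vehicle mouse 3, gave 80. Vehicle mouse 2 had only 0.188% of its cells in cluster 4.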

How the results depend on the processing

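The tests without erythroid-like cells were chosen after the results were seen, and the other tests named here were planned. Replicate numbers do not pair the mice: log2 CPM values, less the mean of the own group, correlate between same-numbered mice at -0.0858, 0.121 and 0.140 in all cells. With a block for replicate number, the log2 fold change of TAM-M1 was 1.43, the Hippo list had an adjusted p of 0.0142, 1 class was higher, 10 genes were lower in all cells and 0 in epithelial-like cells, 4430 genes changed in the other classes and 19 lists were lower there. For the changes given in this part, the cause was not tested.

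Classes higher with verteporfin (2, of which fibroblast- or stellate-like cells rest on 1 vehicle mouse) were 1 with immune cells as denominator, halved or doubled resolution, no upper limit on genes, or doublets removed, and 0 with the literal complexity limit or the per-cell score. The literal limit turned the log2 fold change of TAM-M1 to -0.45 and that of neutrophil-like cells to -0.83. Genes higher in all cells (96) were 1560 with DESeq2, 146 with no filter on low counts, 160 with library size only, 57 with doublets removed, 1064 with no upper limit on genes and 31 without erythroid-like cells. Genes lower (50) were 918 with DESeq2, 202 with library size only, 23 with doublets removed, 501 with no upper limit and 16 without erythroid-like cells. In epithelial-like cells, genes higher (6) were 17 with DESeq2, 0 with limma-voom, 235 with no filter and 0 with no upper limit on genes; genes lower (2) were 9, 0, 92 and 0 in the same order, 1 with library size only and 0 with no UMI of Ptprc. Changed genes of the other classes (8335) were 13824 with no filter.

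With the estimated correlation the lists past the threshold fell to 0 everywhere. With fry they were 0 higher and 0 lower in all cells, 0 and 1 in epithelial-like cells, and 2 and 3 in the other classes. Equal weight of classes left 2 higher and 0 lower in all cells. In epithelial-like cells 0 lists were higher in the top 25% of the copy number score and 2 with no UMI of Ptprc; that top 25%, which holds no cell of vehicle mice 1 and 2, also turned the interferon alpha list lower (adjusted p 0.166).

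Stemness shares reversed in that top 25%: the differences were 24.3 points for Aldh1a1, 16.1 for Cd24a, 4.0 for Prom1, 40.0 for Epcam and 0.429 for Sox9. Aldh1a1 reversed with cells thinned to 1000 UMIs (21.1 points) and with at least 2 UMIs (1.01). In CD4 T cell-like cells, thinning turned Pdcd1 to -0.113 points and Pdcd1 with Entpd1 to -0.926. Cd80 in myeloid cells turned to -1.35 points without neutrophil-like clusters.

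Leaving out 1 mouse at a time gave these ranges, lowest to highest: classes higher 1 to 5 and lower 0 to 4; TAM-M1 log2 0.71 to 2.09 and TAM-M2 -0.60 to 0.15; genes in all cells 1 to 3799 higher and 0 to 3308 lower, in epithelial-like cells 0 to 302 and 0 to 222, in the other classes 2480 to 20112; lists in all cells 4 to 10 higher and 1 to 3 lower, in epithelial-like cells 3 to 7 and 0 to 3, in the other classes 25 to 66 and 10 to 24. Points of share ranged from -7.14 to 3.15 for Aldh1a1, -21.4 to -1.51 for Cd24a, -60.0 to -24.6 for Prom1, -56.6 to -22.9 for Epcam and -26.7 to -6.63 for Sox9. In CD8 T cell-like cells they ranged from 0.656 to 2.14 for Il2ra, 2.48 to 10.5 for Cd69, -16.8 to -9.79 for Pdcd1, -11.9 to -4.75 for Entpd1 and -10.04 to -5.34 for Pdcd1 with Entpd1. In CD4 T cell-like cells they ranged from 4.09 to 8.72 for Il2ra, 0.761 to 7.81 for Cd69, -1.44 to 6.46 for Pdcd1, -4.56 to 1.88 for Entpd1 and -0.317 to 3.25 for Pdcd1 with Entpd1. In myeloid cells they ranged from 1.10 to 5.05 for Cd80, -15.6 to -6.86 for Cd86, -21.6 to -6.33 for Cd163 and -25.6 to -10.3 for Mrc1. Adjusted camera p in epithelial-like cells ranged from 0.0112 to 0.614 for interferon alpha, 0.0010 to 0.0340 for interferon gamma, 3.9e-09 to 0.0058 for TNF, 6.1e-07 to 0.620 for cholesterol genes (reversed without vehicle mouse 2) and 5.4e-04 to 0.130 for lipoproteins; the Hippo list in all cells had 0.0020 to 0.197. Reversals without 1 mouse were TAM-M2 at 0.15 and Aldh1a1 at 3.15 points without vehicle mouse 2; in CD4 T cell-like cells Pdcd1 at -0.659 without vehicle mouse 1 and -1.44 without verteporfin mouse 1, Entpd1 at 1.88 without vehicle mouse 2 and 1.595 without verteporfin mouse 3, and Pdcd1 with Entpd1 at -0.317 without verteporfin mouse 1.

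Of the remaining comparisons of main results 277 stayed as they were, and of those of other results 208 did, with 47 moved, 20 weaker and 14 stronger. The gene test in the top 25% of the copy number score ran with vehicle cells of a single mouse.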

Differences from the paper's values

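The alternatives here were set before the data were examined. So were the tests in this part, apart from the count over the printed volcano genes, which was made after the results were seen. A value is said to differ where it is more than 1.5 times off and the gap exceeds both the SD between mice here and any error given for the paper's value; runs with a mouse left out were compared only where named.

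The paper reports 14 clusters and 36 were found here; the literal complexity limit gave 16, and every other alternative differed. The paper's 33769 cells stand against 36942 kept here. For classes, the paper's value comes from the counts in Supplemental Table S1. Endothelial cells of verteporfin mice were 13.2% in the paper and 8.10% here, and every alternative differed. Epithelial cells of verteporfin mice were 1.502% in the paper and 0.807% here; no upper limit on genes (1.07%) and the per-cell score (1.54%) did not differ, the others did. Fibroblasts were 0.0250% in vehicle mice in the paper and 0.181% here; halved or doubled resolution (0.0258%), no upper limit on genes (0.0570%), the literal limit (0%) and doublets removed (0.0269%) did not differ, and the per-cell score did. In verteporfin mice the paper has 0.559% fibroblasts against 0.928% here; halved or doubled resolution (0.675%) and doublets removed (0.576%) did not differ, no upper limit on genes and the per-cell score did. The literal limit gave 1.77%, further off than the value here but with an SD of 2.28 points. NK cells were 3.56% and 3.36% in the paper and 2.31% and 1.75% here; the per-cell score (4.15% and 3.42%) did not differ, nor did shares of immune cells alone (2.94% and 2.38%), which have another denominator than the paper's share of all cells, and the others differed.

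TAM-M1 of verteporfin mice was 17.7% in the paper and 9.36% here, and TAM-M2 was 10.5% in the paper and 5.01% here. For both, shares of immune cells alone (12.7% and 6.80%) did not differ, again with another denominator, and every other alternative did. The fold of the mean TAM-M1 shares was 4.37 in the paper and 2.07 here. Without vehicle mouse 3 the log2 fold change of TAM-M1 here was 2.09, but the paper's fold includes that mouse. By the printed counts TAM-M1 made up 2.26, 2.59 and 7.33% in vehicle mice 1, 2 and 3, so the paper's fold without mouse 3 would be larger. The 2 values thus rest on unlike sets of mice. Every other alternative differed. The paper names classes per cell by the highest marker score and has no neutrophil class.

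Marker shares in the paper were read by eye. In Fig. 6E, the paper's verteporfin share of Aldh1a1 is about 15%, read by eye, against 57.7% here, and that of Sox9 about 7%, read by eye, against 53.6%; every alternative differed. For Cd24a the paper shows about 47% in vehicle mice in Fig. 6E, read by eye, against 79.4% here, where thinning (32.0%), at least 2 UMIs (64.4%) and the top 25% of the copy number score (42.9%, from 14 cells of vehicle mouse 3 alone and so without an SD) did not differ and the others did. In verteporfin mice it shows about 30% in Fig. 6E, read by eye, against 70.9% here, where thinning (28.0%) and at least 2 UMIs (39.2%) did not differ and the others did. Prom1 of verteporfin mice is about 6% in Fig. 6E, read by eye, against 13.5% here; at least 2 UMIs (6.50%) and the top 25% (4.0%, from 2 mice) did not differ, the others did. All epithelial-like cells were measured here, a wider group than the paper's malignant 25%.

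The shares of Supplemental Fig. S6C are among the paper's TAMs, while those here are among all macrophage-, monocyte-, Kupffer cell- and neutrophil-like cells, so the groups are unlike. In Supplemental Fig. S6C, the paper's share of Cd80 is about 48% in vehicle and about 73% in verteporfin mice, read by eye, against 19.5% and 22.6% here, and every alternative differed. Cd163 of verteporfin mice is about 5% in Supplemental Fig. S6C, read by eye, against 10.9% here; thinning (4.73%) and at least 2 UMIs (7.27%) did not differ, the others did. Cd86 of vehicle mice is about 19% in Supplemental Fig. S6C, read by eye, against 39.4% here; at least 2 UMIs (24.4%) did not differ and the others did.

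In direction or call, the paper reports a suppressed Hippo pathway in all cells, where the list was lower here without passing (adjusted camera p 0.0621). It passed with the replicate block (0.0142), without vehicle mouse 3 (0.0020) and without verteporfin mouse 2 (0.0470), and with no other alternative. The paper reports many changed genes in malignant cells, where edgeR called 8 in the wider epithelial-like group and 524 without vehicle mouse 3, while DESeq2 called 26 and edgeR without a filter on low counts 327. Of the 30 genes printed in Supplemental Fig. S7, 12 could be tested there, and 0 of these passed with edgeR. It reports higher interferon alpha genes, where the list did not pass (adjusted camera p 0.118) except without vehicle mouse 3 (0.0172) or verteporfin mouse 3 (0.0112). For its higher share of CD80-positive macrophages, the two-sided exact permutation p here was 0.3, in a test that cannot go below 0.1. Enrichment scores were not compared, since the gene lists differ.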

Other observations

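Tests of transcript length, shared sequence copies, the haemoglobin ratio, hepatocyte RNA levels, printed volcano genes, regrouped mice, macrophage-like cells without a cluster and neutrophil-like cells of 1 cluster were chosen after the results were seen; the neutrophil, erythroid and depth tests were written before.

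In T cell-like cells Ifng, the cytokine that arms macrophages, fell from 276 to 91.4 CPM (log2 fold change -1.59, SE 0.22, edgeR adjusted p 0.0021), and the helper ligand Cd40lg (-0.89) and the chemokine genes Ccl5 (-0.81) and Ccl4 (-0.68) fell with it. The class differs in make-up between the groups: the cluster led by Ccl5 and Nkg7, with Ifng among its top markers, holds 444, 342 and 355 cells of vehicle mice 1, 2 and 3 and 256, 271 and 233 of verteporfin mice 1, 2 and 3, and the cluster led by Tnfrsf4 holds 90, 47 and 177 and 190, 182 and 203. Ifng, Cd40lg, Ccl4 and Ccl5 lead the list of activation and cytotoxicity genes, which did not pass (17 genes, median log2 -0.25, adjusted camera p 0.137; 0.693 with the estimated correlation), and the activation gene Il2ra leaned the other way (0.60, edgeR adjusted p 0.0516). Exhaustion genes were lower as a list (12 genes, -0.38, adjusted camera p 0.0415; 0.693 with the estimated correlation), though without vehicle mouse 1 the adjusted camera p was 0.0641 and without verteporfin mouse 3 it was 0.155. Cell cycle genes were lower too (28 genes, -0.60, adjusted camera p 3.2e-04; 0.693 with the estimated correlation). The antiviral genes Rsad2 (1.24, edgeR adjusted p 0.0140) and Isg15 (0.65, 0.0123) rose, and the interferon alpha list they belong to was higher (33 genes, 0.48, adjusted camera p 3.2e-04; 0.755 with the estimated correlation).

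Macrophage-like cells had lower interferon gamma genes (28 genes, median log2 -0.28, adjusted camera p 2.2e-04; 0.940 with the estimated correlation). The groups differ in make-up: vehicle mouse 3 gave 756 of the vehicle cells, and a cluster of low UMI counts holds 30, 19 and 60 cells of vehicle mice 1, 2 and 3 and 608, 430 and 170 of verteporfin mice 1, 2 and 3. Without that cluster the median was -0.27 (adjusted camera p 1.1e-05; 0.968 with the estimated correlation). Cxcl9, which draws T cells, fell from 927 to 89.8 CPM (log2 -3.35, SE 0.63, edgeR adjusted p 0.0329), with Ccl22 (-2.94, SE 0.54, 0.0303), the GTPase gene Gbp2 (-2.58, SE 0.55, 0.0457) and Ly6i (-2.46, SE 0.52, 0.0450). Their Cd80 (0.15), Cd86 (0.04) and Mrc1 (0.25) hardly moved. Neutrophil-like cells of the groups lie in different clusters: that of the granule genes Camp, Ngp and Ltf holds 1, 3 and 7 cells of vehicle and 145, 374 and 343 of verteporfin mice, and the largest one 40, 10 and 397 and 587, 816 and 733. Over the whole class cell cycle genes were higher (34 genes, 2.04, adjusted camera p 5.9e-12; 0.766 with the estimated correlation), with Mki67 (1.83, SE 0.41, edgeR adjusted p 0.0398) and Ly6g (2.58, SE 0.34, 0.0088). In the largest cluster alone, 8 cell cycle genes had a median of -0.06 (adjusted camera p 0.996). Over the whole class of monocyte-like cells the lipid scavenger gene Cd36 (-1.52, SE 0.23, 0.0025) and Serpinb2 (-1.64, SE 0.19, 0.0012) were lower; here too the make-up differs, with 151, 141 and 126 cells of vehicle and 91, 53 and 109 of verteporfin mice in the cluster led by Ace, and 99, 79 and 227 and 212, 200 and 245 in that led by F13a1.

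Many genes shift alike across classes: 390 passed with 1 sign in at least 4 of 6 large classes, and 96.6% of the printed volcano genes tested in another class have 1 sign in every such class. For the printed genes a response of epithelial cells alone is excluded, since 23 of the 30 passed the threshold in at least 5 other classes. A length-dependent difference between libraries is left open. The 5 short ribosomal protein genes, which prompted the test, differ from longer ones by a median of -1.21 log2 units across the other classes. Over all genes, the median fell at each step from 500 to 1000 nt to over 5000 nt in every class binned. Genes under 500 nt lay below those of 500 to 1000 nt in every class, so the trend does not run 1 way over all lengths. In B cell-like cells the medians were -0.44 under 500 nt, 0.30 at 500 to 1000 nt, 0.12 at 1000 to 2500 nt, -0.05 at 2500 to 5000 nt and -0.11 over 5000 nt. In endothelial-like cells they were 0.17, 0.54, 0.15, -0.08 and -0.21 in the same order, and in epithelial-like cells -0.37, 0.41, 0.17, -0.22 and -0.53. Reads shared between near-identical copies may play a part, because 28.2% of the genes shifted alike share a 50-base word with another gene against 11.1% of other genes, 2.53 times as often. A response of the whole liver to the drug and a difference between batches of libraries cannot be told apart here, since no batch is given. By the paper's account mice of 1 strain were assigned at random to the groups, and a strain difference was not tested in the RNA.

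Genes of neutrophils and red cells rose in epithelial-like cells. RNA of neutrophils and erythroid cells in these libraries is undecided: their markers rose by a median of 2.74 log2 units more in epithelial-like than in B cell-like cells, with neutrophil markers at 2.94 against 2.25 and erythroid markers at 9.15 against 4.57. B cell-like cells are a low comparator for haemoglobin. In verteporfin mice 1, 2 and 3 Hbb-bs was at 545, 2038 and 1845 CPM in them and 2788, 7001 and 26341 CPM in epithelial-like cells. It was at 9381, 4486 and 11030 CPM in endothelial-like and 33475, 20901 and 25539 CPM in plasma cell-like cells. The epithelial-like level thus lay below the plasma cell-like level in mice 1 and 2 and above it in mouse 3. Haemoglobin RNA of 1 common source is undecided as well, the ratio of Hba-a1 to Hbb-bs lying within the range of other classes in 2 of the 3 verteporfin mice. For the lower lipid genes, free hepatocyte RNA is left open: the planned comparison of hepatocyte marker medians (-0.98 in epithelial-like and -1.76 in B cell-like cells over the 4 genes tested in both, and -1.58 over the 12 tested in B cell-like cells) met the prediction of free RNA. On levels the fall per B cell-like cell amounts to 2.85% of the fall per epithelial-like cell, but that fall, from 52.7 ± 35.6 to 19.2 ± 12.0 UMIs, lies within the SD between mice and is not of the lipid genes themselves.

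The larger TAM-M1 share found here may follow from how cells were counted, since the definition used here takes in neutrophil-like clusters. Neutrophil-like cells make up 72.0% of the TAM-M1 cells (Cd80-positive, Cd163-negative myeloid cells) of verteporfin mice. That part depends on this definition. It does not show the make-up of the paper's TAM-M1 cells, which were named per cell by marker score. For the lower stemness shares, different depth of epithelial cells is left open: with cells thinned to 1000 UMIs the difference shrinks by more than 0.5 of its size for 2 of 5 markers, Cd24a and Prom1. Thinning lowers every share, so a smaller difference does not by itself speak for depth. Sox9 keeps 132% of its difference and Epcam 79.1%, and Aldh1a1 turns from -3.29 to 21.1 points.

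All 10 ways to split the 6 mice into groups of 3 were compared, and 10 splits are too few for a share under 0.05, so chance is neither excluded nor shown. The real split gave 2 cell classes against at most 0 in any other, in a fit that kept every mouse whatever its number of cells. Of these, fibroblast- or stellate-like cells rest on 8, 11 and 8 cells of vehicle mice 1, 2 and 3. The real split gave 146 genes in all cells against 0, 8 in epithelial-like cells against 0, and 8335 in the other classes against 38. In each case 1 split, the real one, reached the real value. For lists it gave 10 in all cells against up to 16, with 5 splits as high, 7 in epithelial-like cells against 9, with 4 splits, and 50 in the other classes against 92, with 5 splits.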
